# MyoD induced enhancer RNA interacts with hnRNPL to activate target gene transcription during myogenic differentiation

**DOI:** 10.1038/s41467-019-13598-0

**Published:** 2019-12-19

**Authors:** Yu Zhao, Jiajian Zhou, Liangqiang He, Yuying Li, Jie Yuan, Kun Sun, Xiaona Chen, Xichen Bao, Miguel A. Esteban, Hao Sun, Huating Wang

**Keywords:** Differentiation, Non-coding RNAs, Transcription

## Abstract

Emerging evidence supports roles of enhancer RNAs (eRNAs) in regulating target gene. Here, we study eRNA regulation and function during skeletal myoblast differentiation. We provide a panoramic view of enhancer transcription and categorization of eRNAs. Master transcription factor MyoD is crucial in activating eRNA production. Super enhancer (se) generated *seRNA-1* and *-2* promote myogenic differentiation in vitro and in vivo. *seRNA-1* regulates expression levels of two nearby genes, myoglobin (*Mb*) and apolipoprotein L6 (*Apol6*), by binding to heterogeneous nuclear ribonucleoprotein L (hnRNPL). A CAAA tract on *seRNA-1* is essential in mediating *seRNA-1*/hnRNPL binding and function. Disruption of *seRNA-1*-hnRNPL interaction attenuates Pol II and H3K36me3 deposition at the *Mb* locus, in coincidence with the reduction of its transcription. Furthermore, analyses of hnRNPL binding transcriptome-wide reveal its association with eRNAs is a general phenomenon in multiple cells. Collectively, we propose that eRNA-hnRNPL interaction represents a mechanism contributing to target mRNA activation.

## Abstract (web summary)

Enhancers are often transcribed into non-coding RNAs called enhancer RNAs. Here the authors show that super enhancer generated *seRNA-1* regulates the expression of nearby myoglobin (*Mb*) gene by binding to heterogeneous nuclear ribonucleoprotein L during myogenic differentiation.

## Introduction

Cell-type specific transcriptional programs are generally dictated by a class of cis-acting regulatory elements known as enhancers. Transcription factors (TFs) bind these enhancer elements via embedded recognition sequences, recruit and cooperate with cofactors to modulate the target gene transcription through chromatin looping between enhancers and promoters^1^. Clusters of enhancers, termed super-enhancers (SEs) or stretch enhancers, are thought to play especially prominent role in determining cell identity^2,3^. Compared to typical enhancers (TEs), SEs encompass larger open chromatin domains demarcated with acetylation of histone H3 at lysine 27 (H3K27ac) and enriched for master TFs binding. Remodeling of TE/SE landscape often occurs in response to developmental and/or environmental stimuli, accounting for the ensuing transcriptomic change^4,5^. Our recent work consolidates this notion in the process of skeletal myoblast (MB) differentiation^6^. This process involves MBs differentiation into myotubes (MTs) and is a critical step in skeletal muscle formation during muscle development and injury induced regeneration process^7^. In addition, we have solidified a pivotal role of myogenic differentiation protein (*MyoD*) in enhancer/SEs assembly and activation^6^. In addition to serving as binding hubs for key TFs, it is widely accepted that enhancers are also prevalently bound by RNA polymerase II (Pol II), generating bi-directional non-coding RNAs dubbed enhancer RNAs (eRNAs)^8–12^. However, current knowledge about their functions and mechanistic roles is limited.

Emerging evidence also suggests eRNAs are integral components of enhancer function. In most situations, eRNAs act *in cis* to stimulate transcription of target mRNAs which are neighboring to or reside in the same topologically associating domain (TAD) with the eRNA loci^9–11,13^. Mechanistically, Lai et al. and Li et al. demonstrated that eRNAs can establish and/or stabilize chromatin looping between enhancers and promoters through interacting with components of mediator or cohesin complex^10,14^. Similarly, a recent study revealed eRNA expressed from a distal enhancer of *MyoD1* (^DRR^eRNA) activates *Myogenin* expression *in trans* through interacting with cohesin complex^15^. In a separate study, eRNAs are also directly involved in transcription process by acting as decoy for negative elongation factor (NELF) to promote the release of paused Pol II into productive elongation stage^16^. Zhao et al. later also showed that eRNAs may directly interact with component of positive transcription elongation factor b (P-TEFB) to control transcription elongation^17^. More recently, eRNAs, or nascent RNAs in a broader sense, were shown to trap the transcription factor YY1 and increase its local concentration at DNA^18^. Lastly, eRNAs also interact with transcriptional co-activator CREB binding protein (CBP) in a sequence independent manner to stimulate core histone acetyltransferase activity, thereby promoting gene expression^19^. Despite these substantial advances in our understanding of eRNAs, the investigation of mechanistic roles in their host enhancers remains largely incomplete, warranting the efforts in searching for additional protein binding partners and uncharacterized mode of action through which eRNAs regulate target gene expression.

Here, in this study we provide the compendium of eRNAs and categorize different eRNA subfamilies through comparing data from global run-on sequencing (GRO-seq), PolyA^+^ and total RNA-seq in differentiating myoblast cells. We demonstrate the presence of a variety of eRNA species with different features of expression level, Pol II association, histone modifications and TF binding etc. We also show the essential role of MyoD in inducing eRNAs production upon myogenic differentiation. Using two eRNAs generated from SEs, *seRNA-1* and *seRNA-2* as paradigm, we further show that seRNAs induced upon differentiation function to promote myogenesis in vitro and in vivo. In depth dissection of how *seRNA-1* regulates the target gene *Mb* transcription leads to the revelation that *seRNA-1* specifically binds to hnRNPL protein and disruption of *seRNA-1*-hnRNPL interaction attenuates Pol II and H3K36me3 deposition at the target genes. A CAAA tract is pinpointed to be crucial in mediating the interaction and function of *seRNA-1*/hnRNPL, thus modulating neighboring gene expression both in vitro and in vivo. CLIP-seq identifies that hnRNPL binds to eRNAs transcriptome-wide in several cell types, suggesting hnRNPL/eRNA binding could be a general mechanism regulating target gene transcription. Collectively, we provide evidence that seRNAs play key roles in orchestrating target mRNA transcription through interacting with hnRNPL.

## Results

### Elucidation of enhancer transcription in muscle cells

To gain a panoramic and high resolution view of enhancer transcription and their remodeling during cell differentiation, we took advantage of the well-studied MB differentiation process using C2C12 mouse cell line (Supplementary Fig. 1a, b). GRO-seq was performed with proliferating MBs and differentiating MTs (differentiated for 48 h) in two biological replicates (Supplementary Fig. 1c). The generated data were analyzed to define transcription units, which were then overlapped with enhancer repertoire previously classified in C2C12 cells^6^. As a result, a total of 16,835 TE associated RNAs (teRNAs) together with 6,698 SE associated RNAs (seRNAs) were obtained in MB cells; similarly, 14,997 teRNAs and 7,252 seRNAs were defined in MT cells (Supplementary Fig. 1d and Supplementary Data 1). As expected, due to the power of GRO-seq in detecting nascent transcripts, the number of teRNAs/seRNAs far exceeded the actual number of TEs/SEs^20^. When examining their expression dynamics during MB differentiation, we found 1,274 were significantly up-regulated in MT vs MB and 1,627 down-regulated, while the majority remained unaltered (*n* = 24,184) (Fig. 1a, Supplementary Fig. 1e and Supplementary Data 1). Of note, a concomitant change in levels of H3K27ac (Fig. 1a) and expression of neighboring genes within a ±100 kb window^14^ (Fig. 1b) was observed in concert with changes in eRNA expression, in line with the previous findings suggesting that eRNA production is a key signature of active enhancers. Among them, 423 neighboring genes showed the same expression trend as eRNAs during muscle differentiation (157 up- and 256 down-regulated respectively) (Supplementary Note 1).

**Fig. 1:**
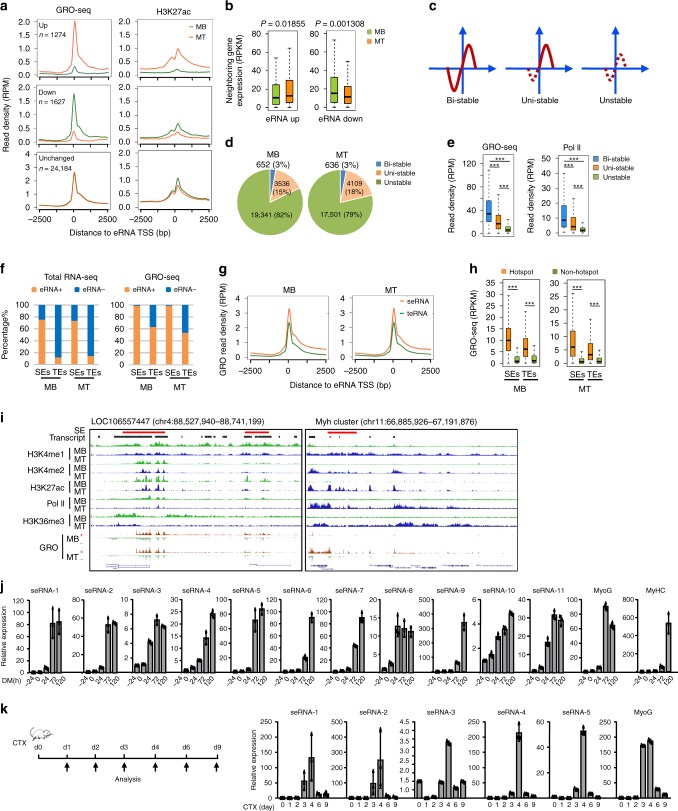
Elucidation of enhancer transcription in muscle cells. **a** GRO-seq detected eRNAs that were up-, down-regulated or unchanged in myotube (MT) vs myoblast (MB) cells, and the changes were correlated with H3K27ac remodeling. **b** Expression of neighboring genes associated with up- or down-regulated eRNAs in MT vs MB. **c** The eRNAs were categorized into ‘stable’ (captured by GRO-seq and total RNA-seq) and ‘unstable’ transcripts (captured only by GRO-seq); the divergent enhancer transcription was further categorized into three types of pairs: Bi-stable (both directions generate stable transcripts), Uni-stable (only one direction generates stable transcript) and Unstable (both directions generate unstable transcripts). **d** Distribution of the above types of divergent eRNAs. **e** Box plot showing the read density (RPM) of GRO-seq signals or Pol II binding on the above three types of eRNAs in MT. **f** Analyzing total RNA-seq or GRO-seq revealed that a higher percentage of SEs in MB or MT gave rise to eRNAs (eRNA+) compared to TEs. **g** seRNAs displayed higher level of GRO-seq signals compared to teRNAs. **h** TF hotspot regions showed markedly higher levels of GRO-seq signals compared to non-hotspot enhancer regions. **i** Genomic snapshots of representative eRNAs identified from MB- (left) or MT-expressed SE (right), showing H3K4me1, H3K4me2, H3K27ac, H3K4me3, Pol II and H3K36me3 ChIP-seq profiles, and GRO-seq in MB and MT cells. The red bar highlights the SE region. The “transcript” track indicates transcript units identified through GRO-seq. GRO-seq signals are displayed in “+” (red) and “−” (light green) strands separately. **j** qRT-PCR measurement of expression dynamics of several MT seRNAs during 120 h differentiation course of C2C12 myoblast. **k** seRNA expressions were measured in the muscles after cardiotoxin (CTX) injection induced regeneration. *n* = 3 per group. Data in **j** and **k** represent the average of three independent experiments ± s.d. Data in **b**, **e**, and **h** are presented in boxplots. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range. Statistical analyses in **b**, **e**, and **h** were done by Mann–Whitney non-parametric test; ***P < 0.001. Source data are provided as a Source Data file.

Next, attempting to categorize eRNAs, we applied an integrated analysis leveraging multiple RNA-seq datasets using total or PolyA^+^ RNAs from C2C12 cells (Supplementary Fig. 1d). 

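C2C12 is a mouse myoblast line that fuses into myotubes once it is moved from growth medium to differentiation medium (DM). The total RNA-seq comprised 1 library of MB and 1 library of MT, both made from RNA depleted of rRNA. The sample labels place the MB culture at DM -24 h and the MT culture at DM 72 h, while the legend of Supplementary Fig. 5a gives DM 60 h for MT and -24 h for MB in an RNA-seq comparison without naming the type of library. With 1 library per condition, every difference between MB and MT has no replicate check, and no p-value is given. The authors discarded reads shorter than 36 bp, mapped the rest to mm9 with TopHat (v2.0.13) and estimated abundance with Cufflinks (v2.1.1) as FPKM, a fragment number scaled by transcript length and library size. Each deposited table lists 61630 entries, of which 24850 carry a gene symbol and 36780 carry the identifier of a transcript unit assembled from the reads. Cufflinks gave each FPKM a 95% interval that covers counting and assignment error within the library. The widths of these intervals correspond to 59960176 fragments in MB and 54442423 in MT over all entries. The 2 highest values in MB belonged to the microRNA genes Mir3113 (182537 FPKM) and Mir5098 (54330 FPKM). A short locus can turn few fragments into a large FPKM, but whether it did so for these 2 genes is not shown here. The FPKM of all entries summed to 650275 in MB and 337279 in MT. Changes were computed as log2((FPKM + 1) in MT / (FPKM + 1) in MB), which understates the change of genes with low FPKM. Counting an absolute log2 change of 0.58 or more, 1942 named genes were higher in MT and 3407 were lower. With a pseudocount of 0.01 in place of 1 the numbers were 5066 and 5205. Named genes with an FPKM of at least 1 in both libraries had a median log2 change of -0.23, and centring on that median turned the order around, with 3060 genes higher and 2208 lower.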

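Myog (chromosome 1, 136186581 to 136189125 in mm9) rose from an FPKM of 0.695 (95% interval 0.535 to 0.854) in MB to 251 (248 to 254) in MT. Myh1 rose from 0.0834 (0.0572 to 0.110) to 38.9 (38.4 to 39.5), and Acta1 from 12.1 (11.5 to 12.8) to 479 (475 to 483). Among genes with an FPKM of at least 1 in both libraries, the 5 largest rises were those of Mylpf, Tnni1, Actc1, Tnnc1 and Tnnt1, with log2 changes from 5.95 to 7.15. Among the largest falls were those of Prl2c3, Prl2c2, Cnn1 and Plaur, with log2 changes from -5.44 to -3.96. Prl2c3 and Prl2c2 are paralogs on chromosome 13, so the division of fragments between them is uncertain.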

In brief, RNA transcripts were assembled from total RNA-seq to generate lincRNA catalogue. 

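The MB and MT tables list the same 36780 assembled units, with a median span of 758 bp and quartiles of 432 and 1230 bp. Of these units, 20431 overlapped the locus of a named gene in mm9 and 16349 (44.5%) lay outside all named loci. At an FPKM above 0.05, the cutoff given in Supplementary Fig. 1d, 30299 units were detected in MB and 35751 in MT. There were 29270 units detected in both libraries, 1029 only in MB and 6481 only in MT. For the median unit, 3 fragments correspond to an FPKM of 0.0615 in MB and 0.0582 in MT, so the cutoff lies below what 3 fragments show. The units detected only in MT had a median of 15.0 implied fragments there and those detected only in MB a median of 13.0. In either group 0 units had fewer than 3. As 0 units were undetected in both libraries, the list holds only detected units, and this does not check the cutoff. With an FPKM of at least 1 the numbers of detected units fell to 5026 in MB and 10343 in MT. By a log2 change of 0.58 or more, 7295 units were higher in MT and 1138 were lower. Units lying inside an expressed protein-coding gene changed by a median of 0.48 more on the log2 scale than the gene around them (3393 units with an FPKM of at least 1 in both libraries). The tables give no strand and no coding potential for a unit, so the filtering of units into lincRNAs was not repeated here. Genes that the annotation lists as not protein-coding were detected as well, 1027 in MB and 1131 in MT.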

When overlapped with enhancer repertoire, it yielded a catalogue of 1,746 teRNAs and 1,747 seRNAs in MB (Supplementary Fig. 1d), of which 803 teRNAs and 819 seRNAs could be detected in PolyA^+^ RNA-seq (Supplementary Fig. 1d, g). Similarly, a total of 2,406 teRNAs and 2,275 seRNAs were defined in MT among which 965 and 1,016 were found in PolyA^+^ RNA-seq. We reasoned that the eRNAs captured by both GRO-seq and total RNA-seq were relatively stable and those only by GRO-seq as unstable. Consistent with the common notion, many of them were divergently transcribed; the transcription start site (TSS) of divergent pairs were further categorized into three classes: Bi-directional (Bi)-stable (both directions yield stable transcripts detected by total RNA-seq), Uni-directional (Uni)-stable (only one direction yields stable transcript) and Unstable (can only be detected by GRO-seq) (Fig. 1c). 

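The share of eRNAs that total RNA-seq also captures was computed for the 1274 eRNAs that the paper's GRO-seq finds up-regulated in MT (Supplementary Data 1), 655 on the plus and 619 on the minus strand of mm9 with a median length of 1211 bp. An eRNA was counted as captured when an assembled unit or a gene that is not protein-coding, with an FPKM above 0.05, overlapped it by at least 1 bp. Because the tables give no strand, transcripts from either strand were counted. The paper's GRO-seq used MT differentiated for 48 h, while the sample labels place the MT total RNA-seq at DM 72 h. The shares in MT therefore compare different times of differentiation. In MT, 223 of the 1274 eRNAs were captured (17.5%, 95% Wilson interval 15.5 to 19.7), and 1051 (82.5%) were not. In MB, before their induction, 44 were captured (3.45%, interval 2.58 to 4.60). Both libraries captured 42 of them, MT alone 181 and MB alone 2. When the eRNAs were moved to random positions 100 times, a median of 3.81% was captured in MT (2.51 to 5.02) and 3.26% in MB (2.28 to 4.40). These positions could fall on genes, which the paper's definition of eRNAs leaves out, so placements restricted to positions outside genes were added after seeing the data. Outside protein-coding genes the medians were 3.61% in MT (2.12 to 4.79) and 2.90% in MB (1.81 to 4.40), and outside all named genes, which 70 of the eRNAs themselves overlap, 2.83% in MT (1.73 to 4.08) and 2.20% in MB (1.18 to 3.06). The share in MT lay above every placement of each kind, while that in MB lay above every placement only when all named genes were left out. The threshold on FPKM mattered most, since with an FPKM of at least 1 the share captured in MT was 2.28%. The division into Bi-stable, Uni-stable and Unstable pairs needs strands and enhancer coordinates and was not analysed here. The paper reasons that eRNAs captured by both GRO-seq and total RNA-seq are relatively stable and those captured by GRO-seq alone are unstable, and from the numbers in each class it states that most eRNAs were unstable.

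**Figure D1:**
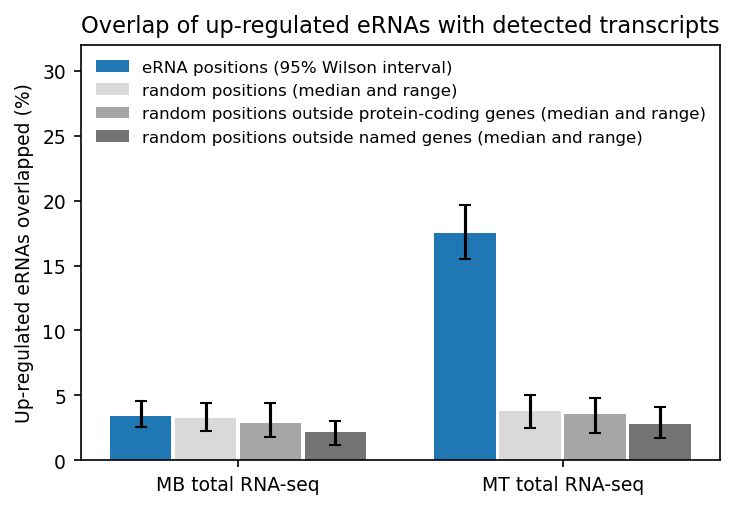
Percent of the 1274 eRNAs up-regulated in MT that overlap a transcript detected by total RNA-seq in MB or MT (blue, with the 95% Wilson interval), and the percent at random positions anywhere, outside protein-coding genes or outside named genes (light to dark gray, median with the smallest and largest of 100 placements). The MT bar (17.5%) stands above all its random ranges (largest value 5.02), and the MB bar (3.45%) stands above the range outside named genes (1.18 to 3.06) and within the other ranges.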

Expectedly, the majority of eRNAs were unstable; very small fraction were Bi-stable (Fig. 1d, Supplementary Fig. 1g, h). Our results showed that Bi-stable eRNAs displayed strongest GRO-seq profiles and Pol II binding compared to Uni-stable and Unstable ones (Fig. 1e, Supplementary Fig. 2a). The distinction was also prominent in histone marks and TF binding (Supplementary Note 1).

SEs exhibit magnified enhancer activities compared to TEs^3^. Consistently, we found a higher percentage of SEs generates eRNAs termed seRNAs (Fig. 1f). By GRO-seq, almost all SEs were transcribed whereas only ~60% for TEs. By total RNA-seq, ~70% of SEs in MB or MT produced seRNAs compared to <20% of TEs. Expectedly, seRNAs showed much higher expression than teRNAs, globally (Fig. 1g); SEs also produced a much higher portion of stable eRNAs (both Bi- and Uni-stable ones) than TEs (Supplementary Fig. 1h), suggesting seRNAs are integrated components of SE function. In addition, we found TF hotspots defined in our recent study^6^ were associated with stronger eRNAs expression than non-hotspots (Fig. 1h), further underscoring TF hotspots are super active centers that may modulate enhancer functionality.

We previously demonstrated the stage-specificity of SEs and their gradual remodeling during MB fate transition into MT^6^. Concordantly, seRNAs exhibited distinct expression dynamics in this process, exemplified on the enhancers of the *LOC106557447* and Myosin heavy chain (Myh) gene cluster (*Myh1*, *Myh2*, *Myh4*, *Myh8*, and *Myh13*) (Fig. 1i). Myh genes are associated with muscle contraction in MT and a corresponding stage-specific SE was identified in MT by H3K27ac mark. GRO-seq revealed bidirectional transcription occured in this SE during differentiation, concomitant to induction of active marks like H3K4me1/2, H3K27ac, Pol II and H3K36me3 (Fig. 1i). On *LOC10655774* gene, reduction in these active marks and seRNA expression, by contrast, was observed on the associated SE (Fig. 1i). By quantitative PCR (qPCR) in cells differentiating for various time points (DM −24, 0, 24, 72, and 120 h), seRNAs associated with MT stage (seRNA1-11) were indeed robustly induced upon differentiation (Fig. 1j); MB seRNAs were largely decreased in fully differentiated MT (DM 120 hr) but some displayed an interesting up-regulation in the early differentiation stages (Supplementary Fig. 3a). To further solidify the above seRNA expression dynamics in muscle cells, we also analyzed their expressions in freshly isolated muscle stem cells (also called satellite cells, SCs) (Supplementary Fig. 3b). Consistent with the results from C2C12 cells, nine out of 11 MT seRNAs showed increased expression during SC differentiation (72 h vs 48 h). For MB seRNAs, seven out of 10 were detectable and indeed five showed a decrease in the process (Supplementary Fig. 3c). Furthermore, to assess seRNA expression profile in vivo, we took advantage of a widely used muscle regeneration model in which cardiotoxin (CTX) or BaCl_2_ administration induces muscle injury followed by muscle regeneration^21–25^. The expression of most MT seRNAs was barely detected before day 2 but sharply induced at day 3–4 after CTX injury (Fig. 1k), concomitant with the peak of myoblast differentiation thus in agreement with the above findings from C2C12 in vitro (Fig. 1j). Moreover, abundant levels of these seRNAs were observed in limb muscles of newborn mice (age 3 days to 2 weeks), which underwent active myogenesis but dropped after 2 weeks when the neonatal myogenesis ceased (Supplementary Fig. 3d and Supplementary Note 1). Collectively, the above results demonstrate that eRNAs are pervasively transcribed in muscle cells and may act as integral component of enhancers, warranting further investigation of their functional mechanisms.

### MyoD plays a crucial role in inducing MT eRNAs

Next, we sought to identify key TFs that determine eRNAs expression dynamics during myogenic differentiation. Applying HOMER^26^, we predicted potential TF binding motifs enriched within the 2 kb window of TSSs of eRNAs that were highly expressed in MB or MT (log_2_ (Fold change) > 2 or <−2 with adjusted *P* value < 0.05) (Supplementary Fig. 4a). A proportion of the top-ranked motifs were bound by known key regulators in the respective cell stage^6^, for instance, MyoD and MyoG in MT and JUN in proliferating MB (Supplementary Fig. 4a). In addition, analyzing the available TF ChIP-seq datasets from C2C12, we noticed convergence of multiple TFs at TSSs of eRNAs in both MB and MT (Fig. 2a, Supplementary Fig. 4b). One distinct combinational module unveiled in MT involved MyoD, MyoG, TCF12, TCF3, MEF2D, PBX1, and FoxO3 (Fig. 2a, Supplementary Fig. 4b), which was in line with our recent finding showing this module partakes in SE assembly in MT^6^. Similar TF associations and a combinational module were also identified in MB (Fig. 2a, Supplementary Fig. 4b). To understand the full spectrum of eRNAs under regulation by master TF MyoD which was suggested in an earlier report^27^, we intersected MyoD ChIP-seq profiles with the above GRO-seq dataset. Our analyses revealed evident signals around MyoD binding sites at enhancers with the read density much higher on SEs than TEs (Fig. 2b). The read density dropped significantly if using total or PolyA^+^ RNA-seq, indicating GRO-seq is a more sensitive approach in detection of eRNA induction by MyoD and the majority of the eRNAs are probably unstable. Among the enhancer transcription units derived from GRO-seq, we observed 34.7% of seRNAs in MB and 59.1% in MT possessed MyoD binding at their TSS while 31.5% and 45.5% for teRNAs, respectively (Supplementary Fig. 4c), again suggesting the prevalent binding of seRNA TSS by MyoD in both MB and MT. Moreover, for up-regulated eRNAs in MT vs MB, MyoD binding was sharply enhanced at their cognate TSSs (Fig. 2c); by contrast, the binding at the TSSs of down-regulated eRNAs was slightly reduced (Fig. 2c), reflecting a crucial role of MyoD binding in eRNA induction during myoblast differentiation. To strengthen the above findings, GRO-seq was performed in *MyoD* knockout (*MyoD*^−/−^) cells that we recently generated by CRISPR-Cas9 (Supplementary Fig. 1c and Supplementary Data 3);^6^ the mutant cell displayed an expected differentiating defect assessed by immunofluorescence (IF) staining of MyoG and MyHC-positive cells (Supplementary Fig. 4d). In response to *MyoD* loss, the expression of MT eRNAs (both teRNAs and seRNAs) was dramatically diminished, but modestly enhanced for MB eRNAs (Fig. 2d, Supplementary Fig. 4e, f and Supplementary Data 3). As illustrated on *seRNA-1*, *-2*, and *-5* (Fig. 2e), *MyoD* depletion almost blocked the dramatic induction of their transcription during differentiation, which was confirmed by qRT-PCR (Fig. 2f, see additional examples on other MT associated seRNAs in Supplementary Fig. 4g). We also applied knock-down strategy using short interfering RNAs (siRNAs) against *MyoD*. We found that knockdown of *MyoD* also decreased MT seRNAs (Fig. 2g), again supporting the activating role of MyoD in seRNAs induction during differentiation. Depletion of *Myogenin*, which was also enriched at the TSS of eRNA, on the other hand, decreased the expression of several but not all seRNAs (Supplementary Fig. 4h). Finally, when *MyoD* was overexpressed in mouse embryonic 10T1/2 fibroblast cells to trigger myogenic trans-differentiation, we noted induction or increase in seRNAs expression (Fig. 2h).

**Fig. 2:**
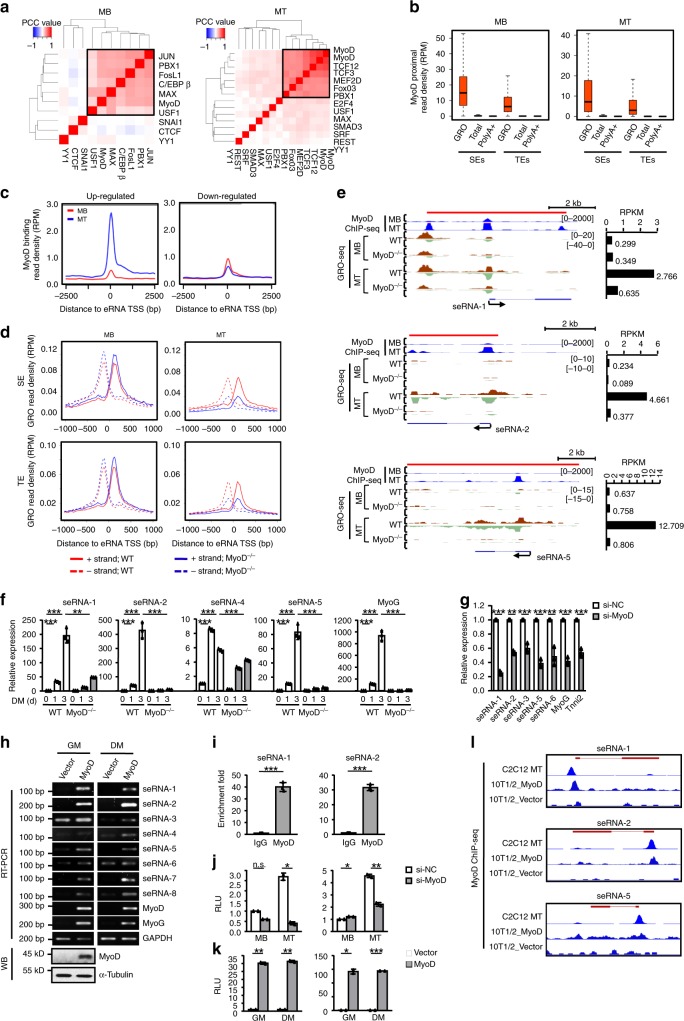
MyoD plays a crucial role in inducing MT eRNAs. **a** Unsupervised clustering of TF binding at eRNA TSSs in MB or MT. The color code indicates the Pearson correlation coefficient (PCC) between two TFs at their binding sites. **b** Comparison between GRO-seq, total and PolyA^+^ RNA-seq signals in the MyoD binding proximal regions (±1 kb of the center of MyoD-binding sites) at SEs and TEs. **c** MyoD ChIP-seq signals within ±2.5 kb flanking TSSs of up-regulated (left) and down-regulated (right) eRNAs. **d** Distribution of averaged GRO-seq signals from SEs or TEs in WT or MyoD knockout (MyoD^−/−^) cells. **e** Illustration of eRNA down-regulation in MyoD^−/−^ vs WT cells by GRO-seq tag counts on seRNA-1, -2, and -5. The bar graph shows the quantification of GRO-seq signals in RPKM. **f** qRT-PCR measurement of seRNAs in the differentiating MyoD^−/−^ vs WT cells. **g** qRT-PCR detection of seRNAs from 48-h-differentiated C2C12 cells transfected with either control or MyoD siRNA. **h** Top: 10T1/2 cells were transfected with either control or MyoD expressing plasmid; the cells were collected in growth medium (GM) or differentiate medium for 48 h (DM). The relative expression of seRNAs, MyoD and Myogenin were measured by semi-quantitative RT-PCR. Bottom: Western blot confirmed MyoD overexpression. **i** MyoD ChIP-PCR at the TSS of seRNA-1 or seRNA-2 in MT cells. **j** Luciferase reporter activity of seRNA promoter was detected in 48-hr-differentiated C2C12 cells transfected with either control or MyoD siRNA. **k** Luciferase reporter activity of the above seRNA promoter in 10T1/2 cells overexpressing MyoD. **l** Distribution of MyoD ChIP-seq signals on the TSSs of seRNA-1, -2, and -5 in 10T1/2 cells overexpressing MyoD. Data in **f**, **g**, **i** represent the average of three independent experiments ± s.d. Data in **b** are presented in boxplot. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range. Statistical analysis was performed by two-way ANOVA with Sidak’s post-hoc test (**f**) or two-tailed unpaired Student’s *t*-test (**g**, **i**, **j**, **k**), n.s., not significant, *P < 0.05, **P < 0.01 and ***P < 0.001. Source data are provided as a Source Data file.

To further elaborate the direct regulation of MyoD, we confirmed the MyoD binding identified by ChIP-seq on *seRNA-1* and *-2* loci by ChIP-PCR (Fig. 2i, Supplementary Fig. 4i). In addition, we cloned their TSS regions *-2* harboring MyoD binding sites into a reporter construct. Expectedly, reporter activity was significantly increased during differentiation but markedly reduced upon *MyoD* repression (Fig. 2j, Supplementary Fig. 4i). Promoter reporters also displayed concomitantly increased activity upon *MyoD* overexpression in 10T1/2 cells (Fig. 2k). Moreover, direct binding of MyoD was detected on these promoters during trans-differentiation^28^ (Fig. 2l), indicating MyoD induction of seRNAs is a prominent phenomenon during MyoD directed cell reprogramming. Together, these data solidify the key role of MyoD in inducing eRNA production during myoblast differentiation.

### seRNA-1 and seRNA-2 regulate target gene expression

Given that many MT seRNAs were markedly induced during C2C12 myoblast differentiation (Fig. 1j), we speculated that they may play active roles in driving the differentiation as essential components of SEs. Two seRNAs, *seRNA-1* and *seRNA-2* were among the highest induced thus selected for in depth functional characterization (Supplementary Fig. 5a). As shown in Fig. 3a, they were originated from two SEs on mouse chromosomes 15 and 3 and bi-directionally transcribed as shown by GRO-seq. PolyA^+^ RNA-seq however only captured uni-directional transcripts in the SEs respectively; they were barely detectable in MB but highly expressed in MT; no human counterparts of *seRNA-1* and *-2* appeared to exist despite 8.44% eRNAs in fact displayed evolutionary conservation between human and mouse genomes (Supplementary Fig. 5b). As expected, up-regulation in their expression was in concert with the changes in active histone modifications, H3K4me1, H3K4me2, H3K27ac, H3K4me3, and H3K36me3 and Pol II binding, but anti-correlated with change in repressive histone mark H3K27me3 (Fig. 3a). Moreover, integrative transcriptomic analysis of publicly available RNA-seq data from various tissues suggested that *seRNA-1* and *-2* were expressed in multiple tissues (Supplementary Data 2). To further characterize their functions, we cloned them using rapid amplification of complementary DNA ends (RACE), which revealed *seRNA-1* was a 1606 nt transcript with two exons and *seRNA-2* 1384 nt with two exons (Fig. 3b, c). Both transcripts possessed a polyadenylation site. RNA fluorescence in situ hybridization (FISH) uncovered the two seRNAs resided in both the cytoplasm and nucleus (Fig. 3b, c, Supplementary Fig. 5c, d). *seRNA-1* signal was detected in both nucleus and cytoplasm but appeared to be higher in the nucleus; several intensive focal signals were found in nucleus presumably representing its transcription or action site^29^. *seRNA-2* signal was more dispersed in the cell with similar focal signals detected. Consistent with their induction in MT vs MB, the percentage of *seRNA-1*-positive cells increased from 4% to 74% in MT vs MB, and from 10% to 48% for *seRNA-2*. As control, *Malat1* was exclusively detected in the nucleus (Supplementary Fig. 5c). The above findings were further confirmed by cellular fractionation assay. As positive controls, *U1*, *Malat1*, and *Xist* RNAs were mainly found in the nuclear portion while *Gapdh* in the cytoplasm of both MB and MT; *seRNA-1* showed a comparable level in both nuclear and cytoplasm lysates in MT while *seRNA-2* was slightly enriched in nuclear fractions (Fig. 3d). Moreover, *seRNA-1* was present at ~0.12 copy/cell in MB, and ~7.97 copies/cell in MT (DM day 2); *seRNA-2* was around 2.44 copies/cell in MB and 10.04 copies/cell in MT (Supplementary Fig. 5e, f). In addition, these two seRNAs were predicted as non-coding with no micropeptides produced by our in-house iSeeRNA software^30^ (Supplementary Fig. 5g). In fact, most seRNAs identified were predicted to be non-coding (Supplementary Fig. 5g). To gain insights into their functions in muscle cells, we next examined their expression dynamics in various myogenesis settings in vitro and in vivo. First, as shown earlier in Fig. 1m, during C2C12 differentiation, *seRNA-1* expression was lowly expressed in proliferating MBs at 50% confluence (−24 h); an evident increase was detected when the confluence reached 70–80% (0 h) and the sharp elevation was sustained to late differentiation stage (120 h). Concordantly, its expression was dramatically increased during the differentiation of SCs (Fig. 3e). The temporal kinetics of *seRNA-2* followed the same profile with *seRNA-1* during C2C12 and SCs differentiation (Figs. 1j, 3e).

**Fig. 3:**
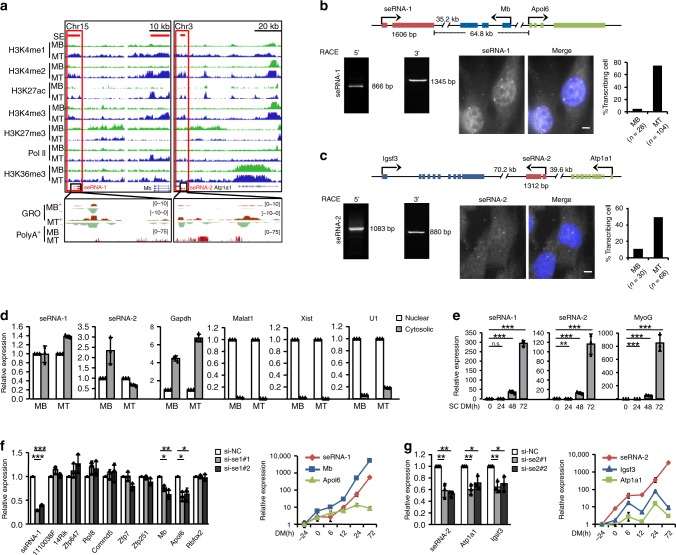
seRNA-1 and seRNA-2 regulate target gene expression. **a** Genomic snapshots of mouse seRNA-1 and seRNA-2 genes showing Pol II and histone marks ChIP-seq profiles, Poly A^+^ RNA-seq and GRO-seq in MB and MT cells. The red bar highlights the SE region and the red box indicates the seRNA locus. GRO-seq signals are displayed in “+” (red) and “−” (light green) strands separately. **b** Top: schematic illustration of genomic structure of mouse seRNA-1 relative to the neighboring genes Mb and Apol6. Bottom: Left: Product of RACE cloning (5′ and 3′) of seRNA-1; Right: Detection of seRNA-1 molecules (red) in MT by single molecule RNA FISH. Scale bar, 5 μm. **c** Top: schematic illustration of genomic structure of mouse seRNA-2 relative to the neighboring genes Atp1a1 and Igsf3. Bottom: Left: Product of RACE (5′ and 3′) cloning of seRNA-2; Right: FISH detection of seRNA-2 in MT. Scale bar, 5 μm. Quantification of FISH signals in **b**, **c** corresponding to seRNA transcripts in MB and MT cells. Cells with at least one spot in the nucleus were regarded as “transcribing”. DNA (blue) was stained with DAPI. A representative image was shown. **d** qRT-PCR analysis of RNAs purified from nuclear and cytosolic fractions of C2C12 cells. **e** qRT-PCR detection of seRNA-1 and seRNA-2 in the differentiating SCs isolated from muscles of Tg: Pax7-nGFP mice. **f** Left: qRT-PCR detection of seRNA-1 and neighboring genes from 48-h-differentiated C2C12 cells transfected with either control or seRNA-1 siRNA (si-se1#1 or si-se1#2). Right: qRT-PCR measurement of expression kinetics of seRNA-1 and the Mb and Apol6 during C2C12 differentiation. **g** The above experiments were performed for seRNA-2 and its neighboring Atp1a1 and Igsf3 genes. Data represent the average of three independent experiments ± s.d. Statistical analysis was performed by one-way ANOVA with Tukey’s post-hoc test (**e**), or two-tailed unpaired Student’s *t*-test (**f**, **g**) n.s., not significant, *P *<* 0.05, **P *<* 0.01 and ***P < 0.001. Source data are provided as a Source Data file.

The production of eRNAs has been shown to activate the transcription of neighboring genes^9–13^. To test this functional scenario on seRNAs in myogenesis, we used siRNA to deplete *seRNA-1* and *seRNA-2* and interrogated the effect on the neighboring genes within ±150 kb window^14^. Efficient knock-down was achieved on total or nuclear level of *seRNA-1* or *seRNA-2* (Fig. 3f, g, Supplementary Fig. 6a). Among the nine genes surrounding *seRNA-1*, knock-down of *seRNA-1* resulted in a decrease in levels of two nearest mRNAs, myoglobin (*Mb*) and apolipoprotein L6 (*Apol6*) in both siRNA groups, but no effect on others (Fig. 3b, f). Similarly, silencing of *seRNA-2* led to reduction of the neighboring genes, ATPase Na+/K+ transporting subunit alpha 1(*Atp1a1*) and immunoglobulin superfamily member 3 (*Igsf3*) (Fig. 3c, g). Meanwhile, *seRNA-1* depletion had no effect on *Atp1a1* and *Igsf3* and *seRNA-2* loss did not decrease *Mb* or *Apol6* either, attesting to the specificity of the seRNA knockdown effect (Supplementary Fig. 6b). When overexpressed in myotubes ectopically *in trans*, however, we did not observe drastic changes in their targets (Supplementary Fig. 6c, d) presumably due to the inability of ectopically expressed RNAs to access the target loci^23,31^. The above results implied that *seRNA-1* and *seRNA-2* probably exerted their impact on the nearest target genes *in cis* within the proximity of their transcription site, which is analogous to the action mechanism of many known eRNAs/lncRNAs^10,23,31^. Lastly, when examining the expression kinetics of the target genes during muscle differentiation and regeneration, we observed that the induction of *seRNA-1* coincided with the upregulation in *Mb* and *Apol6* mRNAs during C2C12 early differentiation (Fig. 3f) and SC differentiation (Supplementary Fig. 6e). Similarly, for *seRNA-2* locus, induction in *Atp1a1* and *Igsf3* was coincident with change in *seRNA-2* during C2C12 early differentiation (Fig. 3g); similar result was observed for *Atp1a1* during SC differentiation but not for *Igsf3* (Supplementary Fig. 6e). When evaluating the expression dynamics in vivo during injury induced muscle regeneration, we found *Mb* and *Apol6* shared identical kinetics; they were highly expressed in homeostatic muscles, sharply lost upon muscle injury and continually elevated during regeneration (Supplementary Fig. 6f). This pattern was distinct from *seRNA-1* (Fig. 1k), implying *seRNA-1* may have a temporal role in their activation but may not be necessary for maintaining their expression when muscle injury is restored. For *seRNA-2* locus, the neighboring genes exhibited similar trend with *seRNA-2* (Fig. 1k, Supplementary Fig. 6f), with expression peaking around day 4. Taken together, the above results confirm seRNAs influence the expression of their neighboring target genes in cis, warranting further exploration of the underlying mechanisms of action (Supplementary Fig. 7 and Supplementary Note 2).

### seRNA-1 and seRNA-2 interact with hnRNPL

To search for undefined molecular mechanisms underlying seRNAs mediated transcriptional activation of target genes, we sought to identify protein partners of seRNAs through RNA pull-down assay. In vitro transcribed biotinylated *seRNA-1* or *seRNA-2* RNAs were incubated with nuclear extracts from MT cells and co-precipitated proteins were isolated. Compared to the respective antisense control, a band around 55–70 kD was unique in the seRNA pull-down and subject to mass spectrometry (MS) analysis (Fig. 4a). This approach uncovered nine and eleven proteins that were potentially associated with *seRNA-1* and *seRNA-2*, respectively (Supplementary Fig. 8a, b). PLEC, VIM and CKAP4 were among the top ranked probably because these were highly abundant cytoskeletal associated proteins in muscle cells. Intriguingly, both *seRNA-1* and *seRNA-2* strongly retrieved heterogeneous nuclear ribonucleoprotein family members, hnRNPK and hnRNPL (Supplementary Fig. 8b). We therefore decided to further explore the seRNA/hnRNP association attempting to uncover mechanistic insights. First, the interactions with seRNAs were further confirmed by Western blotting (WB); the association between seRNAs with hnRNPL was much stronger than that with hnRNPK (Fig. 4b). The known eRNA binding partners, Mediator Complex Subunit 1 (MED1), RAD21 cohesin complex component (RAD21) were however not found to bind with the seRNAs; no interaction was detected with several other known lncRNA binding proteins including retinoblastoma binding protein 5, histone lysine methyltransferase complex subunit (RBBP5)^32^, YY1^18,21^, and MyoD^33,34^ either (Fig. 4b), suggesting the specificity of seRNA/hnRNPL association. Furthermore, by native RNA immunoprecipitation (RIP) assay using cell extracts of MT cells, a high level of *seRNA-1*, *-2*, and *-3* was retrieved by hnRNPL but interestingly not hnRNPK antibody (Fig. 4c, Supplementary Fig. 8c), suggesting in vivo hnRNPK interaction with seRNA was probably at low affinity thus could not be detected by relatively more stringent RIP conditions. The above results triggered us to believe hnRNPL was a bona fide protein partner of seRNAs. To further solidify their binding nature, next, we used a series of truncated fragments of *seRNA-1* or *seRNA-2* to map hnRNPL-interacting regions. Our results suggested a 300 nt region at the 5′ of *seRNA-1* (1–300 nt) and a 484 nt region at the 3′ of *seRNA-2* (901–1384 nt) were essential in mediating the interaction with hnRNPL (Fig. 4d); of note, the interaction of hnRNPL with 5’ *seRNA-1* was comparable or stronger than the full length (FL). Consistently, these domains exhibited high thermostability predicted by RNAfold (Supplementary Fig. 8d). HnRNPL protein consists of four RNA recognition motifs (RRM1–4) (Fig. 4e). By pull-down assay, we found the second RRM (RRM2) was pivotal for binding with both seRNAs and the presence of RRM1 seemed to augment the interaction, especially with *seRNA-2* (Fig. 4e).

**Fig. 4:**
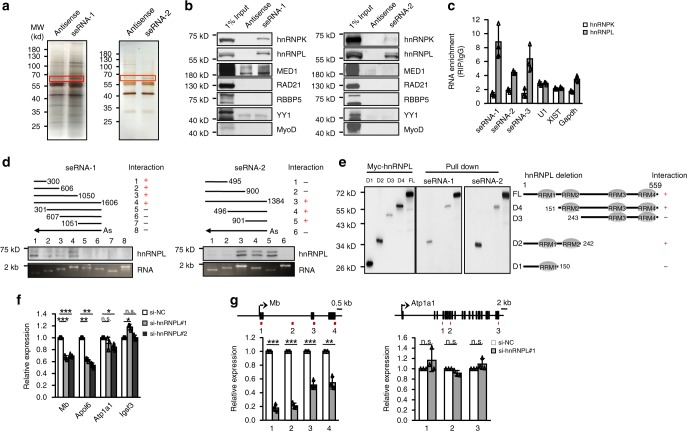
seRNA-1 and seRNA-2 interact with hnRNPL. **a** RNA pull-down assay was performed using biotinylated seRNA or antisense control RNAs in nuclear lysates of MT cells and the purified proteins were run on SDS-PAGE. The highlighted bands were extracted and subjected to mass spectrometry (MS) analysis. **b** Western blot (WB) analysis confirmed the specific association of seRNA-1 or -2 with hnRNPK and hnRNPL. No association with MED1, RAD21, RBBP5, YY1, and MyoD proteins was detected. **c** RNA immunoprecipitation (RIP) was performed with antibodies against hnRNPK or hnRNPL in non-crosslinked differentiating cells and followed by qRT-PCR analysis of retrieved RNAs. Enrichment was determined as RNAs associated to hnRNPK or hnRNPL IP relative to IgG control. **d** The indicated deletion fragments of seRNA-1 or -2 were in vitro generated and used for RNA pull-down assay to map the interacting region with hnRNPL. **e** The indicated Myc-tagged hnRNPL variants (D1, D2, D3, and D4) were transfected into 293 T cells and the whole cell lysates were used for RNA pull-down assay with biotinylated seRNA to map the hnRNPL domain interacting with seRNA-1 or -2. Left: Western blot showing the overexpression of the above variants. D2 and D4 interacted with seRNA-1 or seRNA-2; Right: schematic of structures of the above variants. RRM, RNA recognition motif. **f** C2C12 cells were transfected with siRNAs targeting hnRNPL or scrambled negative control (si-NC). At 24 h post transfection, the cells were switched to DM for 48 h. The expression of seRNA target genes was measured by qRT-PCR. **g** Nuclear run-on assay was performed to measure nascent transcription of Mb or Atp1a1 in the above cells transfected with si-hnRNPL#1. Data represent the average of three independent experiments ± s.d. Statistical analysis was done by two-tailed unpaired Student’s *t*-test (**f**, **g**), n.s., not significant, *P < 0.05, **P < 0.01 and ***P < 0.001. Source data are provided as a Source Data file.

We next sought to dissect the functional relevance of the interaction between seRNAs and hnRNPL. When hnRNPL was knocked down (Supplementary Fig. 8e), *seRNA-1* target genes, *Mb* and *Apol6*, were evidently reduced (Fig. 4f) while *seRNA-1* itself was up-regulated (Supplementary Fig. 8f), suggesting a functional synergism of hnRNPL with *seRNA-1* in activating target gene expression. However, target genes associated with *seRNA-2*, *Atp1a1*, and *Igsf3*, were unaffected upon hnRNPL loss (Fig. 4f), indicating hnRNPL/seRNA co-action may not apply to this seRNA. This was further strengthened by nuclear run-on assay, which demonstrated that reduced hnRNPL dampened the transcription of *Mb*, but not *Atp1a1* (Fig. 4g). We reasoned that this was probably due to a relatively weaker interaction between *seRNA-2* and hnRNPL as *seRNA-2* contains only one copy of CACACA tract at 3′end that resembles hnRNPL binding CA-rich motif^35,36^ while *seRNA-1* possesses eight tandem-repeats of CAAA tracts at its 5′end. To further test if the 8 CAAA repeats (Fig. 5a) of *seRNA-1* mediated the interaction between *seRNA-1* and hnRNPL, the CAAA tracts were removed from the FL or the 5′ fragment (Fig. 4d, ∆CAAA) and used for in vitro RNA pull-down experiments. Expectedly, the deletion completely abolished the strong interaction between FL or the 5′ fragment with hnRNPL (Fig. 5b). Furthermore, we employed CRISPR-Cas9 approach to introduce a small deletion in *seRNA-1* locus encompassing the CAAA repeats in C2C12 cells, generating two knockout (KO) clones (Fig. 5a, Supplementary Fig. 8g). RIP assay in the KO cells with hnRNPL antibody failed to retrieve *seRNA-1* transcripts as compared to WT cells (Fig. 5c), suggesting the essential role of this CAAA tract in mediating *seRNA-1*/hnRNPL interaction. Nevertheless, the expression of hnRNPL was unaltered by the CAAA deletion (Supplementary Fig. 8h), ruling out the possibility that the loss of interaction was due to reduction in hnRNPL level. Knowing RNA alternative splicing is a major function of hnRNPL-RNA interaction, we examined whether *seRNA-1* was alternatively spliced in the KO cells and found loss of CAAA tract did not affect its splicing, leaving junction sites intact (Fig. 5a, Supplementary Fig. 8g). Nevertheless, removal of CAAA tract appeared to have altered the secondary structure of *seRNA-1* (Supplementary Fig. 8i). To test the functional importance of CAAA tract, we found *Mb* and *Apol6* expression was largely attenuated in the KO cells (Fig. 5d), underscoring the importance of the interaction between CAAA tract and hnRNPL. Surprisingly, *seRNA-1* itself was markedly increased in KO cells (Fig. 5d). We reasoned this region may mediate a transcriptional repression on *seRNA-1* locus itself, for example, the region may harbor repressor TF binding; indeed in silico TF prediction revealed that the binding sites of multiple TFs, including ETS2, FoxO4, and FoxP1 may be eliminated when CAAA tract was removed; alternatively, the hnRNPL/*seRNA-1* interaction may exert a feedback regulation on *seRNA-1* transcription.

**Fig. 5:**
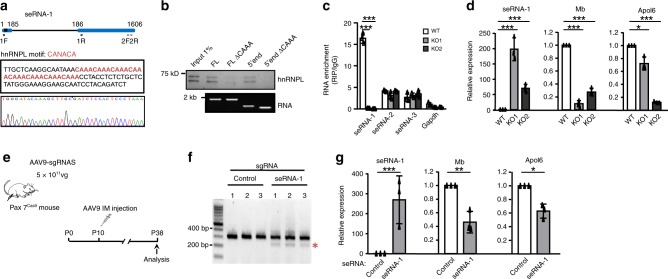
CAAA tract is indispensable for seRNA-1 function. **a** Schematic illustration of CAAA deletion medicated by CRISPR-Cas9 editing in C2C12 cells. Top: black box depicts the deletion region. Primer set 1 (1F and 1R) was used for cDNA genotyping. Primer set 2 (2F and 2R) was used for qRT-PCR analysis. Middle: CAAA tract sequence is highlighted in red. sgRNAs were designed to delete the underlined sequence encompassing the CAAA tract. Bottom: Result from Sanger sequencing confirmed the CAAA deletion. **b** Biotinylated seRNA-1 transcripts of full length (FL) or 5′ end fragment with or without CAAA deletion (ΔCAAA) were used in RNA pull-down assay to reveal seRNA-1 binds hnRNPL through the CAAA tract embedded in its 5′ region. **c** hnRNPL RIP was performed in WT or the generated CAAA deletion (KO) cells to show hnRNPL/seRNA-1 binding was abolished in the KO cells as compared to WT control cells. Enrichment was determined as RNA associated to hnRNPL IP relative to IgG control. **d** Expression of the associated target genes, Mb and Apol6, was decreased but seRNA-1 was increased in the KO cells as measured by qRT-PCR. **e** Schematic illustration of the CRISPR-Cas9 mediated in vivo deletion of CAAA tract. Pax7^Cas9^ mouse at postnatal 10 (P10) age was intramuscularly (IM) injected with 5 × 10^11^ vg AAV9-sgRNAs viruses and the infected muscles were recovered for analysis at 4 weeks later (P38). *n* = 3 per group. **f** Detection of CAAA excision by genomic PCR in muscle tissues injected with AAV9-sg-seRNA-1, compared to AAV-sg-Control. Un-edited product, 304 bp; deletion product (red asterisk), 220 bp. **g** qRT-PCR was performed to measure the levels of seRNA-1, Mb and Apol6 in the above injected muscles. *n* = 3 per group. Data represent the average of three independent experiments ± s.d. Statistical analysis was done by two-tailed unpaired Student’s *t*-test (**c, d, g**), *P < 0.05, **P < 0.01, and ***P < 0.001. Source data are provided as a Source Data file.

To expand the above findings, we next determined the significance of CAAA tract in regulating *seRNA-1* neighboring genes in vivo. To this end, we deleted the CAAA tract taking advantage of CRISPR/Cas9 mediated in vivo genome editing^37^. Briefly, Cre-dependent Pax7^Cas9^ mouse was generated through crossing Pax7^Cre^ mouse^38^ with homozygous Rosa^Cas9-eGFP^ mouse^37^, resulting in the labeling of all Pax7 derived cells (muscle lineage) with eGFP. In vitro validated sgRNA pairs targeting the CAAA tract were generated from a U6-driven AAV backbone using muscle-tropic AAV9 as the delivery vector. The Pax7^Cas9^ mice were injected intramuscularly with a single dose (5 × 10^11^ vg per mouse) of AAV9-sgseRNA-1 at postnatal day 10 (P10) and were analyzed 4 weeks later at P38^39^ (Fig. 5e). Compared to AAV9-sgControl group, we observed an expected 86 bp deletion across the genomic locus in mice injected with AAV-sgseRNA-1 (Fig. 5f). In addition, RNA analysis showed a fraction of transcripts with CAAA deletion, confirming the success of in vivo editing (Supplementary Fig. 8j). Importantly, consistent with in vitro results from using KO cells, loss of CAAA tract significantly decreased the expression of *Mb* and *Apol6*, but strongly induced *seRNA-1* level (Fig. 5g), suggesting the existence of regulatory axis involving CAAA tract-hnRNPL interaction in vivo. Altogether the above results indicate that *seRNA-1* interacts with hnRNPL via a CAAA tract in its 5′–300 nt region and this motif is critical for hnRNPL binding and activation of neighboring genes both in vitro and in vivo.

### Mapping of transcriptome-wide binding of hnRNPL with eRNAs

Although the above investigation was mainly performed on *seRNA-1*, we were curious if eRNAs/hnRNPL interaction could be a general mechanism mediating enhancer function in modulating target gene expression. To test this notion, we conducted CLIP (crosslinking immunoprecipitation)-seq^40^ in differentiating C2C12 cells to map transcriptome-wide RNA binding events of hnRNPL. RNAs were isolated from hnRNPL protein-RNA complexes (Supplementary Fig. 9a–d) while no protein–RNA complexes were retrieved from nonspecific IgG or HA tag immunoprecipitation (IP) controls, confirming the high specificity of the used hnRNPL antibody (Supplementary Fig. 9b). Through crosslinking induced mutation site (CIMS) analysis pipeline^40^, a set of hnRNPL-bound RNA regions were identified, consisting of 29,224 clusters with more than 5 reads (Supplementary Fig. 9c, Supplementary Data 4). No positive correlation was seen between CLIP-seq signals and transcript expression levels (Supplementary Fig. 9e), suggesting the specificity of CLIP allowing the detection of not only relatively stable and abundant transcripts. Consistently, motif analysis demonstrated that the canonical hnRNPL binding CACACA motif was indeed enriched within the center of the CLIP tags in the transcriptome (Supplementary Fig. 9f, g). The majority of hnRNPL-bound RNAs were localized in genic region with a significant portion arising from introns (70.70%) (Supplementary Fig. 9h), consistent with its well-known roles in regulating mRNA splicing^41,42^. A significant portion of CLIP tags (16.15%) on the other hand fell into non-genic category including noncoding genes and intergenic regions (Supplementary Fig. 9h). When analyzing the non-genic hnRNPL CLIP signals in depth, we observed ~23% of these RNA tags overlapped with enhancer repertoire (15.85% with SE and 7.10% with TE, respectively) (Supplementary Fig. 9h, Supplementary Data 4) even though only 5.49% of eRNAs were bound by hnRNPL; moreover, these hnRNPL CLIP positive sites in enhancers displayed much higher GRO-seq reads than those with no CLIP binding (Supplementary Fig. 9i), testifying hnRNPL binding with eRNAs could be a transcriptome-wide event. In addition, SEs displayed much higher hnRNPL CLIP signals compared to TEs and the RNA tags generated from SEs were prone to be stable eRNAs (Supplementary Fig. 9j–l), suggesting a positive relationship between hnRNPL-CLIP signal and enhancer transcription (Supplementary Figs. 9, 10 and Supplementary Note 3).

We then tested whether hnRNPL-eRNA binding was associated with the expression of target genes. Through integrating hnRNPL CLIP-seq and RNA-seq in MT, we noticed the increase in expression of neighboring mRNA genes was positively correlated with the number of hnRNPL clusters at the corresponding eRNAs (Supplementary Fig. 9o), suggesting a potential activating role of hnRNPL-eRNA binding in the expression of neighboring genes transcriptome-wide. 

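The knockdown was measured by polyA RNA-seq in C2C12 cells kept for 48 h in DM, with 1 library from cells transfected with si-hnRNPL and 1 from cells transfected with the scrambled control, si-NC. Transfection was done at 100 nM siRNA, 24 h before the change to DM. Supplementary Data 6 marks si-hnRNPL #1 (GCGUGCUUCUGUUUACCAU) as the siRNA used for RNA-seq. Its sequence matches chromosome 7 from 29599064 to 29599082 in mm9, in a coding exon of Hnrnpl that spans 29598873 to 29599110. The authors trimmed the reads, mapped them to mm9 with TopHat (v2.0.13) and deposited the FPKM that Cufflinks (v2.1.1) estimated for 24992 entries, which carry 24438 gene symbols. The paper's reported depth is 30553125 mappable fragments for si-NC and 18962076 for si-hnRNPL, so values in si-hnRNPL are less precise. The 95% intervals that Cufflinks gave cover counting and assignment error within a library, and their widths correspond to 21341051 and 14592480 fragments. There is 1 library per condition, so no difference between them has a replicate check and no p-value is given across genes. Hnrnpl itself (chromosome 7, 29595909 to 29607285) had an FPKM of 95.1 (92.7 to 97.48) in si-NC and 85.9 (83.1 to 88.7) in si-hnRNPL. The mRNA in si-hnRNPL was thus at 90.4% of its level in si-NC, a log2((FPKM + 1) ratio) of -0.14 (-0.20 to -0.09 from the intervals). Of the 500 genes closest to it in FPKM, 13.2% had a lower log2 change. The paper shows the knockdown at the protein level by Western blot (Supplementary Fig. 8e).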

To test this, we performed RNA-seq in *hnRNPL* knockdown cells. 

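By log2((FPKM + 1) in si-hnRNPL / (FPKM + 1) in si-NC), 172 entries with 155 gene symbols rose by 0.58 or more and 104 entries with 104 symbols fell by as much. All 153 genes that the paper lists as up-regulated were among them, and of the 103 that it lists as down-regulated, 2 were not. The number depends most on the pseudocount, since 1738 entries rose and 1720 fell when 0.01 was added in place of 1. At a fold change of at least 1.58, the cutoff in the legend of Supplementary Fig. 9p, there were 114 and 51. At a fold change of at least 2 there were 38 and 17. For comparison, the 11090 entries with an FPKM of at least 1 in both libraries had log2 changes with an SD of 0.23 around a median of -0.011. The 95% interval of the log2 change, from the half-widths of both libraries' intervals added in quadrature, included 0 for 52 of the 172 rises and 12 of the 104 falls. Small RNA genes, such as snoRNA and rRNA genes, made up 34 of the rises and 9 of the falls, and 10 of these rises are loci of Rn4.5s that carry the same value. The log2 change also varied with gene structure, with a Spearman rho across protein-coding genes of -0.41 with exon length and 0.43 with GC content; genes are not independent replicates.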

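Among entries with an FPKM of at least 1 in both libraries, 4 of the 5 largest rises were those of rRNA entries on chromosome 8, 3 of them listed as Gm25018 and 1 as Gm23284, with log2 changes from 2.90 to 3.50. These loci are short, 3 of them share a symbol, and their intervals correspond to at most 5.02 fragments each, so neither their values nor the division of fragments between them is certain. The remaining one was Rpph1 (chromosome 14, 51427122 to 51427446), the RNA of RNase P, which rose from 2.02 (0.213 to 3.83) to 19.3 (12.5 to 26.1). The 5 largest falls were those of Mir8094, Gzme, Snora28, Snord22 and Nov. Gzme (chromosome 14, 56736456 to 56739462) fell from 7.63 (6.47 to 8.79) to 1.97 (1.25 to 2.69), and Nov (chromosome 15, 54577483 to 54585316) from 69.9 (68.0 to 71.8) to 30.6 (29.0 to 32.2). The other 3 rest on at most 3.14 fragments in either library, and their intervals overlapped.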

Compared to si-Control, *hnRNPL* depletion resulted in 153 genes up-regulated and 103 down-regulated, respectively (Supplementary Fig. 9p, Supplementary Data 5). 

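Supplementary Data 4 lists 134 eRNAs bound by hnRNPL with 600 neighboring gene symbols, and 599 entries for them had an FPKM above 0 in at least 1 of the 2 polyA libraries. Their median absolute log2 change between si-hnRNPL and si-NC was 0.114 (95% order-statistic interval 0.104 to 0.127). Over 10000 random lists of as many other genes, matched on expression in 20 bins, the median was 0.117 (95% of lists, 0.106 to 0.128), which puts the bound list at percentile 24.8. Lists not matched on expression had a median of 0.0967, and against these the bound list stood at percentile 99.65. Lists were also drawn only from genes within 150 kb of other MT eRNAs, leaving out the genes listed near bound eRNAs. These eRNAs were the 1274 up-regulated in MT (Supplementary Data 1) and 1997 listed as down-regulated in MyoD knockout MT (Supplementary Data 3). They are only a part of the MT eRNAs that the paper defines. Against these lists the percentile was 46.34 with matching on expression and 98.67 without it. The last comparison was chosen after seeing the data. With a pseudocount of 0.1 in place of 1 the bound list's median was 0.170, at percentile 80.66 of matched lists. With the FPKM values printed in Supplementary Data 4 in place of those in the deposited tables the median was 0.161. In direction, 292 of the 599 entries fell and 307 rose, 7 of them by 0.58 or more downwards and 9 upwards. The median signed log2 change was 0.0054 (-0.011 to 0.018), at percentile 76.15 of matched lists. After the dependence on exon length and GC content was taken out of the protein-coding genes with an FPKM of at least 1, a step chosen after seeing the data, the 397 bound genes that remain had a median absolute change of 0.115 (percentile 99.9) and a median signed change of -0.038 (percentile 0.01), against 0.127 (percentile 50.91) and -0.0039 (percentile 55.87) for the same genes before it. These percentiles describe a pair of libraries and are not p-values. The paper compares these genes with genes near eRNAs that hnRNPL does not bind (Supplementary Fig. 9q). It also reports that CLIP binding is not enriched on the mRNAs of the neighboring genes (Supplementary Fig. 9r). In MT it finds higher expression of neighboring genes where eRNAs hold more hnRNPL clusters (Supplementary Fig. 9o). From these results the paper proposes that binding of hnRNPL to eRNAs may act generally on the expression of target genes.

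**Figure D2:**
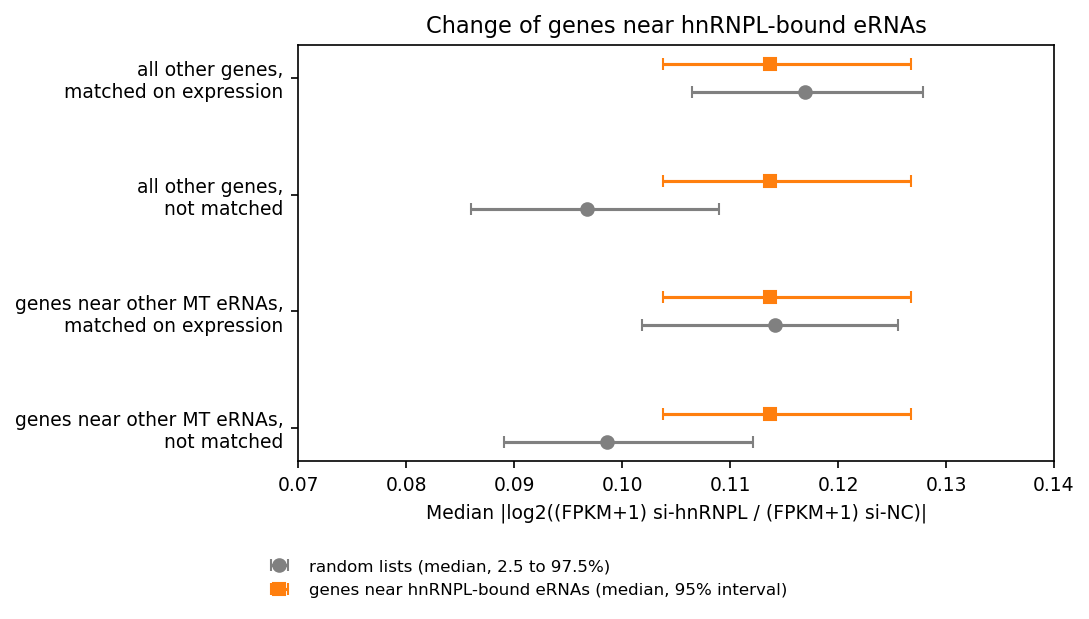
Median absolute log2((FPKM + 1) ratio) between si-hnRNPL and si-NC of the 599 entries near hnRNPL-bound eRNAs (orange squares, with the 95% interval), beside 10000 random lists drawn in each of 4 ways (gray circles, median with 95% of lists). The bound median of 0.114 lies within the random range when lists are matched on expression (medians 0.117 and 0.114) and above it when they are not (medians 0.0967 and 0.0986); the lowest of the 4 comparisons was chosen after seeing the data.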

Expression of genes associated with hnRNPL-bound eRNAs tended to be altered upon hnRNPL knockdown relative to those associated with non-hnRNPL binding eRNAs (Supplementary Fig. 9q). Moreover, these neighboring genes themselves were not enriched for hnRNPL CLIP binding (Supplementary Fig. 9r), ruling out these mRNAs were regulated through direct interaction with hnRNPL. Overall, our results suggest a possibility that hnRNPL-eRNA interaction could play a general role in regulating target genes expression.

### seRNA-1 modulates hnRNPL, Pol II, and H3K36me3 binding at Mb

After establishing the role of hnRNPL-eRNAs interaction in modulating the expression of neighboring genes, we sought to gain more insights into the underlying mechanisms. Although hnRNPL is well known for modulating RNA splicing, its direct involvement in transcription has been revealed. Of note, it can associate with KMT3A to regulate H3K36me3 enrichment at exons^43^ or impact on transcription elongation through interacting with P-TEFB members, CDK9 and CCNT1^44^. We thus speculated that eRNAs may bind and tether hnRNPL to the target promoter to enhance transcription by increasing local concentration of Pol II or H3K36me3. To test this notion, we found that indeed a high enrichment of hnRNPL was detected on chromatins isolated from C2C12 MTs and it was markedly reduced by the treatment of RNase (Fig. 6a), supporting the idea that hnRNPL association with chromatins was RNA dependent. The functional regulation of seRNA-hnRNPL association was further dissected at the *seRNA-1* locus. First, we performed chromatin isolation by RNA purification (ChIRP) assay^45^ and confirmed *seRNA-1* bound directly to *Mb* promoter but not on the promoters of *Atp1a1*, *MyoG* or *MyHC* (Fig. 6b, Supplementary Fig. 11a). Second, ChIP-PCR results suggested hnRNPL was associated with *Mb* locus (promoter and genic regions) and its binding was elevated in MTs compared to MBs (Fig. 6c), accompanied by the concomitant increase of Pol II, CDK9, CCNT1, KMT3a, and H3K36me3 binding (Fig. 6c), in line with the induction of *Mb* RNA expression. In contrast, the concordant increase of their binding was not seen across *Apol6* locus; the levels of hnRNPL, CDK9 and KMT3a binding were increased in MTs vs MBs (Supplementary Fig. 11b). In addition, we demonstrated that hnRNPL physically interacted with CCNT1 and CDK9 by co-immunoprecipitation (Co-IP) assays (Fig. 6d). The above results together supported the notion *seRNA-1*/hnRNPL could bind with Mb locus and regulate its transcription. Consistently, knockdown of hnRNPL decreased the enrichment of Pol II and H3K36me3 at the *Mb* region (Fig. 6e). *seRNA-1* knockdown, also led to a reduction of H3K36me3 across *Mb* locus (Fig. 6f). Surprisingly, an unexpected increase of hnRNPL binding was observed in the cells (Fig. 6f). Consistently, deletion of CAAA tract also led to the increased deposition of hnRNPL on *Mb* locus (Fig. 6g) despite unaltered hnRNPL level (Supplementary Fig. 8h). Interestingly, hnRNPL binding was unchanged in another *seRNA-1* mutant cell in which a short sequence of second exon was removed (Supplementary Fig. 11c-e). The paradox raised one interesting possibility that instead of guiding hnRNPL binding to chromatins, *seRNA-1* more likely functions to prevent overloading of hnRNPL, which could be detrimental for transcription. Indeed, when hnRNPL was overexpressed, the expression of *Mb* and *seRNA-1*, but not *Apol6*, was reduced (Fig. 6h). Consistently, *Mb* promoter activity was repressed upon hnRNPL ectopic overexpression (Supplementary Fig. 11f), suggesting the amount of hnRNPL was critical for *Mb* transcription. To further test this notion, we found tethering *seRNA-1* RNA to the *seRNA-1* or *Mb* promoter (Fig. 6i) through CRISPR-mediated genome editing^46^ both led to increased hnRNPL deposition on the *Mb* locus thus the reduced level of *Mb* transcription (Fig. 6j, k). These effects were however alleviated if the mutant with CAAA deletion was tethered to *seRNA-1* or *Mb* promoter, strengthening the importance of CAAA tract in regulating hnRNPL binding and *Mb* expression (Fig. 6j, k). In addition, we found that the increased recruitment of hnRNPL upon *seRNA-1* knockdown interestingly led to a reduction of CCNT1 but an increase in CDK9 binding across *Mb* locus (Fig. 6f), while the overall binding among hnRNPL, CCNT1 and CDK9 was not affected (Supplementary Fig. 11g), implying complex and unknown aspects of interactions among hnRNPL, CCNT1 and CDK9.

**Fig. 6:**
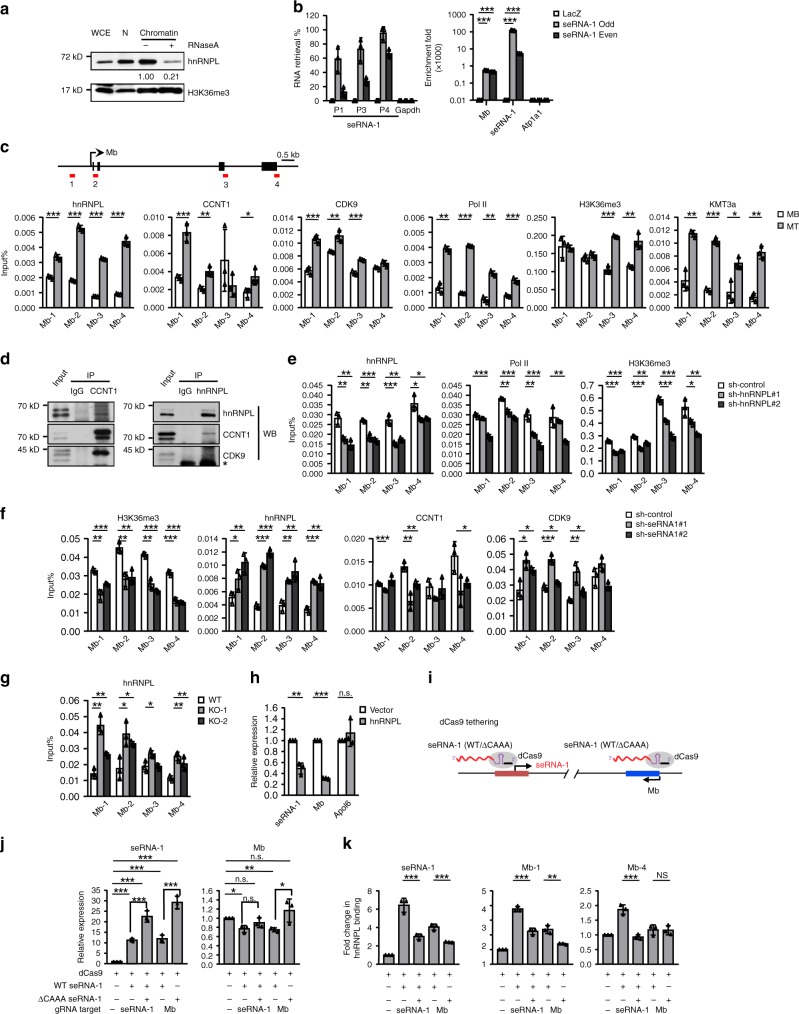
seRNA-1 modulates hnRNPL, RNA Pol II and H3K36me3 at Mb locus. **a** Western blot analysis of hnRNPL cellular distribution in differentiating C2C12 untreated or treated with RNaseA. Whole cell extracts (WCE), nuclei (N). Relative levels of hnRNPL were normalized with H3K36me3 and measured by Image J. **b** qPCR quantification of RNA (left) and DNA (right) recovered after lacZ ChIRP or seRNA-1 ChIRP with two different biotinylated probe sets (even and odd) in C2C12 MT. P1, P3 and P4 are three different primer pairs for detecting seRNA-1 RNA. Mb, seRNA-1 and Atp1a1 indicate the primers corresponding to the promoter regions. **c** ChIP-PCR of hnRNPL, CCNT1, CDK9, Pol II, H3K36me3, and KMT3a at regions (1, 2, 3, and 4) across Mb locus in MT vs MB. **d** Co-IP assay was performed using antibodies against hnRNPL or CCNT1 in C2C12 MT and the interaction between endogenous hnRNPL and CCNT1 or CDK9 was detected. * IgG light chain. **e** ChIP-PCR of hnRNPL, Pol II, and H3K36me3 at the above Mb loci in control or hnRNPL knockdown cells (#1 or #2). **f** ChIP-PCR of hnRNPL, CDK9, CCNT1 and H3K36me3 at the above Mb loci in control or seRNA-1 knockdown cells (#1 or #2). **g** ChIP-PCR of hnRNPL at the above Mb loci in the two CAAA KO cell lines compared to WT control. **h** Overexpression of hnRNPL in C2C12 cells decreased the expression of seRNA-1 and Mb but not Apol6. **i** Schematic illustration of dCas9 mediated tethering of seRNA-1 wild type or the CAAA KO mutant (ΔCAAA) to the seRNA-1 TSS or Mb promoter. **j** qRT-PCR detection of seRNA-1 and Mb in the above cells. **k** ChIP-PCR of hnRNPL binding at the indicated seRNA-1 or Mb promoter following the above tethering. Data represent the average of three independent experiments ± s.d. Statistical analysis was done by two-tailed unpaired Student’s *t*-test (**b**, **c**, **e**–**h**, **j**, **k**). n.s., not significant, *P < 0.05, **P < 0.01, and ***P < 0.001. Source data are provided as a Source Data file.

## Discussion

Findings from this study uncover a mechanism of eRNA action in transcriptional regulation through association with hnRNPL. Using myoblast differentiation as a paradigm and *seRNA-1* as an example, we dissected how it activated the transcription of target gene *Mb* through interacting with hnRNPL and modulating hnRNPL, Pol II, H3K36me3 at *Mb* locus (Supplementary Fig. 12 and Supplementary Note 3). Our findings suggest eRNAs binding to hnRNPL conveys a localized activity profile to the target chromatin, which is in agreement with several recent findings^18,19,47^. For instance, CBP interacts with RNAs generated proximal to CBP chromatin binding and RNA binding in turn stimulates core acetyltransferase activity of CBP at both enhancers and target promoters, followed by gene activation^19^. Nevertheless, different from CBP/eRNAs association, which does not rely on a particular RNA sequence, hnRNPL represents a paradigm where the interaction is mediated by a preferred RNA binding motif. Our results identified eight tandem-repeats of CAAA tract in the 5′–300 nt region that was essential for both hnRNPL binding and *seRNA-1*-dependent activation of target genes in vitro and in vivo (Fig. 5). Thus, the locus specificity of hnRNPL may largely depend on RNA sequence, conferring a robust and accurate local regulation in gene transcription.

HnRNPL is well known as a regulator of RNA alternative splicing^41,42,48^, our findings, however, demonstrate its involvement in transcriptional control. This is in accordance with a few existing reports. In a separate study, Li et al. showed that in THP-1 macrophage, lncRNA *THRIL* interacted with hnRNPL to activate TNFα expression^49^ while *lincRNA-EPS* interacted with hnRNPL to repress the expression of immune genes in macrophages^50^, suggesting the diverse functional modes of hnRNPL/lncRNA interactions. It appeared that hnRNPL/eRNA interaction may generally occur in many cells since transcriptome-wide CLIP-seq analyses in myotube and HeLa suggested hnRNPL bound to eRNAs globally (Supplementary Figs. 9, 10); and the binding may in turn modulate the transcriptional output of target gene. Indeed, emerging studies of RNA binding proteins (RBPs) have revealed that traditional splicing factors may possess a wide range of functions. For example, Lubelsky et al. recently demonstrated that hnRNPK binds with lncRNAs to facilitate their nuclear retention^51^, which was further reinforced by a report showing *U1* snRNP spliceosome was also important for the chromatin tethering of lncRNAs^52,53^.

In addition to defining an eRNA mechanism, we also provided a categorization of eRNAs by comparing GRO-seq, total RNA-seq and PolyA^+^ RNA-seq datasets. Through analyzing features associated with these types of eRNAs, we found Bi-stable pairs were linked to highest expression level, TFs occupancy and active histone marks. Nevertheless, we must point out that our definition of stable/unstable was simply based on the presence of an eRNA in GRO-seq vs. steady state RNA-seq. In the future, it will be interesting to continue to explore eRNA turnovers and to investigate the determinants of their biogenesis and subcellular localizations. For instance, it will be interesting to study whether intrinsic features on the eRNA sequences such as the presence of early polyadenylation sites (PASs) and *U1* splicing signals also determine eRNA stability^49^ and to find out whether transcriptional activation is correlated with stability of eRNAs (Supplementary Fig. 2).

Our results uncovered the key role of MyoD in regulating enhancer transcription thus reinforcing MyoD function in enhancer assembly and activation^6,27^. In this study, our analyses in both *MyoD*^−/−^ and WT C2C12 cells revealed that MyoD accounted for eRNAs induction in MTs, which agreed with its established roles in enhancer activation (Fig. 2). Surprisingly, ablation of *MyoD* induced eRNAs expression in MBs, which appeard to imply a repressive role of MyoD in enhancer transcription at this stage. Among the genes enriched upon *MyoD* loss, we found some related to nervous system development which is in line with a report showing MyoD expression prevented the neuronal differentiation^54^. Therefore, it is tempting to speculate that MyoD not only primes enhancers important for myogenic lineage but also suppresses neuronal genes in MBs. However, we cannot rule out the possibility that some other repressive factors bind with MyoD to inhibit the gene expression.

In summary, our findings highlight a key role for hnRNPL in *seRNA-1* mediated transcriptional regulation via CAAA binding, providing insights into the mechanism for eRNAs regulation of target transcription.

## Methods

### Animal studies

All animal experiments were performed following the guidelines for experimentation with laboratory animals set in the Chinese University of Hong Kong and approved by the Animal Experimentation Ethics Committee of the Chinese University of Hong Kong. The mice were maintained in animal room with 12 h light/12 h dark cycles at Animal Facility in CUHK. For Cardiotoxin (CTX) injection, approximately seven-week-old male C57BL/6 mice were injected with 50 μl of CTX at 10 μg ml^−1^ into the tibialis anterior muscles (TA). Mice were sacrificed and TA muscles were harvested at designated days for analysis. For satellite cell sorting, approximately eight-week-old homozygous male Tg:Pax7-nGFP mice were used to isolate MuSCs. For siRNA injection, ~8-week-old male C57BL/6 mice were first injected with 50 μl of 1.2% BaCl_2_ solution into the TA muscles. Oligos were prepared by pre-incubating 2 μM of siRNA oligos (Shanghai GenePharma Corp., China) with Lipofectamine 2000 (Invitrogen) for 15 mins and injections were made in a final volume of 50 μl in OPTI-MEM (Life Technologies, Inc.)^21,23^. The siRNAs were administrated at indicated time points. Mice were killed and TA muscles were harvested at day 7 after BaCl_2_ injection, and total RNAs were extracted for qRT–PCR analyses. For AAV9 injection, homozygous Pax7^Cas9^ mice were injected with AAV9-sgRNA at P10 at a dose of 5 × 10^11^ viral genomes (vg) per animal by intramuscular (i.m) injection. Animals were sacrificed and quadriceps muscles were isolated 4 weeks post AAV injection. Genomic DNA and RNA were then extracted and subjected to genotyping and qRT-PCR analysis respectively. A total of three mice were used per group.

### Cell culture

Mouse C2C12 myoblast cells (CRL-1772) were obtained from ATCC and maintained in DMEM supplemented with 10% FBS, 100 U ml^−1^ penicillin and 100 μg of streptomycin (growth medium, GM) in a 5% CO_2_ humidified incubator at 37 °C. For myogenic differentiation, cells cultured in 60 mm or 100 mm plates were shifted to DMEM containing 2% horse serum (differentiation medium, DM) when the confluence reached 80–90%. C3H/10T1/2 fibroblast cells (ATCC, CCL-226) were cultured in DMEM supplemented with 10% FBS, 2 mM l-glutamine, 100 U ml^−1^ penicillin and 100 μg of streptomycin in a 5% CO_2_ humidified incubator at 37 °C. The cells were induced to differentiation after transfection with MyoD expressing vector or empty vector control by switching to DMEM containing 2% horse serum. 293T cells (ATCC, CRL-3216) were cultured in DMEM supplemented with 10% FBS, 2 mM L-glutamine, 100 U ml^−1^ penicillin and 100 μg of streptomycin in a 5% CO2 humidified incubator at 37 °C. Muscle satellite cells (SCs) were sorted by FACS based on established methods^55^. Briefly, hindlimb muscles from Tg:Pax7-nGFP mice were collected and digested with collagenase II (800 U ml^−1^, Worthington) for 90 min at 37 °C, and then the digested muscles were triturated and washed in washing medium (Hams F-10 media (Sigma), 10% HIHS (Gibco), Penicillin/streptomycin (1x, Gibco)) before SCs were liberated by treating with Collagenase II (800 U ml^−1^) and Dispase (11 U ml^−1^) for 30 min at 37 °C. Mononuclear cells were filtered with a 70-µm cell strainer and GFP^+^ SCs were sorted out by BD FACSAria Fusion cell sorter (BD Biosciences) following the manufacturer’s instructions. SCs were cultured in F10 medium (Sigma) with 20% FBS, penicillin/streptomycin (1x) and 2.5 ng/ml basic fibroblast growth factor (bFGF, 13256, Life Technologies). SCs were harvested at designated days, and total RNAs were extracted for qRT-PCR analysis.

### Cell fractionation

C2C12 cells at MB or MT stage were collected in cold PBS, washed twice and then incubated in buffer A (HEPES-KOH 50 mM pH 7.5, 10 mM KCl, 350 mM sucrose, 1 mM EDTA, 1 mM DTT, 0.1% Triton X-100) for 10 min on ice with occasional shaking. The nuclei were harvested by brief centrifugation (2000 g, 5 min). The supernatant was collected as the cytoplasmic fraction. The nuclei were further washed twice more with buffer A without Triton X-100. RNA was extracted using TRIzol reagent and cDNAs were prepared as usual. We used 1 μg of RNA for qRT-PCR analysis of eRNAs, U1, Xist, Malat1 and Gapdh. Based on the total recovery amount of each potion (cytoplasmic or nuclear), we calculated the enrichment of nuclear and cytoplasmic RNA. Sequences of primers used are listed in Supplementary Data 6.

### Oligonucleotides and transfections

siRNA against seRNAs, hnRNPL or control oligos were obtained from Shanghai GenePharma Corp., China. In each case, the concentration used for transient transfections was 100 nM. Transient transfection of cells with siRNA oligos or DNA constructs was performed on 60 or 100 mm dishes or six-well plate with Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s protocol. Sequences of siRNA oligos are listed in Supplementary Data 6.

### Plasmid

The MyoD expression vector was a kind gift from Prof. Zhenguo Wu (Hong Kong University of Science and Technology, HKUST). Myc-tagged hnRNP L deletion mutants plasmids were kind gifts from Prof. Gang Wang (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Science)^56^. AAV9 serotype plasmid and pDF6 were kind gifts from Prof. Bin Zhou (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Science). For overexpression of seRNAs, full-length sequence of seRNA-1 or seRNA-2 was PCR-amplified and cloned into the BamHI and XhoI sites of pcDNA3.1 (Invitrogen). For RNA pull-down assays, full-length or truncated fragments of seRNAs were PCR-amplified and cloned into the BamHI and XhoI sites of pBluescript KS (+) vector^21^. For seRNA promoter luciferase reporter construct, a 313 bp sequence flanking seRNA-1 TSS site or a 332 bp sequence flanking seRNA-2 TSS site that encompasses the MyoD binding site was amplified from C2C12 genomic DNA and cloned into KpnI and NheI sites of pGL3-Basic Vector (Promega). Sequences of primers used are listed in Supplementary Data 6.

### Luciferase reporter assay

Cells were transfected with indicated luciferase reporter plasmids (200 ng) and 10 ng of Renilla plasmid using Lipofectamine 2000 (Life Technologies) in a 24-well format. At 24 h post-transfection, cells were differentiated for 48 h and the luciferase activity was measured using the Dual-Glo Luciferase Assay system (Promega) according to the manufacturer’s guidelines. The Luciferase/Renilla ratio was calculated for all samples. Measurement was performed in triplicate biological samples.

### Generation of stable knock-down cell lines

Small hairpin RNAs (shRNAs) for seRNA-1, seRNA-2, and hnRNPL knockdown were designed, synthesized and cloned into pSIREN vectors (Clontech). To generate C2C12 cells with stable knocking down of seRNAs or hnRNPL, 2.5 µg empty pSIREN-RetroQ retroviral vector, pSIREN/seRNA or pSIREN/hnRNPL along with 2.5 µg packaging plasmid were co-transfected into HEK293T cells in a 6 cm dish, respectively. Forty-eight hours after transfection, culture supernatants were collected, filtered and used for infecting C2C12 cells, followed by puromycin selection (2.5 μg ml^−1^) for three days. The cells were then cultured in medium without puromycin for another 3 days. The remaining cells were collected for analysis. All shRNA sequences are provided in Supplementary Data 6.

### Genomic editing by CRISPR-Cas9 in cells

MyoD^−/−^ C2C12 cells were generated previously^6^. To delete CAAA tract or a short sequence in exon 2 in seRNA-1 locus in C2C12 cell, target-specific guide RNAs (gRNAs) were selected using the CRISPR design tool (http://crispr.mit.edu/) and then cloned into pX330 plasmid (Addgene, 42230)^57^. C2C12 cells were transfected with two constructed plasmids (2.5 μg each) using Lipofectamine 2000 (Life Technologies). An empty pSIREN-RetroQ plasmid (Clontech) was co-transfected for screening. Forty-eight hours after transfection, the cells were selected with 2.5 μg ml^−1^ puromycin for 3 days and cultured in medium for another 3 days without puromycin. Cells were then diluted into 96-well plates to get single-cell clones. Individual colonies were picked, PCR validated and subjected to Sanger DNA sequencing. Sequences of all the gRNAs and genotyping PCR primers are provided in Supplementary Data 6.

### seRNA-1 tethering

The full-length of seRNA-1 RNA or CAAA tract deletion mutant was fused to sgRNAs targeting to the seRNA-1 TSS or Mb promoter at its 5′ end and a U1 3′box at its 3′end. The RNA-sgRNA fusion constructs were then transfected with dCas9 into C2C12 cells. At 24 h post-transfection, C2C12 cells were differentiated for 48 h before harvesting for RT-qPCR or ChIP-PCR analysis. Sequences for sgRNAs are provided in Supplementary Data 6.

### ChIP-PCR

Approximately 1 × 10^7^ C2C12 cells were crosslinked with 1% formaldehyde for 10 minutes at room temperature and quenched by 125 mM Glycine. Cells were washed and collected by centrifugation at 700 g for 5 min at 4 °C, flash-frozen in liquid nitrogen and stored at −80 °C. Cells were lysed in 10 ml of LB1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.25% Triton X-100, 0.5% NP-40, 10% glycerol, supplemented with cOmplete protease inhibitors (Roche)) and incubated on a rotator at 4 °C for 10 min. Following centrifugation at 1,350 g for 5 min at 4 °C, the pellets were washed with 10 ml of LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 1 mM EGTA pH 8.0, supplemented with cOmplete proteinase inhibitors) by incubating them on a rotator at 4 °C for 10 min. Following centrifugation at 1,350 g for 5 min at 4 °C, nuclei were rinsed twice with 2 ml of sonication buffer (10 mM Tris-HCl pH 8.0, 0.1% SDS, 1 mM EDTA, supplemented with cOmplete proteinase inhibitors). Then, the nuclei were resuspended in sonication buffer and sonicated with Covaris S220 (Intensity 140 W, Duty Cycle 5%, Cycles per Burst 200, Time 7 mins). The resulting lysate was supplied with NaCl and Triton X100 to reach a final concentration at 150 mM NaCl and 1% Triton X100 and then cleared by centrifugation for 20 min at 20,000 g and then incubated with washed Dynabeads Protein G (Invitrogen, 10004D) for 2 h at 4 °C. The cleared lysate was incubated with 2 μg MyoD (sc-304x, Santa Cruz), hnRNPL (sc-28726, Santa Cruz), Pol II (sc-899, Santa Cruz), H3K36me3 (ab9050, abcam), CDK9 (sc-484, Santa Cruz), CCNT1 (sc-10750, Santa Cruz) or IgG control (sc-2027, Santa Cruz) for overnight at 4 °C. On the next day, 30 μl Dynabeads Protein G was washed with IP buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% SDS, 1 mM EDTA, 1% Triton X100, supplemented with cOmplete proteinase inhibitors) and then applied to each IP reaction followed by incubation at 4 °C for another 2 h. Beads were then collected and washed twice with IP buffer, two times with high-salt wash buffer (10 mM Tris-HCl pH 8.0, 500 mM NaCl, 0.1% SDS, 1 mM EDTA, 1% Triton X100, supplemented with cOmplete proteinase inhibitors), two times with LiCl wash buffer (10 mM Tris-HCl pH 8, 250 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.5% deoxycholate, supplemented with cOmplete proteinase inhibitors) and one time with cold TE buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 50 mM NaCl). Immunocomplexes were eluted in ChIP elution buffer (50 mM Tris-HCl pH8.0, 10 mM EDTA, 1% SDS) with incubation at 65 °C for 30 min and eluents were reverse crosslinked by incubating at 65 °C for 16 h. Immunoprecipitated DNA was treated with RNase A (0.2 mg ml^−1^) at 37 °C for 2 h, followed by Proteinase K treatment (0.2 mg ml^−1^) at 55 °C for 3 h. Immunoprecipitated DNA was then subjected to phenol:chloroform extraction and ethanol precipitation and finally resuspended in 1x TE buffer. qPCR was done with Power SYBR (Applied Biosystems) using primers for target genomic locus. ChIP-PCR primers are listed in Supplementary Data 6. Percentage of input recovery was calculated.

### Chromatin isolation by RNA purification

Biotin-labeled antisense oligos (20 nucleotides long) were designed targeting seRNA-1 and divided into odd and even pools. Differentiating C2C12 cells (DM D3) were harvested and crosslinked with 1% glutaraldehyde and an amount of 100 mg of cell pellet were used for one pull down. Cells were lysed with lysis buffer (50 mM Tris-HCl pH 7.0, 10 mM EDTA, 1% SDS supplemented with cOmplete protease inhibitors and SUPERase In) and sonicated at 4 °C with Covaris sonicator S220 to shear the DNA to 100–500 bp. Pooled odd and even probes were hybridized with sonicated chromatins in hybridization buffer (750 mM NaCl, 1% SDS, 50 mM Tris-HCl pH 7.0, 1 mM EDTA, 15% formamide supplemented with cOmplete protease inhibitors and SUPERase In) and then pulled down by Dynabeads MyOne Streptavidin C1 (65001, Invitrogen). Retrieved RNA and DNA were isolated respectively. Isolated RNA was reverse-transcribed and analyzed by qRT-PCR to evaluate the pull-down efficiency. qRT-PCR was conducted with retrieved DNA using the primers to check the enrichment of seRNA-1 at certain genomic locus. Sequences of all Chromatin isolation by RNA purification (ChIRP) probes and ChIRP-PCR primers are listed in Supplementary Data 6.

### RT-PCR and Real-time RT-PCR

Total RNAs from tissues or cells were extracted using TRIzol reagent (Invitogen). cDNAs were prepared using M-MLV or Superscript III (Thermo Fisher Scientific) reverse transcriptase and Oligo(dT) 20 primers or random hexamer primers (Thermo Fisher Scientific). Expression of mRNA was determined with SYBR Green Master Mix (4309155, Thermo Fisher Scientific) in a LightCycler® 480 Instrument II (Roche Life Science). Gapdh and 18 s were used for normalization. Sequences of all primers used are listed in Supplementary Data 6.

### Rapid amplification of cDNA ends

SMARTer^TM^ Rapid amplification of cDNA Ends (RACE) cDNA Amplification Kit (Clontech) was used following the manufacturer’s instructions. In brief, to prepare 5′ RACE-Ready cDNAs, 1 μg of total RNAs extracted from C2C12 cells at DM D3 were reverse transcribed using 5′-CDS Primer A, SMARTer IIA oligo and SMARTScribe Reverse Transcriptase provided in the kit. Subsequently, PCR amplification step was performed using a gene-specific reverse primer (RP) designed to target the seRNA candidates and a Universal Primer Mixture (UPM) from the kit. Similarly, 3′ RACE-Ready cDNAs were generated by using 3′-CDS Primer A. The following PCR amplification was done using gene-specific primer together with a Universal Primer Mixture (UPM) from the kit. The sequences of gene-specific primers are listed in Supplementary Data 6.

### RNA pull-down assay

In brief, the DNA constructs were first linearized by single enzyme digestion (BamHI for antisense transcript or XhoI for sense transcript and fragmented transcripts). The resulting linearized constructs were utilized to generate the biotinylated RNAs through in vitro transcription using MAXIscript T7/T3 In vitro transcription kit (Ambion) and Biotin RNA labeling Mix (Roche). The above RNAs were denatured at 90 °C for 2 min, immediately transferred on the ice for 3 min and then supplemented with RNA structure buffer (Ambion) followed by the renaturation step performed at room temperature (RT) for 20 min. Nuclear proteins or total proteins were collected for the RNA pull-down assay. For nuclear protein extraction, 2 × 10^7^ MT C2C12 cells (DM D3) were harvested and incubated with nuclear isolation buffer (1.28 M sucrose; 40 mM Tris-HCl pH 7.5; 20 mM MgCl_2_; 4% Triton X-100) supplemented with cOmplete protease inhibitors (Roche). Nuclei were collected by centrifuge at 2,500 g at 4 °C for 15 min. Nuclear pellet was resuspended in 1 ml RIP buffer (150 mM KCl, 25 mM Tris-HCl pH 7.4, 0.5 mM DTT, 0.5% NP40, 1 mM PMSF, supplemented with cOmplete protease inhibitors and 100 U ml^−1^ RNaseOUT) and homogenized for eight cycles using an Ika homogenizer (Ika-Werk Instruments, Cincinnati). After centrifugation at 16,200 g for 10 min to remove nuclear membrane and debris, 1 mg of C2C12 nuclear extracts were then incubated with 3 μg of renatured RNA at RT for 1 hr. Then, 30 μl pre-washed Dynabeads M-280 Streptavidin (11205D, Invitrogen) were added to each reaction and incubated at RT for an extra 1 hr. Beads were collected using a magnetic rack followed by washes for 5 times using RIP buffer. The resulting beads were boiled for 5 min in western blotting loading buffer to retrieve the proteins and then detected by standard western blotting. For total protein extraction, 4 × 10^6^ C2C12 cells (DM D3) were harvested and directly incubated with RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 5 mM EDTA, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) supplemented with cOmplete protease inhibitors and RNaseOUT (100 U ml^−1^) for 30 min on ice with occasional shaking. The total proteins were recovered by centrifuge at 16,200 g for 10 min at 4 ^o^C. Then the following pull down procedure was performed as mentioned above except replacing the RIP wash buffer with RIPA buffer.

### Native RNA immunoprecipitation (RIP) assay

Briefly, 8 × 10^6^ C2C12 cells (DM D3) were harvested and resuspended in 100 μl ice-cold Polysomal Lysis Buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES-KOH pH 7.0, 0.5% NP-40, 1 mM DTT, 100 U ml^−1^ RNaseOUT, 400 μM Vanadyl ribonucleoside complexes (VRC) and cOmplete protease inhibitors). The lysate were incubated on ice for 5 min followed by centrifugation at 15,000 g for 15 min to clear lysate of large debris. Fifty microliter of the Dynabeads Protein G (Invitrogen, 10004D) for each reaction were prepared through three-times washes with ice-cold NT2 buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM MgCl_2_ and 0.05% NP40). Then, 5 μg of each antibody were added into the prepared Dynabeads Protein G in NT2 buffer and incubated at room temperature for 40 min. Immediately before use, wash with 500 μl of ice-cold NT2 buffer for five times. After the final wash, the antibody-coated beads were resuspended in 850 μl of ice-cold NT2 buffer supplemented with 200 units RNaseOut, 400 μM VRC, 10 μl of 100 mM DTT and EDTA to 20 mM. Following this, 100 μl of cleared cell lysate were added to the antibody/Dynabeads Protein G mixture and incubated for overnight. Meanwhile, 10 μl of the cell lysate was saved as “10% Input” for subsequent RNA analysis. On the next day, the protein/antibody/Dynabeads Protein G complexes were washed intensely with 1 ml of ice-cold NT2 buffer for five times and resuspended in 100 μl of ice-cold NT2 buffer and saved 10 μl for protein analysis to test the immunoprecipitation efficiency. Then, the complexes were treated with proteinase K at 55 ^o^C for 30 min with interval shaking. After incubation, 1 ml Trizol reagent was added and the RNA was extracted according to the manufacturer’s instructions. The cDNAs were prepared using Superscript III reverse transcriptase (Life Technologies) and random hexamer primers (SO142, Thermo Fisher scientific). Antibodies against hnRNPL (sc-28726), hnRNPK (sc-25373) and normal IgG (sc-2027) were from Santa Cruz Biotechnology.

### GRO-seq

Five million cells (WT C2C12 cells or MyoD KO cells at MB and MT stages) were resuspended in cold swelling buffer (10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_) on ice for 5 min and then lysed in lysis buffer (swelling buffer + 0.5% IGEPAL + 10% glycerol + 2 U ml^−1^ SUPERase In and cOmplete protease inhibitors) followed by gently pipetting up and down for 20 times. After centrifuge, nuclei were sequentially washed with lysis buffer and freezing buffer (50 mM Tris-HCl pH 8.3, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA) and finally resuspended in 100 µl of freezing buffer and stored at −80 °C. Nuclear run-on (NRO) assays were performed with biotin-11-UTP as previously reported. In brief, 2 × NRO master mix (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 1% Sarkosyl, 250 µM ATP, GTP, CTP, 50 µM biotin-11-UTP, and 0.8 U µl^−1^ SUPERase In) was pre-equilibrated at 37 °C for 10 min. Then, 5 × 10^6^ cells in 100 µl nuclei were added to the same volume 100 µl of 2 × NRO master mix and incubated at 37 °C for 5 minutes. The run-on RNA (NRO-RNA) was extracted with 2 ml of TRIzol reagent (Invitogen) following the manufacturer’s instructions and then fragmented with 5 μl of ice-cold 1 N NaOH for 10 minutes on ice. The reaction was neutralized by mixing with 25 μl of 1 M Tris-HCl pH 6.8 and fragmented biotinylated RNA was purified through incubation with 30 µl of Dynabeads™ M-280 Streptavidin beads (Thermo Fisher Scientific) in binding buffer (10 mM Tris-HCl pH 7.4, 300 mM NaCl and 0.1% Triton X-100) for 20 min at room temperature while rotating. Then, the beads were sequentially washed two times with high-salt wash buffer (50 mM Tris-HCl pH 7.4, 2 M NaCl and 0.5% Triton X-100), two times with binding buffer, and one timer with low-salt wash buffer (5 mM Tris-HCl pH 7.4, 0.1% Triton X-100). After elution from beads, biotinylated RNA was subject to 3′ RNA adaptor ligation and incubated in a 10 µl reaction volume containing 50 pmol of 3′ RNA adaptor (5’p-rGrArUrCrGrUrCrGrGrArCrUrGrUrArGrArArCrUrCrUrGrArArC-/3′InvdT/) (Integrated DNA Technologies, IDT), 10 nmol of ATP, 10 unites of T4 RNA ligase I (NEB), 40 unites SUPERase In and 10% PEG 8000 at 20 °C for 6 h. Ligated RNA was enriched by Streptavidin beads and RNA extraction with TRIzol. The 5′ ends of biotinylated RNA were then repaired with RNA 5′ Pyrophosphohydrolase (RppH) (NEB) and T4 polynucleotide kinase (PNK) (NEB) followed by Trizol extraction. Subsequently, the purified RNA was ligated to 5′ RNA adaptor (5′-rCrCrUrUrGrGrCrArCrCrCrGrArGrArArUrUrCrCrA-3′) (IDT) in a 10 µl reaction volume containing 50 pmol of 5′ RNA adaptor, 10 nmol of ATP, 10 unites of T4 RNA ligase I (NEB), 40 unites SUPERase In and 10% PEG 8000 at 20 °C for 6 h. Following the ligation, ligated RNA was purified by the third round Streptavidin bead enrichment and TRIzol extraction. The resultant RNA was reverse transcribed with RP1 primer (5′-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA-3′) (IDT) using Superscript III RT enzyme (Thermo Fisher Scientific). A small portion of cDNA was serial diluted and subjected to test PCR amplification to determine optical PCR cycle. The full-scale PCR amplification was performed using Q5^®^ High-Fidelity 2 × Master Mix (NEB) with 12.5 pmol of RP1 primer and RPI-index primers (5′ -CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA-3′, in which “NNNNNN” is an index sequence) (IDT). The optimal PCR cycle for full-scale amplification is 14. PCR products were PAGE separated and DNA from 140 to 350 bp was eluted from PAGE gel. Then, the library was quantified and sequenced in the Illumina HiSeq 1500.

### RNA-seq

Total RNAs were extracted from C2C12 cells and subjected to poly(A) selection (Ambion, 61006) followed by library preparation using NEBNext® Ultra™ II RNA Library Preparation Kit (NEB). Libraries with barcodes were pooled at equal concentrations and sequenced on the Illumina HiSeq 1500 platform.

### hnRNPL chromatin binding assay

C2C12 cells were washed with cold PBS and 1/10 was resuspended in RIPA buffer (150 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5% DOC, 0.1% SDS, 1% NP-40 and cOmplete protease inhibitors (Roche)) and left for 30 min on ice. The remaining was lysed for 15 min on ice in cold CSKI buffer (10 mM PIPES, pH 6.8, 100 mM NaCl, 1 mM EDTA, 300 mM sucrose, 1 mM MgCl_2_, 1 mM DTT, 0.5% Triton X-100, and cOmplete protease inhibitors (Roche)). The cell lysate was centrifuged at 500 g at 4 °C for 3 min and the pellets was washed twice in CSKI buffer and then resuspended in CSKII buffer (10 mM PIPES, pH 6.8, 50 mM NaCl, 300 mM sucrose, 6 mM MgCl_2_, 1 mM DTT, and cOmplete protease inhibitors (Roche)). Half of the suspension was treated with 1: 100 dilution of RNase A (20 mg ml^−1^, Thermo Fisher Scientific) for 10 min at 37 °C whereas the other was left untreated (control). After washing, both RNase A-treated and untreated nuclei were treated with DNase for 30 min followed by extraction with 250 mM NH_2_SO_4_ for 10 min at 25 °C. The supernatants were collected for western blotting analysis.

### Immunoblotting and immunofluorescence

The total proteins were extracted using RIPA lysis buffer. The following dilutions of antibodies were used for each antibody: anti-MyoG (1:2000, sc-576, Santa Cruz), anti-MyHC (1:2000, M4276, Sigma), anti-hnRNPL (1:5000, sc-28726, Santa Cruz), anti-hnRNPK (1:5000, 4675, Cell Signaling), anti-MED1 (1:5000, A300–793A, Bethyl Laboratories), anti-RAD21 (1:5000, A300–080A, Bethyl Laboratories), anti-RBBP5 (1:5000, A300–109A, Bethyl Laboratories), anti-YY1 (1:2000, sc-1703, Santa Cruz), anti-MyoD (1:2000, sc-760, Santa Cruz), anti-α-Tubulin (1:5000, sc-23948, Santa Cruz), and anti-H3K36me3 (1:5000, ab9050, Abcam). For Immunofluorescence staining of cultured C2C12 cells, the following dilutions were used: anti-MyHC (1:350, M4276, Sigma). All fluorescent images were captured with a Nikon fluorescence microscope.

### Co-immunoprecipitation assay

C2C12 cells (DM D2) were lysed in hypotonic lysis buffer (10 mM HEPES, pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, and cOmplete protease inhibitors (Roche)) and incubated on ice for 15 min. The lysates were centrifuged for 10 min at 1,530 g and the liquid portion was discarded. The pelleted nuclei were washed once with hypotonic lysis buffer and then resuspended in hypertonic buffer (20 mM HEPES, pH 7.9, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 0.6% NP-40 and cOmplete protease inhibitors (Roche)), digested with the DNase I (AM2238, Thermo Fisher Scientific) for 45 min at 4 °C, and spun down at 13,800 g for 10 min at 4 °C. The nuclear lysates were diluted 2 fold with IP buffer (20 mM HEPES, pH 7.9, 0.2 M NaCl, cOmplete protease inhibitors (Roche) and then precleared by the Protein-G magnetic beads for 1 h with rotation at 4 °C. Then the supernatant were incubated with IgG (sc-2027, Santa Cruz) or specific antibodies (hnRNPL (ARP40368_P050, Aviva Systems Biology), CCNT1 (sc-10750, Santa Cruz)) for overnight with rotation at 4 °C, followed by incubation with Protein-G magnetic beads for 2 h with rotation at 4 °C. The immune-complex were then washed with IP buffer (20 mM HEPES, pH 7.9, 0.2 M NaCl, 0.3% NP-40, cOmplete protease inhibitors (Roche)) for five times. Bound proteins were then eluted in sample buffer (62.5 mM Tris, pH 6.8, 10% Glycerol, 2% SDS, 5% beta-mercaptoethanol, and bromophenol blue) and subjected to western analyses.

### GRO-seq analysis

Low-quality reads were filtered out and adaptor sequences were trimmed from raw reads using Trimmomatic-0.36^58^. The remaining reads were then aligned to the mouse genome (mm9) using Bowtie2 (version 2.2.4). If multiple reads aligned to the same genomic position, only one read per position was kept for downstream analyses. Primary transcripts were de novo identified throughout the genome using HOMER (version v4.4). To define putative eRNAs in MB and MT, according to Zhao et al.^59^, transcripts overlapping with protein-coding genes, antisense transcripts, divergent transcripts and the other genic regions (rRNA, snRNA, miRNA, snoRNA, etc) were filtered and the remaining transcripts were defined as putative eRNAs if their de novo identified transcriptional start site (TSS) was located in super-enhancer or typical-enhancer regions. To determine differentially expressed transcripts, the normalized strand-specific read counts was calculated for each transcript in each GRO-seq experiment using HOMER; EdgeR was then used to determine differential expression (>two-fold changes, FDR < 0.05).

### RNA-seq analysis

The adapter and low-quality sequences were trimmed from 3′ to 5′ ends. Reads shorter than 36 bp were discarded and the remaining reads were mapped to the mouse genome (mm9) using TopHat (v2.0.13). Cufflinks (v2.1.1) was then applied to estimate transcript abundance. Abundance was reported in Fragments Per Kilobase Million (FPKM). Differentially expressed genes were identified if the change of expression level exceeds a fold change threshold (>1.5). As described before^21^, ab initio assembly of the transcriptome using rRNA-depleted RNA-seq data was performed to obtain the novel lncRNAs in MB and MT. To define seRNAs and teRNAs during myogenesis, Genomic coordinates of super-enhancers (SEs) and typical-enhancers (TEs) in MB and MT were retrieved from our previous report^6^. seRNA or teRNA was defined if a lncRNA is originated from SE or TE, respectively.

### ChIP-seq analysis

Briefly, raw reads downloaded from ENCODE and GEO were aligned to the mouse genome (mm9) using Bowtie2 with default parameters. ChIP-seq density (intensity or signal) was calculated as aggregated read counts normalized to the length of the regions and the total mappable read counts, resulting in RPKM (reads per kilo base per million mapped reads) as the measurement unit.

### Data visualization

Visualization of the data for ChIP-seq, GRO-seq and CLIP-seq was performed by organizing custom tracks onto the UCSC genome browser using HOMER software package. The total mappable reads for each experiment were normalized to Reads Per Million (RPM) to facilitate the comparison between different tracks. Meanwhile, seRNAs, super-enhancers, typical-enhancers were also uploaded as tracks on UCSC genome browser for visualization. All heat maps and read density plots were generated by ngsplot^60^ and R package.

### Prediction of RNA secondary structure

Minimum free energy (MFE) structure analysis was carried out using Vienna RNAfold server (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi).

### Statistical analysis

Data were analyzed using GraphPad Prism (version 8; GraphPad Software, San Diego, CA). Data were represented as mean ± standard deviation (S.D.). All tests were two sided, and *P* *<* 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

A reporting summary for this Article is available as a Supplementary Information file. GRO-seq, hnRNPL CLIP-seq and RNA-seq data reported in this paper were deposited in the Gene Expression Omnibus database under accession GSE114659. All used datasets from other publications and ENCODE project are summarized in Supplementary Data 7. All other data supporting the findings of this study are available from the corresponding author on reasonable request. The source data underlying Figs. 1j, k, 2f–k, 3b–g, 5b–d, f, g and 6a–h, j, k and Supplementary Figs. 3a, c, d, f, 4d, h, i, 6a–f, 7a–g, 7i–n, 8a, c, f–h, j, 9a, b, n, 10g, h and 11a–g, i, j are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: MyoD induced enhancer RNA interacts with hnRNPL to activate target gene transcription during myogenic differentiation
**Source:** Nat Commun. 2019 Dec 19;10:5787. doi: 10.1038/s41467-019-13598-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

MyoD induced enhancer RNA interacts with hnRNPL to activate target gene transcription during myogenic differentiation

Zhao *et al.* 2019

# Supplementary Figures

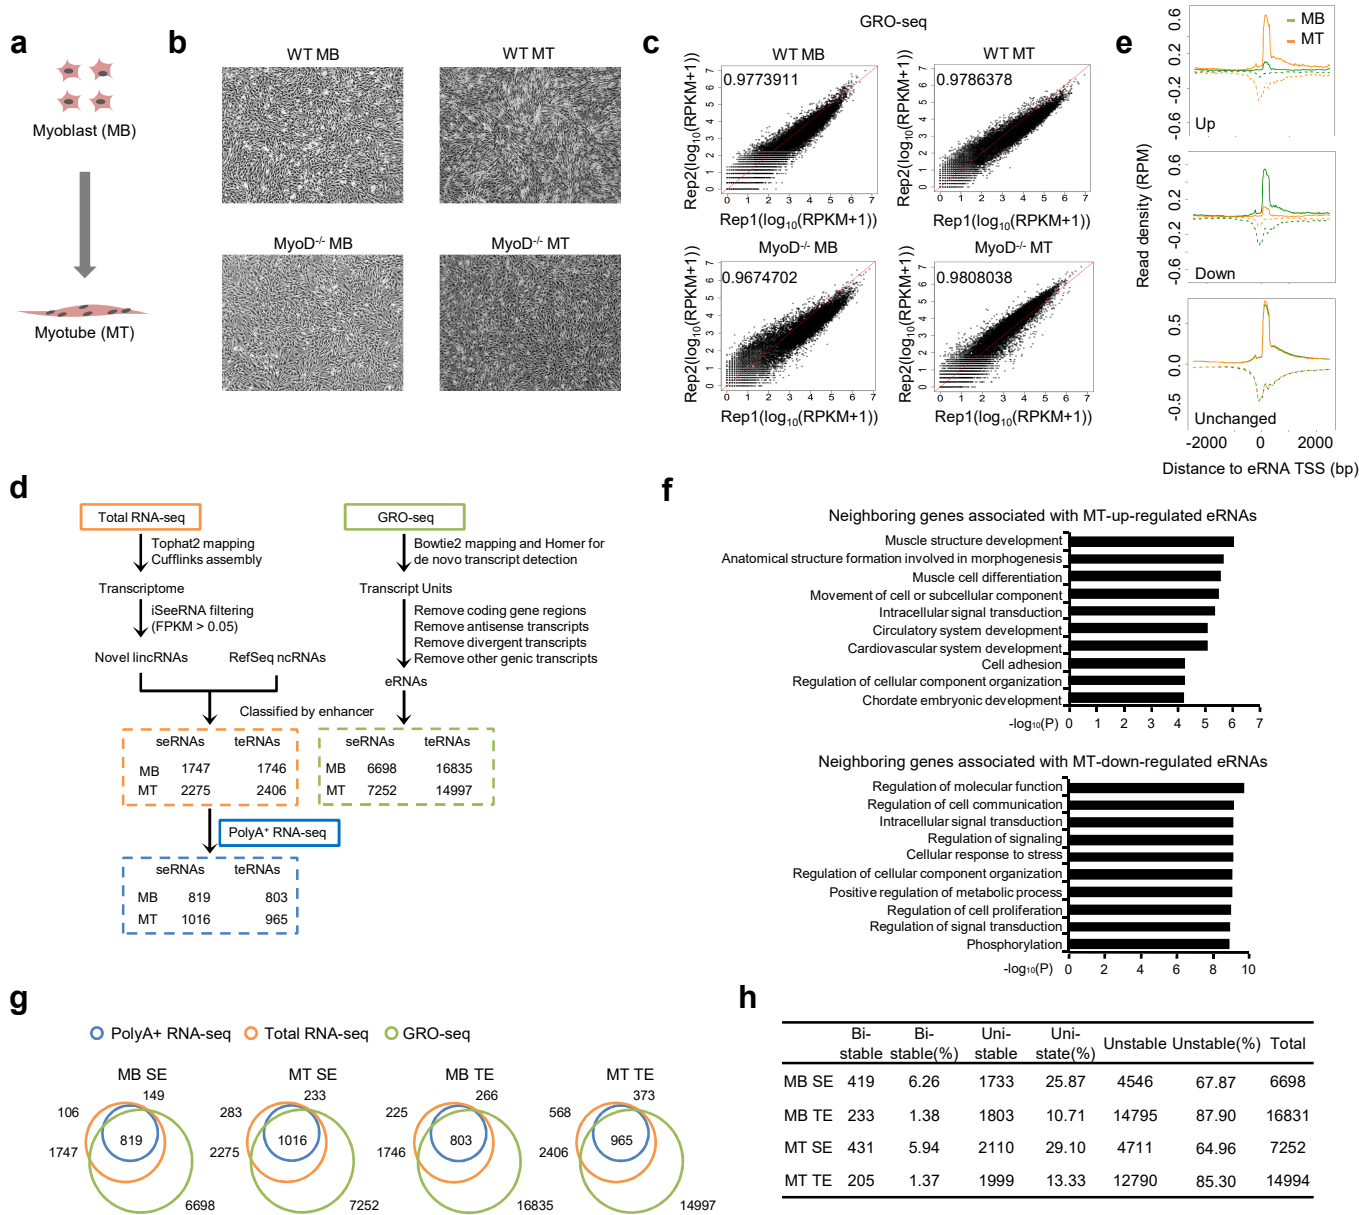

**Supplementary Figure 1. Elucidation of enhancer transcription in muscle cells.** **a** Schematic illustration of the system used for the study. C2C12 myoblast (MB) cells are differentiated into myotube (MT) cells by culturing in differentiation medium (DM) for 2 days. RNAs from MB or MT cells were collected for GRO-seq analyses. **b** Representative photos of wild type (WT) or MyoD knockout (MyoD<sup>-/-</sup>) C2C12 cells in proliferating MB or differentiating MT (DM D2) state. **c** GRO-seq was performed on above cells. Comparison between two biological replicates is shown. **d** Schematic pipeline for identifying eRNAs in MB and MT cells. **e** GRO-seq detected eRNAs that were up-, down-regulated or unchanged in MT vs MB cells. **f** Gene ontology (GO) analysis of neighboring genes (within  $\pm 150$  kb) associated with up- or down-regulated eRNAs in MT vs MB. **g** Comparison of eRNA transcript units identified in super enhancers (SEs) or typical enhancers (TEs) through GRO-seq, total RNA-seq and PolyA<sup>+</sup> RNA-seq indicates the majority of eRNAs are unstable and can only be detected by GRO-seq. **h** The number and percentage of each type of divergent eRNA pairs, Bi-stable, Uni-stable and Unstable in SEs and TEs.

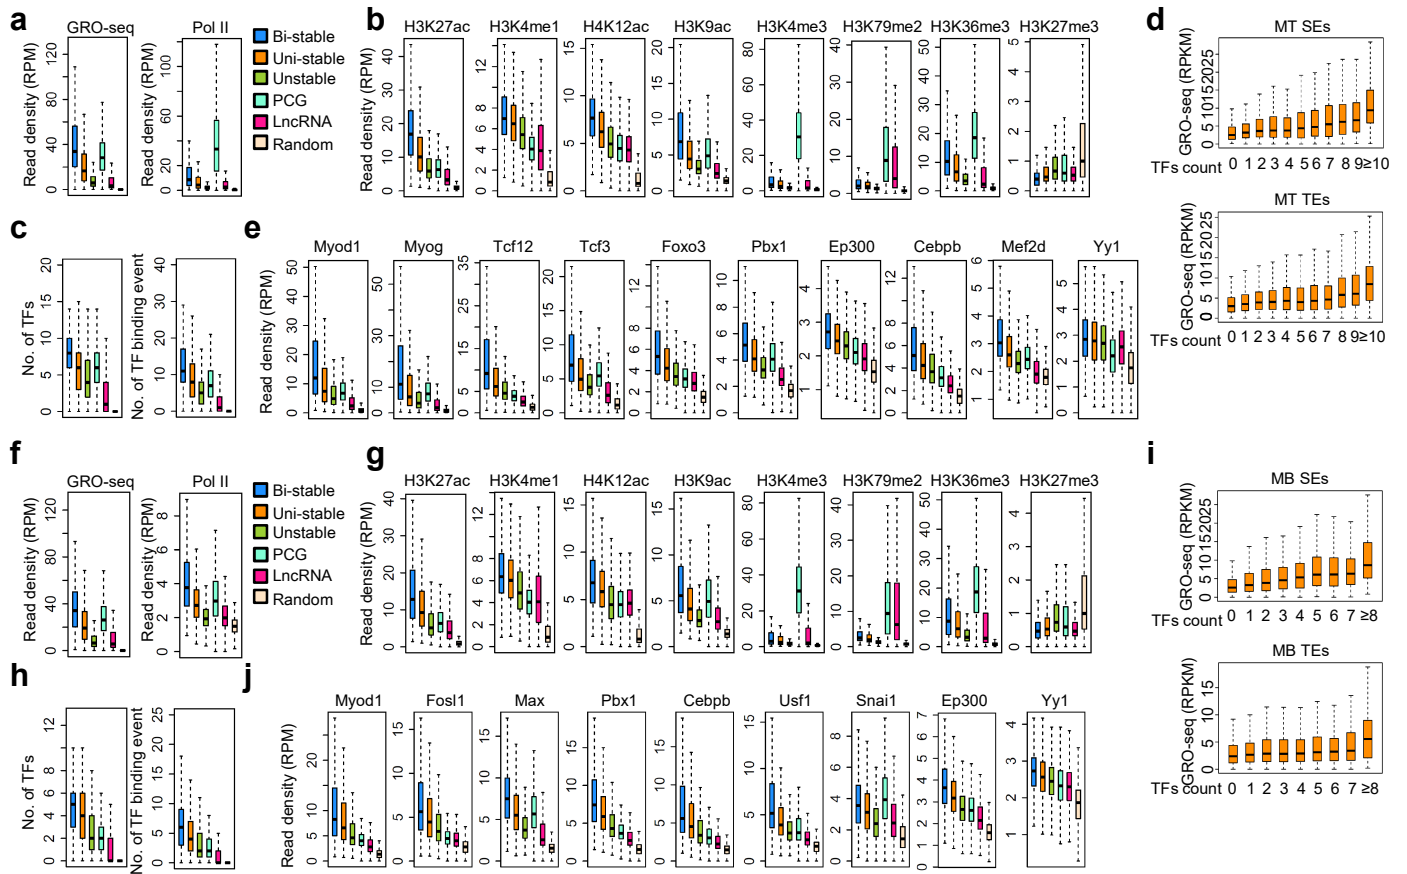

**Supplementary Figure 2. Characterization of eRNAs in muscle cells.** **a-c** Box plots comparing the levels of GRO-seq signal and Pol II binding (ChIP-seq) (**a**), active enhancer marks (e.g. H3K27ac, H3K4me1 and H4K12ac), active transcription marks (e.g. H3K4me3, H3K79me2 and H3K36me3) and repressive mark H3K27me3 (**b**), and number of TF binding (**c**) associated with MT enhancers generating stable (Bi- or Uni-stable) eRNAs, unstable eRNAs, protein coding gene (PCG), long non-coding RNAs (LncRNA), and random genome background regions. **d** GRO-seq read density on SEs or TEs in MT is positively correlated with the number of binding TFs. **e** Box plots comparing binding density of each TF, associated with MT enhancers generating stable (Bi- or Uni-stable) eRNAs, unstable eRNAs, protein coding gene (PCG), long non-coding RNAs (LncRNA), and random genome background regions. **f-h** Box plots comparing the levels of GRO-seq signal and Pol II binding (ChIP-seq) (**f**), active enhancer marks (e.g. H3K27ac, H3K4me1 and H4K12ac), active transcription marks (e.g. H3K4me3, H3K79me2 and H3K36me3) and repressive mark H3K27me3 (**g**), and number of TF binding (**h**) associated with MB enhancers generating stable (Bi- or Uni-stable) eRNAs, unstable eRNAs, protein coding gene (PCG), long non-coding RNAs (LncRNA), and random genome background regions. **i** GRO-seq read density on SEs or TEs is positively correlated with the number of binding TFs in MB. **j** Box plots comparing binding density of each TF, associated with MB enhancers generating stable (Bi- or Uni-stable) eRNAs, unstable eRNAs, protein coding gene (PCG), long non-coding RNAs (LncRNA), and random genome background regions. Data in **a-j** are presented in boxplot. Center line, median; box limits, upper and lower quartiles; whiskers,  $1.5 \times$  interquartile range.

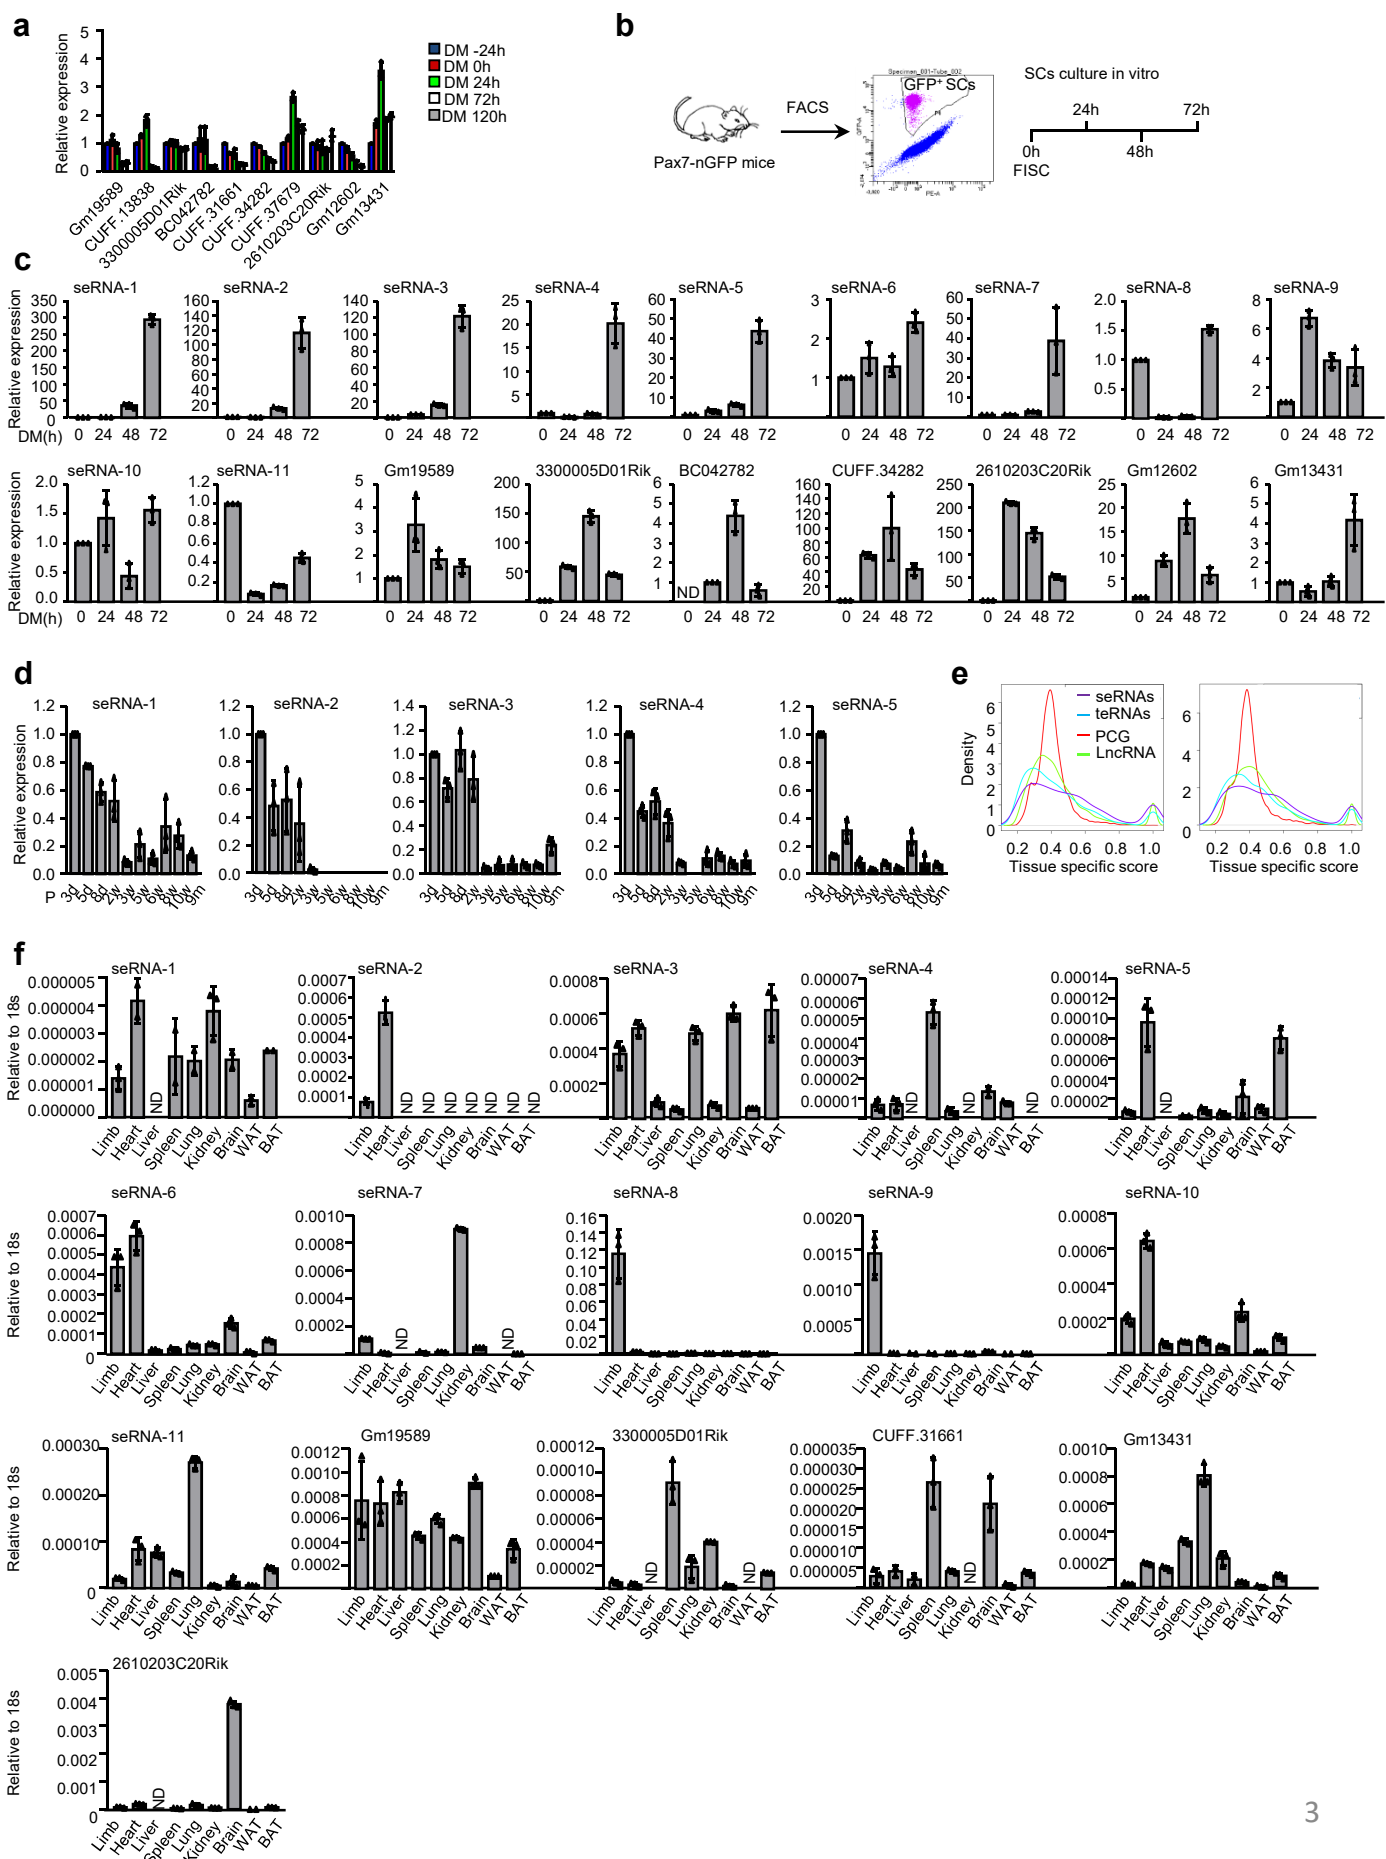

**Supplementary Figure 3. Expression of seRNAs in muscle cells and mouse tissues.** **a** qRT-PCR measurement of expression dynamics of several MB seRNAs during 120 hr differentiation course of C2C12 myoblast in DM. **b.** Schematic outline shows satellite cells (SCs) were isolated by FACS from muscles of Tg: Pax7-nGFP mice. GFP+ cells (purple population) were collected as SC fraction and cultured in vitro in growth medium for 72 hr. Cells were then collected at the indicated time points and qRT-PCR was performed to measure the expression of seRNAs and their target genes. **c** qRT-PCR was performed to measure the expression of seRNAs in the differentiating SCs. **d** RNAs were extracted from postnatal mice at the indicated ages and qRT-PCR analysis was performed to examine the expression of several seRNAs. **e** The distribution of maximal tissue specificity scores calculated for each type of transcripts across 18 different mouse tissues and cells (MB, MT, BAT, bone marrow, BMDM, cerebellum, cortex, heart, kidney, liver, lung, MEF, olfactory bulb, placenta, small intestine, spleen, testis, thymus). Left: MB teRNAs, MB seRNAs, protein coding gene (PCG), long non-coding RNAs (LncRNA); Right: MT teRNAs, MT seRNAs, PCG, LncRNA. **f** qRT-PCR was performed to measure the expression of seRNAs in nine mouse tissues. WAT, white adipose tissue; BAT, brown adipose tissue. Data represent the average of three independent experiments  $\pm$  s.d. ND, not detected. Source data are provided as a Source Data file.

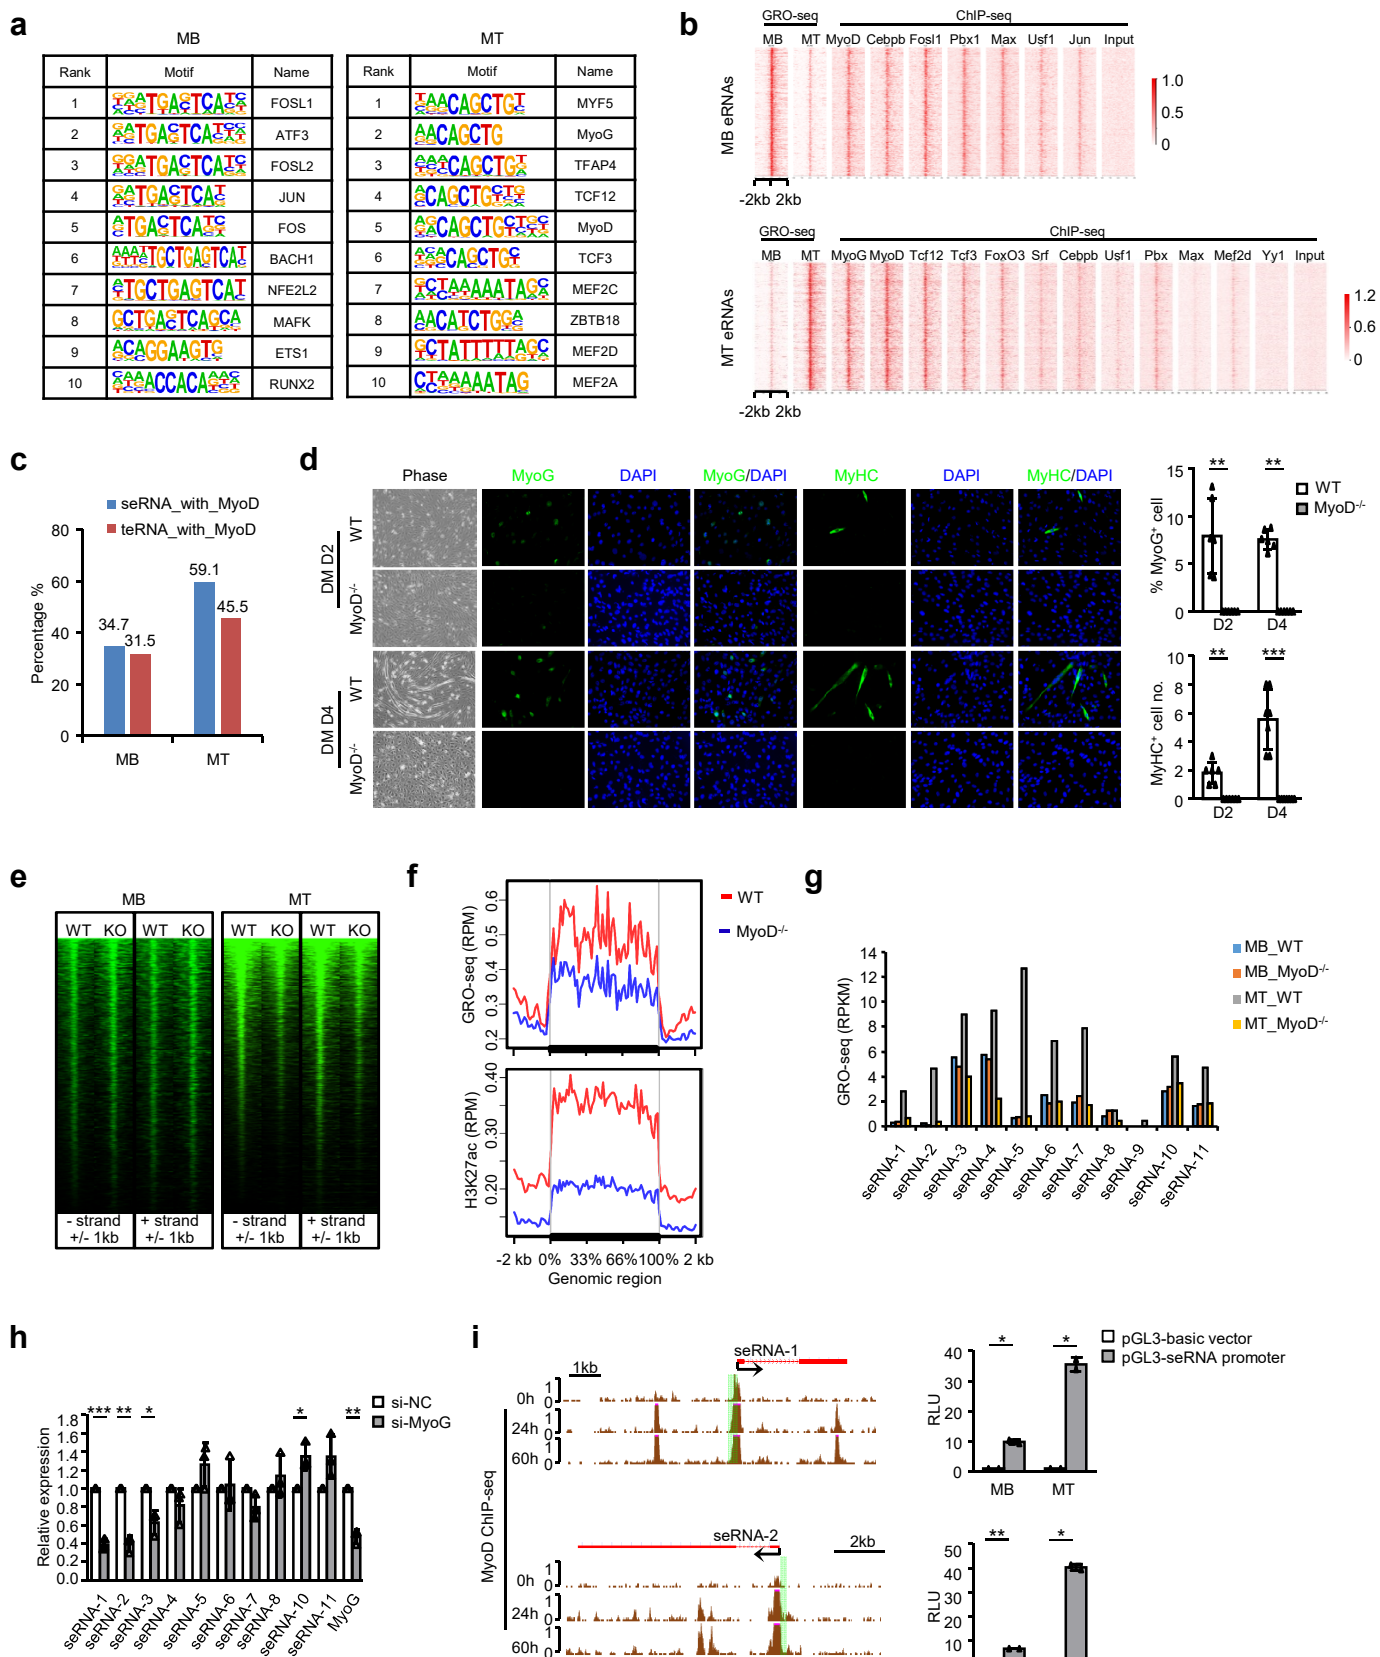

**Supplementary Figure 4. MyoD plays a crucial role in inducing MT eRNAs.** **a** In silico prediction of TF motifs within a  $\pm 1$  kb window centered on TSSs of eRNAs in MBs or MTs. **b** ChIP-seq for TFs were collected and analyzed. Heatmap showing TF binding patterns centered at the TSSs of eRNAs in MBs or MTs. The focal red lines at the center demonstrate the co-localization of the indicated TFs. **c** Compared with tRNAs, a larger percentage of seRNAs are occupied by MyoD binding at their TSSs. **d** The degree of differentiation of wild type (WT) or MyoD knockout (MyoD<sup>-/-</sup>) C2C12 cells was measured by IF staining for MyoG and MyHC during a 4-day differentiation course. Myotube formation was visualized in the above cells on day 4 (phase images). IF staining for MyoG and MyHC were performed and the number of positively stained cells per field was quantified by counting > 6 fields per group. **e** Heatmap of GRO-seq showing bi-directional eRNA transcription profiles in the WT or MyoD<sup>-/-</sup> cells. **f** GRO-seq and H3K27ac ChIP-seq signals within SEs in MyoD<sup>-/-</sup> and WT cells at MT stage. **g** GRO-seq tag counts of seRNAs were quantified in WT or MyoD<sup>-/-</sup> cells. **h** qRT-PCR detection of seRNAs from 48-hr-differentiated C2C12 cells transfected with either control or MyoG siRNA. **i** Genomic snapshots of MyoD ChIP-seq signals surrounding seRNA-1 (top) and seRNA-2 (bottom) loci show the increased MyoD binding in MT vs MB. MyoD ChIP-seq data were obtained from ENCODE. The promoter of seRNA-1 (left) or -2 (right) was fused to a luciferase reporter in a pGL3-basic vector and transfected into C2C12 cells. The activities of the reporters were increased in MT vs MB. Data in **h** represent the average of three independent experiments  $\pm$  s.d and data in **i** represent the average of two independent experiments  $\pm$  s.d. Statistical analysis was performed by Mann–Whitney non-parametric test (**d**) or two-tailed unpaired Student's t-test (**h, i**), \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . Source data are provided as a Source Data file.

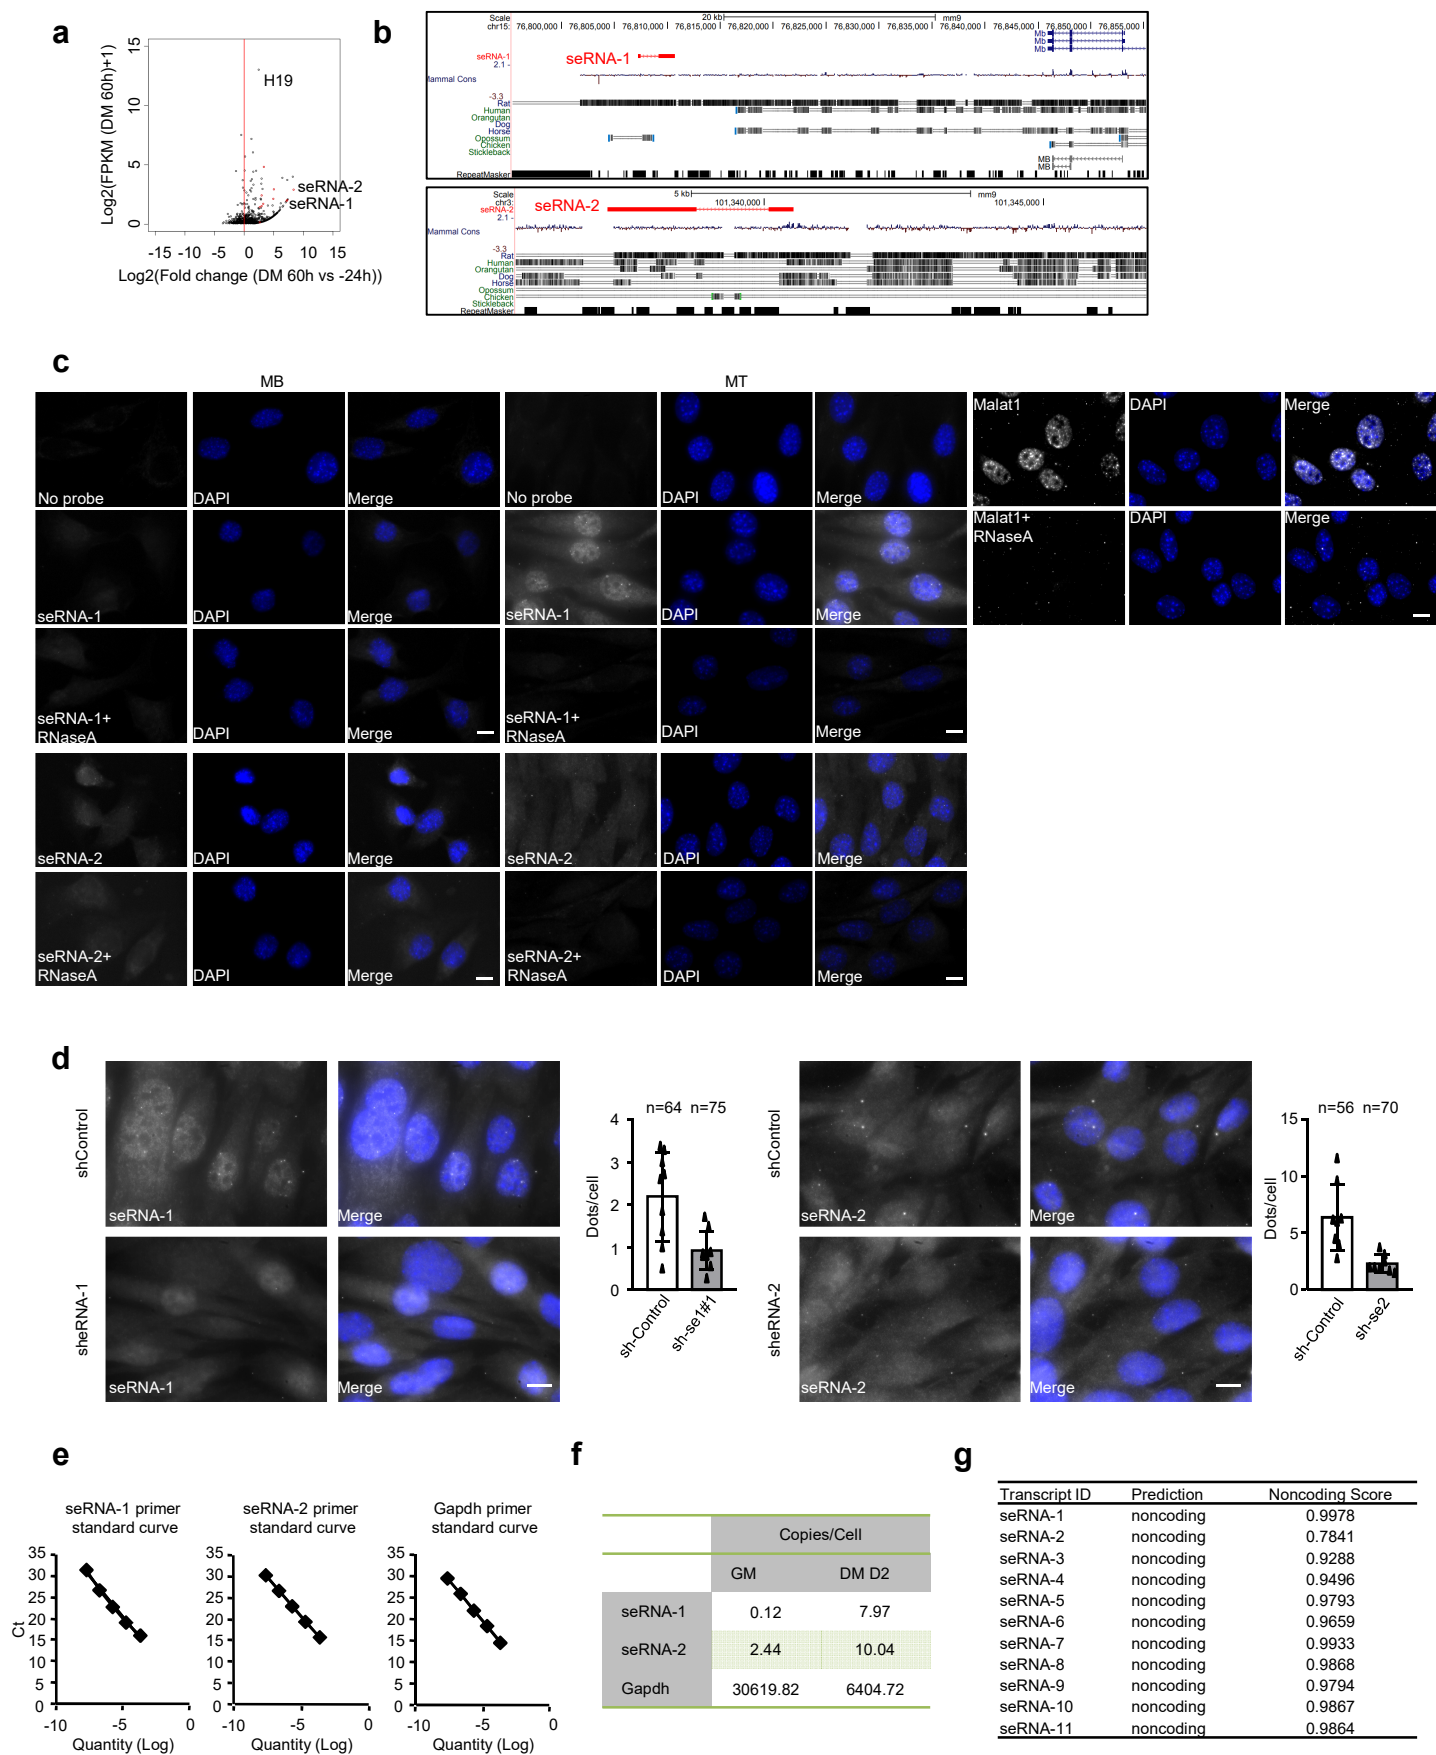

**Supplementary Figure 5. seRNA-1 and seRNA-2 copy number and cellular localization.** **a** Selection of MT SE-associated seRNAs. The x axis shows seRNAs expression in MT (DM 60h) versus MB (-24h) (log2 fold change) quantified from RNA-seq data; The y axis shows expression in MT (DM 60h) (log2 FPKM+1) quantified from RNA-seq data. Red dots indicate the selected seRNAs for validation. seRNA-1 and seRNA-2 are highly induced during MB differentiation. **b** Snapshots of PhastCons conservation track showing mouse seRNA-1 (top) and seRNA-2 (bottom) lack human orthologues. **c** Single-molecule RNA FISH (smFISH) detection of endogenous seRNA-1 and seRNA-2 in MB and MT (DM 48hr) cells. Representative images were shown. Nuclear retaining of Malat1 served as a positive control. Two negative controls were included: No probe (without adding probes) and RNase A (the slides were pre-treated RNase A to remove RNAs). Scale bar, 10  $\mu$ m. **d** smFISH detection of seRNA-1 and seRNA-2 in sh-Control and sh-seRNA (DM 36hr) cells. Representative images are shown. Scale bar, 10  $\mu$ m. **e** The titration curve of primers used for seRNA-1, seRNA-2 and Gapdh qRT-PCR experiments. **f** The absolute copy numbers of seRNA-1, seRNA-2 and Gapdh in C2C12 MB and MT cells (DM 48hr) were measured by calculation using the titration curve generated in **d** (refer to Methods for details). **g** Prediction of coding potential of seRNAs by iSeeRNA (<http://www.myogenesisdb.org/iSeeRNA>) indicates their non-coding nature.

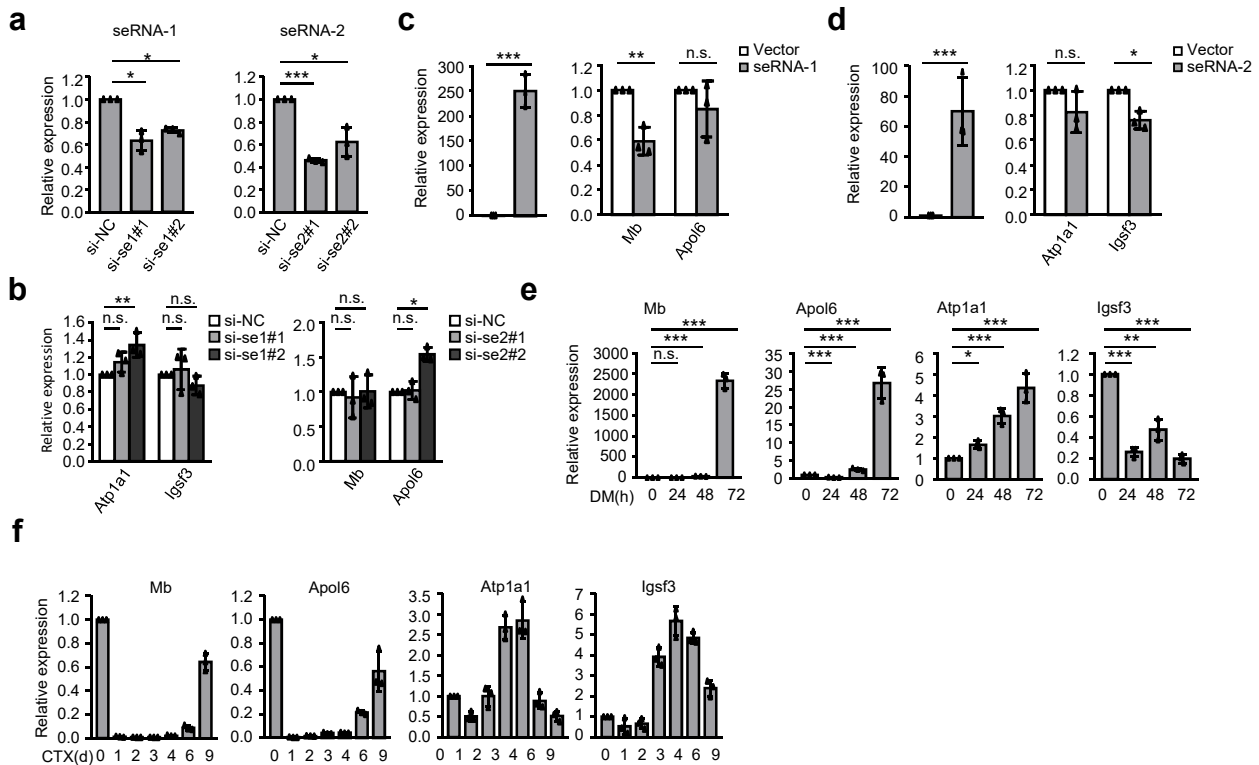

**Supplementary Figure 6. seRNA-1 and seRNA-2 regulate target gene expression.** **a** siRNA oligos against seRNA-1 (si-se1#1 or si-se1#2), seRNA-2 (si-se2#1 or si-se2#2) or scramble negative control oligos (si-NC) were transfected into C2C12 cells. At 24 h post transfection, the cells were switched to DM for 48 h. qRT-PCR analysis of target genes in RNAs purified from nuclear fractions of C2C12 cells. **b** qRT-PCR analysis of target genes in total RNAs purified from the above transfected cells. **c** Overexpression of seRNA-1 by transfecting pcDNA-seRNA-1 full-length plasmid did not strongly change the expression of its target genes, Mb and Apol6. **d** Overexpression of seRNA-2 by transfecting pcDNA-seRNA-2 full-length plasmid did not change the expression of its target genes, Atp1a1 and Igfb3. **e** Satellite cells (SCs) were FACS sorted from Tg:Pax7-nGFP mice and cultured in vitro in growth medium for 72 hr. qRT-PCR was performed to examine the expression of the target genes. **f** Two-month old C57B/L mice were injected with Cardiotoxin (CTX) in TA muscle to induce muscle injury and regeneration. qRT-PCR was performed to examine the expression of the target genes of seRNA-1 or seRNA-2 at the designated days post-injection. Data represent the average of three independent experiments  $\pm$  s.d. Statistical analysis was performed by two-tailed unpaired Student's t-test (**a**, **b**, **c**, **d**, **e**), n.s., not significant,  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ . Source data are provided as a Source Data file.

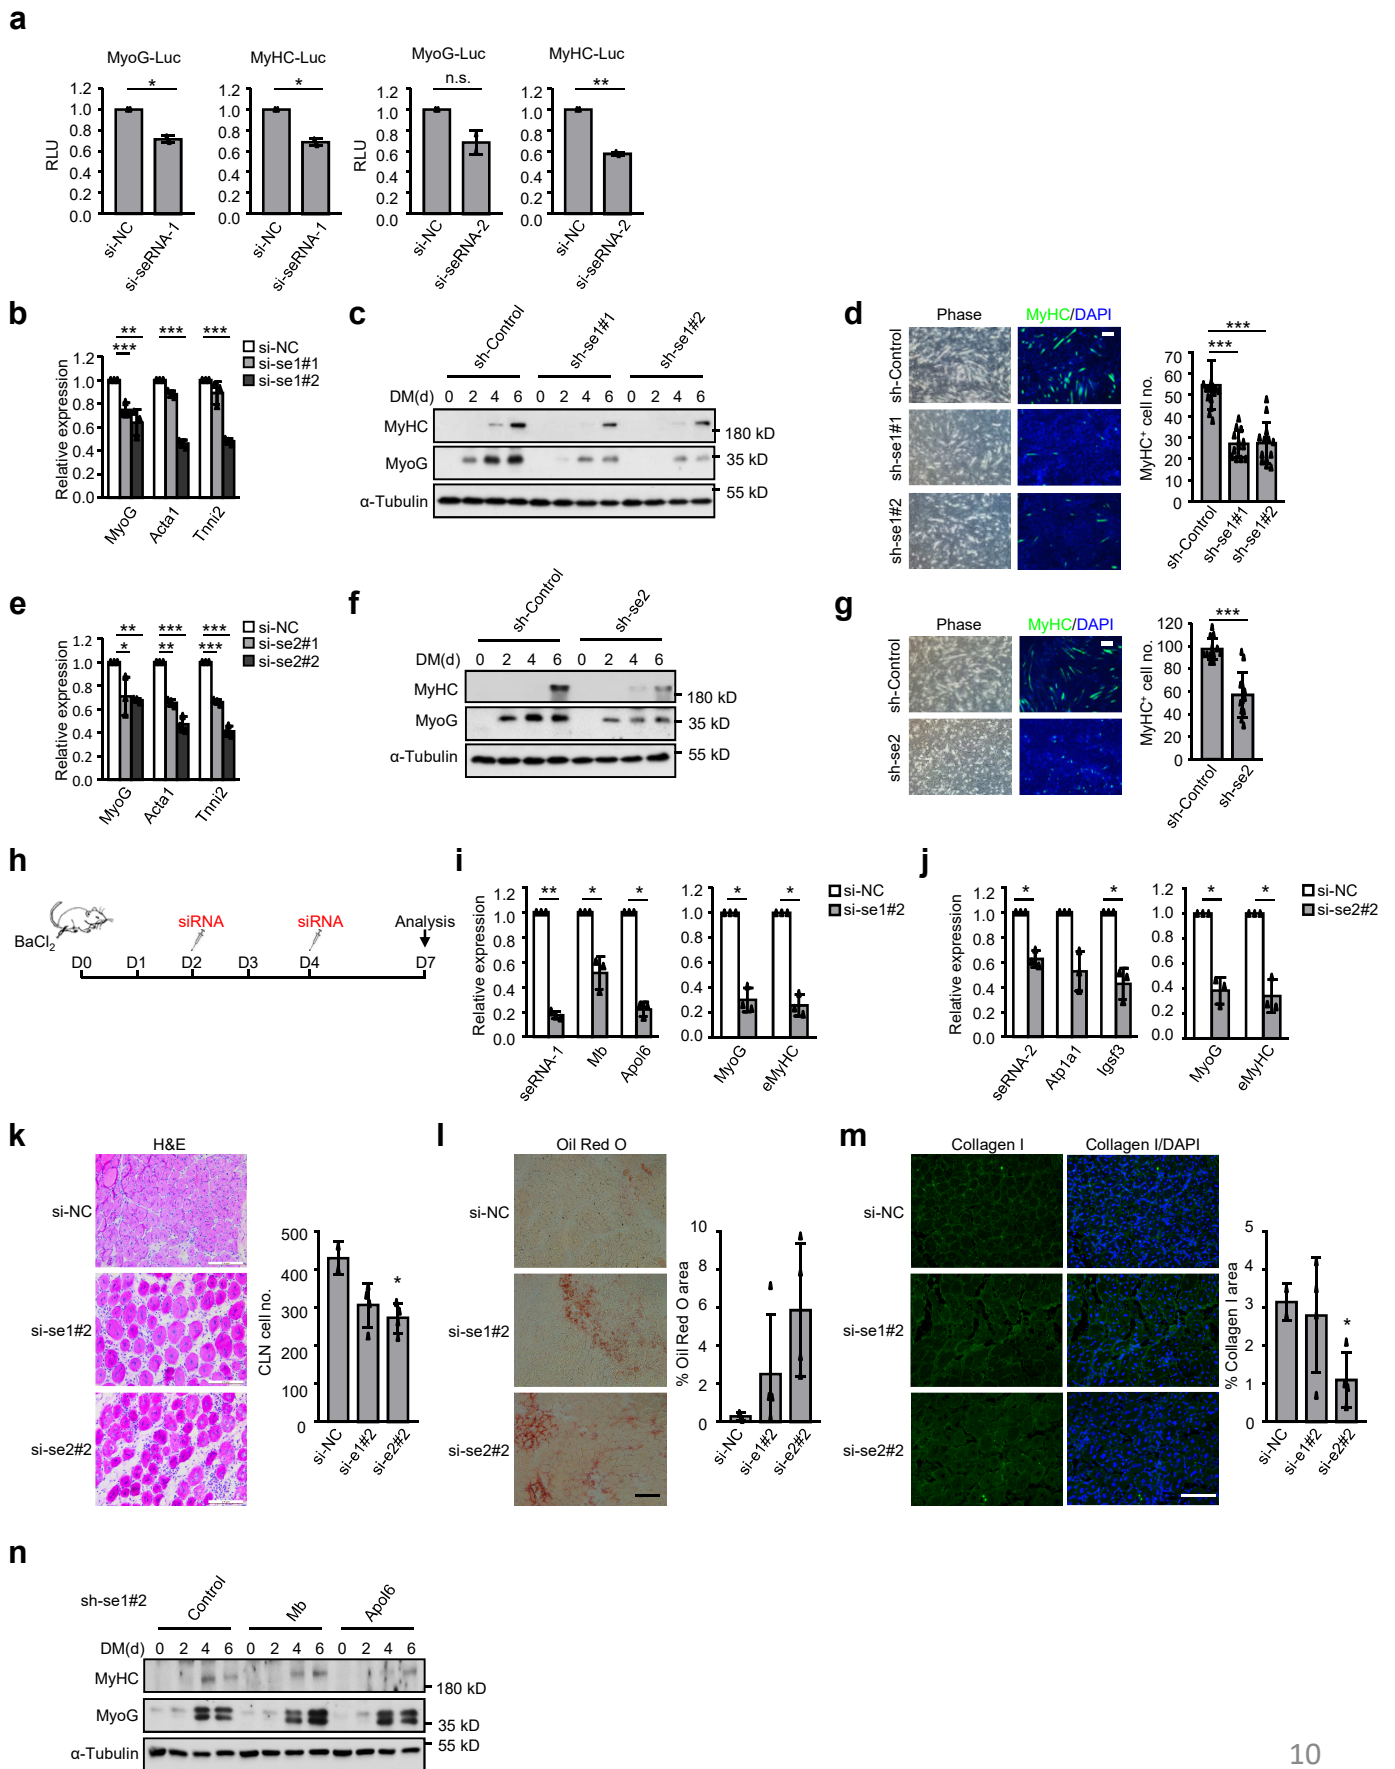

**Supplementary Figure. 7. seRNA-1 and seRNA-2 promote myoblast differentiation.** **a** Knockdown of seRNA-1 or -2 by siRNA oligos decreased the activities of myogenic luciferase reporters, MyoG-Luc and MyHC-Luc, in C2C12 cells. **b** C2C12 cells were transfected with the siRNAs targeting seRNA-1 and the expression of MyoG, Acta1 and Tnni2 were measured. **c** Western blot analysis of MyHC or MyoG protein levels in control or seRNA-1 stable knockdown cells (sh-se1#1 and sh-se2#2) during a 6-day differentiation course. **d** Myotube formation was visualized in the above cells on day 6 (phase images). IF staining for MyHC was performed and the number of positively stained cells per field was quantified by counting > 15 fields per group. Scale bar, 200  $\mu$ m. **e-g** The above experiments were repeated on seRNA-2. **h** Injection scheme of siRNA oligos against seRNA-1 or seRNA-2 into BaCl<sub>2</sub> injured muscles. **i** qRT-PCR detection of seRNA-1, Mb, Apol6, MyoG and eMyHC from muscles injected with either control or seRNA-1 siRNA. n = 3 per group. **j** The above experiments were performed on seRNA-2. n = 3 per group. qPCR values were normalized to 18s and Gapdh mRNA. **k** Haematoxylin and eosin (H&E) staining was performed on the above injected muscles at day 7 and centrally localized nuclei (CLN) were quantified. Scale bar, 100  $\mu$ m. **l** Oil red O staining was performed on the above injected muscles at day 7. The areas positive for Oil red O staining was quantified. Scale bar, 100  $\mu$ m. **m** IF staining for Collagen I was performed on the above injected muscles at day 7. The areas positive for Collagen I was quantified. Scale bar, 100  $\mu$ m. **n** Mb or Apol6 was overexpressed in cells stably expressing shRNAs against seRNA-1 (sh-se1#2) and Western blot analysis of MyHC or MyoG protein levels during a 6-day differentiation course. Data represent the average of three independent experiments  $\pm$  s.d. Statistical analysis was performed by two-tailed unpaired Student's t-test (**a**, **b**, **e**, **k**, **l**, **m**), Mann–Whitney non-parametric test (**d**, **g**), or two-tailed paired Student's t-test (**i**, **j**), n.s., not significant, \* $P$  < 0.05, \*\* $P$  < 0.01 and \*\*\* $P$  < 0.001. Source data are provided as a Source Data file.

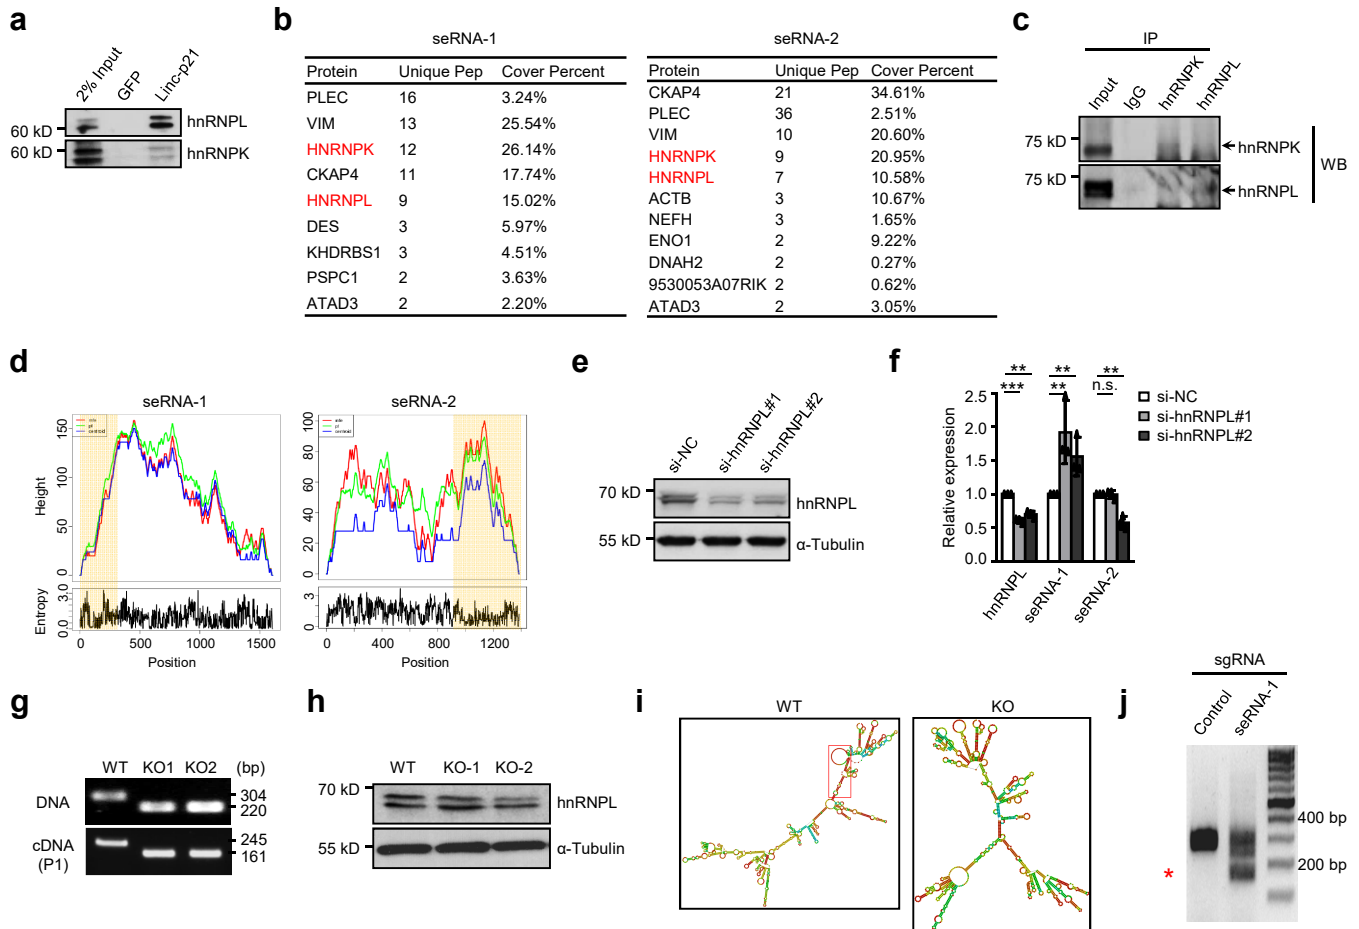

**Supplementary Figure 8. seRNA-1 and seRNA-2 interact with hnRNPL.** **a** RNA pull-down assay was performed using biotinylated Linc-p21 or GFP control RNAs in cell lysates of MT cells. Western blot (WB) analysis confirms the association of Linc-p21 with hnRNPK and hnRNPL. **b** The list of the top ranked interacting proteins of seRNA-1 (left) and seRNA-2 (right) is shown with unique peptide counts and coverage percentage. **c** Immunoprecipitation of hnRNPK and hnRNPL was asserted by Western blot. Black arrows indicate hnRNPK and hnRNPL bands in the blot. **d** Mountain plot representation of the MFE structure, the thermodynamic ensemble of seRNA structures, and the centroid structure. The positional entropy for each position is presented at the bottom. **e** C2C12 cells were transfected with two different siRNAs targeting hnRNPL (si-hnRNPL) vs scrambled negative control (si-NC). At 24 h post transfection, the cells were switched to DM for 48 h. Western blot was then performed to examine the knockdown of hnRNPL. **f** Expressions of seRNA-1 and seRNA-2 were analyzed in the above si-hnRNPL vs si-NC cells by qRT-PCR. **g** CRISPR-Cas9 mediated excision of CAAA tract was performed in C2C12 cells and the deletion in two KO clones (KO1 and KO2) was confirmed in DNA by genomic PCR (top) and in mRNA by RT-PCR (bottom) using WT as control. **h** Western blot was performed to show hnRNPL protein was not significantly changed in the above KO vs WT cells. **i** The secondary structure of WT or KO transcript of seRNA-1 was predicted by RNAfold (<http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi>) with default parameters. The red box shows the location of CAAA tract in WT seRNA-1. **j** In vivo genome editing was performed in Pax7<sup>Cas9</sup> mice by injecting with AAV9-sgseRNA-1. The excision of CAAA tract was detected by RT-PCR in muscle tissues injected with AAV9-sgseRNA-1, compared to AAV9-sgControl. Unedited product, 245 bp; deletion product (red asterisk), 161 bp. Data represent the average of three independent experiments  $\pm$  s.d. Statistical analysis was performed by two-tailed unpaired Student's t-test (**f**), n.s., not significant, \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Source data are provided as a Source Data file.

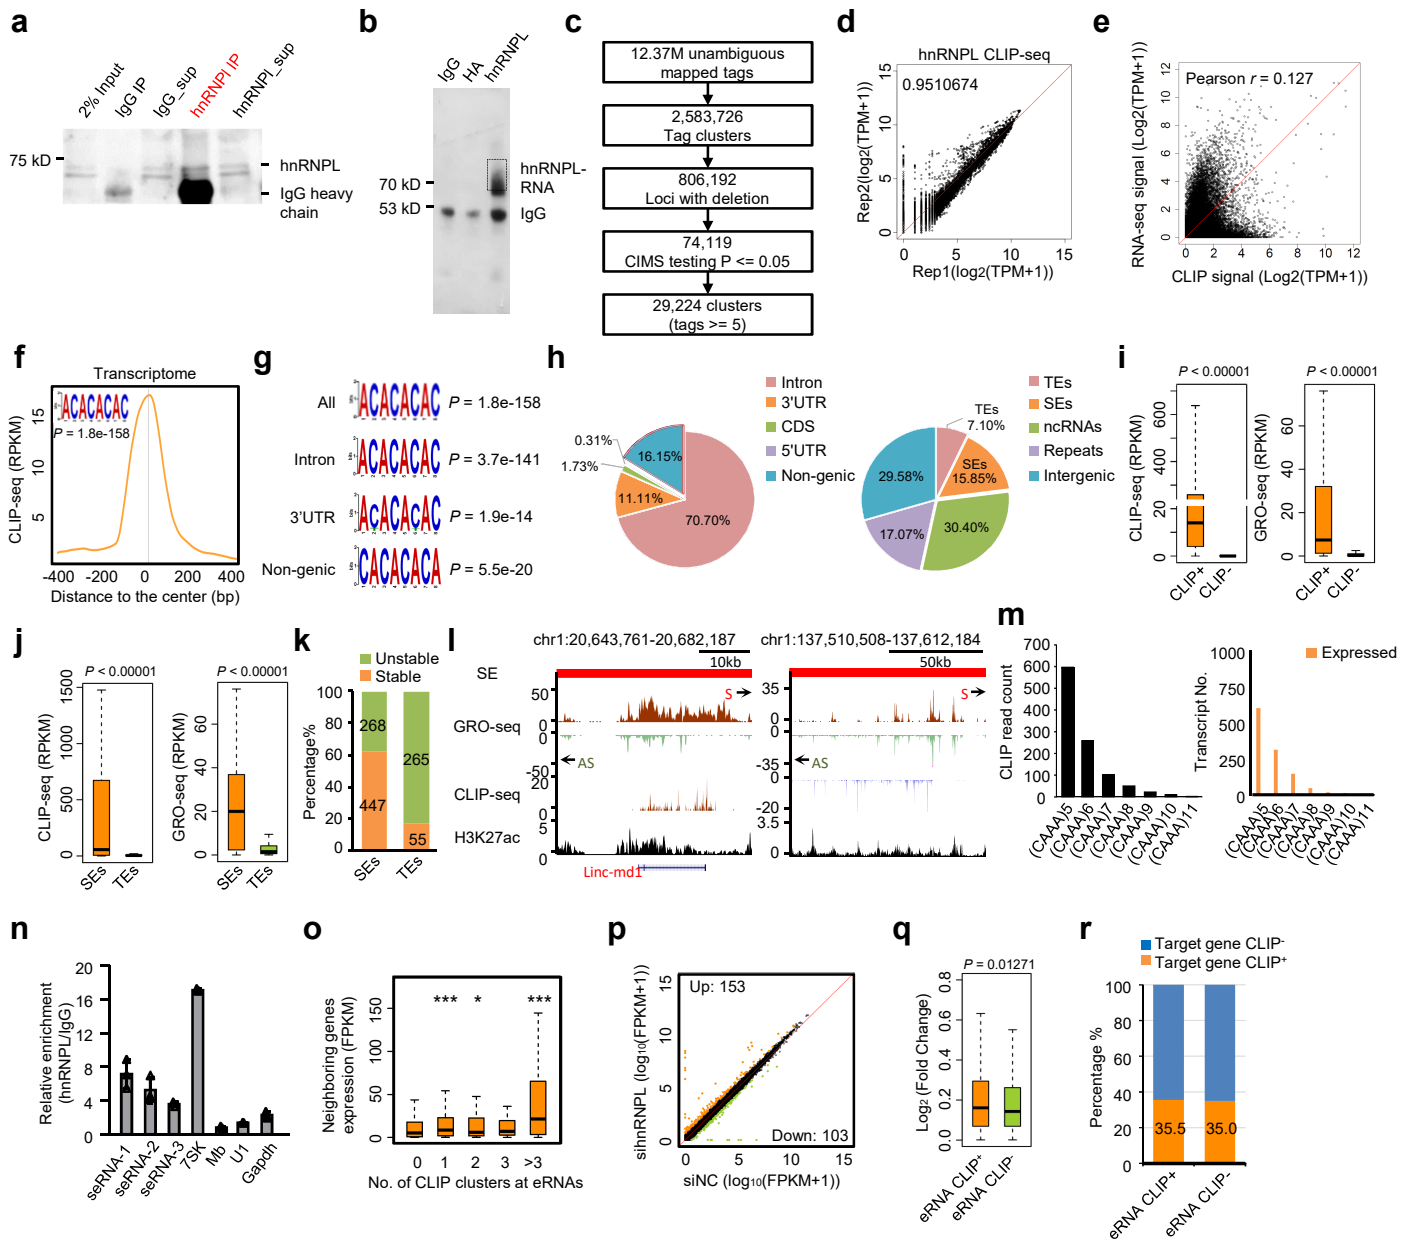

**Supplementary Figure 9. hnRNPL binds to eRNAs transcriptome-wide in MT C2C12 cells.** **a** Crosslinking immunoprecipitation (CLIP) was performed using an antibody against hnRNPL, HA tag, or IgG control in differentiating C2C12 cells. CLIP efficiency was determined by Western blotting. **b** 1/10 volume of the retrieved protein-RNA complexes were subjected to 3' end biotinylation and detected by streptavidin on nitrocellulose membrane. The remaining protein-RNA complexes corresponding to the size indicated by the black box were recovered for sequencing. **c** Schematic illustration of CLIP-seq analysis pipeline. **d** Comparison between two technical replicates of hnRNPL CLIP-seq data (correlation coefficient  $r > 0.95$ ). **e** Comparison between hnRNPL CLIP-seq signals and transcript expression level (PolyA+ RNA-seq). **f** Positional distribution of the known hnRNPL binding motif CACACA within the hnRNPL CLIP clusters. **g** De novo motif search by DREME on  $\pm 20$  nt flanking sequence of the CLIP crosslinking induced mutation site (CIMS) sites. Associated  $P$  values are shown. **h** Genomic distribution of the above identified hnRNPL CLIP-seq clusters (left) and those uniquely mapped to the non-genic regions in (right). **i** GRO-seq read density at hnRNPL CLIP clusters in enhancer regions (CLIP+) is higher compared to non-CLIP enhancer regions (CLIP-), testifying hnRNPL binds to eRNAs transcriptome-wide. **j** SEs are associated with a higher level of hnRNPL CLIP signals compared to TEs. **k** A larger percentage of hnRNPL CLIP clusters in SEs correspond to stable eRNAs, compared to TEs. **l** Genomic snapshots of hnRNPL binding on two seRNAs. **m** Left: Long CAAA tracts identified in hnRNPL CLIP-seq raw reads fail to uniquely map to transcriptome and were eliminated from downstream analyses. Right: The number of expressed transcripts harboring long CAAA tracts. **n** hnRNPL CLIP was performed and followed by qRT-PCR analysis of retrieved RNAs. **o** Box plot shows the number of hnRNPL CLIP clusters at eRNAs is positively correlated with the expression of neighboring genes in MT cells. **p** Knockdown of hnRNPL by siRNAs led to transcriptomic changes in MT cells as determined by RNA-seq. 153 up- (red dots) and 103 down-regulated (green dots) genes were identified ( $\geq 1.58$ -FC over WT). **q** The neighboring genes with hnRNPL CLIP binding at their eRNAs showed a higher fold change (in absolute values) in si-hnRNPL vs si-NC cells compared to those with no CLIP binding at their eRNAs. **r** When comparing target genes with or without hnRNPL binding on eRNAs in **q**, the percent with hnRNPL binding on the mRNAs is comparable.  $P$  values in (**i**, **j**, **o**) were calculated using the Mann–Whitney non-parametric test.  $P$  value in (**q**) was calculated using the Fisher's Exact Test. Data in **n** represent the average of three independent experiments  $\pm$  s.d. Data in **i**, **j**, **o**, **q** are presented in boxplot. Center line, median; box limits, upper and lower quartiles; whiskers,  $1.5 \times$  interquartile range. \* $P < 0.05$  and \*\*\* $P < 0.001$ . Source data are provided as a Source Data file.

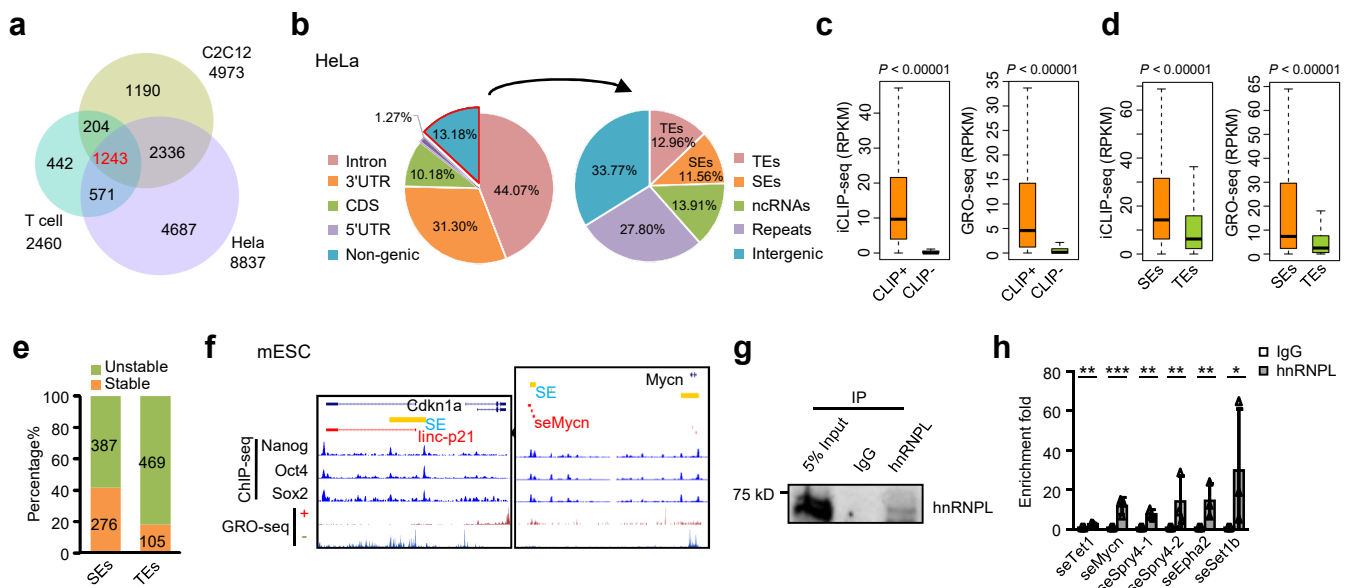

**Supplementary Figure 10. hnRNPL binds to eRNAs in multiple cells.** **a** CLIP-seq data from human HeLa cells and T cells were analyzed. The identified mRNA targets in the cells are largely overlapped with those in mouse C2C12 cells. **(b-e)** Analysis of hnRNPL CLIP-seq in HeLa cells revealed **(b)** the binding of hnRNPL in enhancer regions. **c** GRO-seq read density at CLIP+ enhancer regions is higher compared to CLIP- enhancer regions. **d** SEs display a higher level of hnRNPL CLIP signals compared to TEs. **e** A larger percentage of hnRNPL CLIP clusters in SEs correspond to stable eRNAs, compared to TEs. **f** Genomic snapshots of two representative seRNAs, linc-p21 and seMycn identified in mESC cells. **g** hnRNPL RIP was performed in mESC cells. Immunoprecipitation of hnRNPL was assessed by Western blot. **h** RIP was performed with antibody against hnRNPL in mESC cells and followed by qRT-PCR analysis of the indicated seRNAs. Enrichment is determined as RNAs associated to hnRNPL IP relative to IgG control.  $P$  values in **(c, d)** were calculated using the Mann–Whitney non-parametric test. Data in **h** represent the average of three independent experiments  $\pm$  s.d. Data in **c, d** are presented in boxplot. Center line, median; box limits, upper and lower quartiles; whiskers,  $1.5 \times$  interquartile range. Statistical analysis was performed by two-tailed unpaired Student's t-test **(h)**. Source data are provided as a Source Data file.

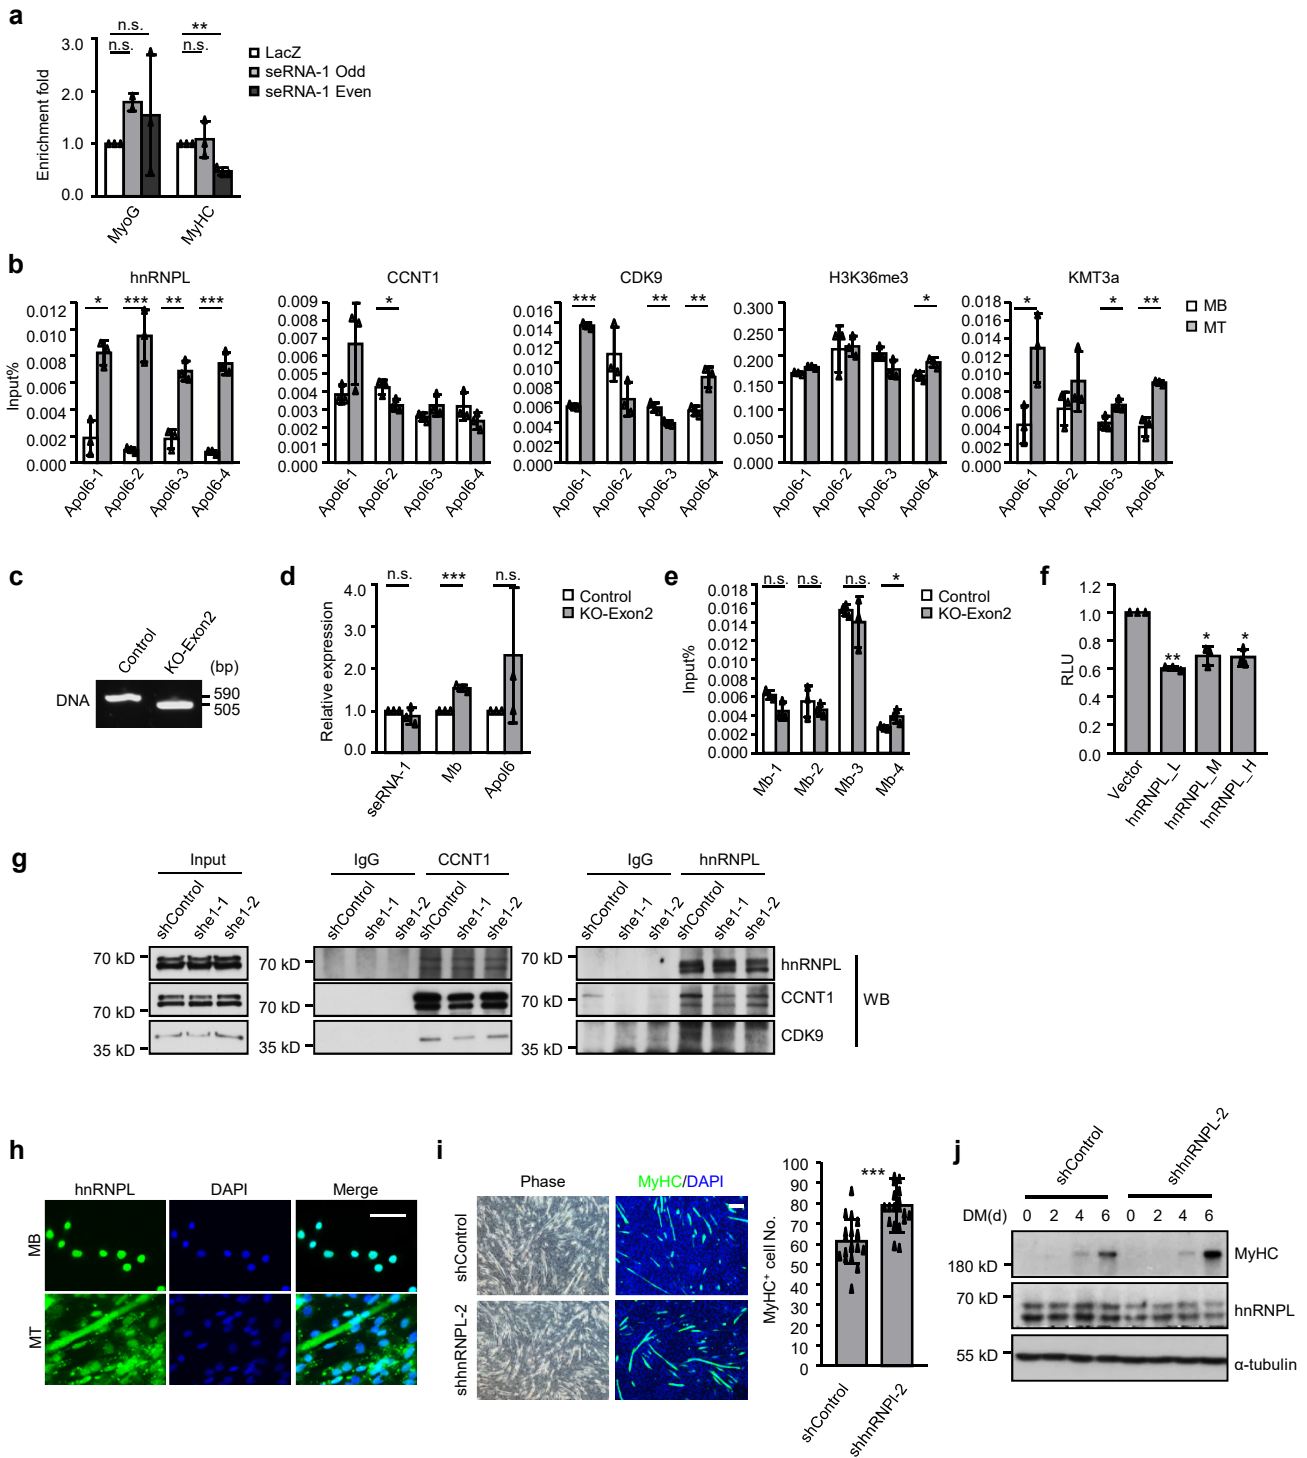

**Supplementary Figure 11. seRNA-1 modulates hnRNPL, RNA Pol II and H3K36me3 at Mb locus.** **a** seRNA-1 ChIRP did not retrieve DNAs corresponding to MyoG or MyHC promoter. **b** ChIP-PCR analysis of hnRNPL, CCNT1, CDK9, H3K36me3 and KMT3a at regions (1, 2, 3 and 4) across Apol6 locus in MT vs MB. **c** CRISPR-Cas9 mediated excision of a short sequence in exon 2 of seRNA-1 and the deletion in one clone (KO-Exon2) was analyzed by genomic PCR. **d** qRT-PCR detection of seRNA-1, Mb and Apol6 in the KO-Exon2 cells. **e** ChIP-PCR analysis of hnRNPL binding at Mb locus in the KO-Exon2 cells. **f** Luciferase reporter activity of Mb promoter was detected in 24-hr-differentiated C2C12 cells transfected with either control or hnRNPL expression plasmid. hnRNPL\_L, low amount (30 ng); hnRNPL\_M, middle amount (150 ng); hnRNPL\_H, high amount (750 ng). **g** Co-IP assay for hnRNPL or CCNT1 in nuclear lysates from shControl cells or seRNA-1 knockdown cells (sh-se1#1 and sh-se2#2) at MT state. The interaction between endogenous hnRNPL and CCNT1 or CDK9 was detected. **h** IF staining for MyHC was performed in undifferentiated C2C12 myoblasts (MB) and C2C12 cells differentiated for 48 hr (MT). **i** Myotube formation was visualized in the hnRNPL knockdown cells on day 6 (phase images). IF staining for MyHC was performed and the number of positively stained cells per field was quantified by counting 19 fields per group. Scale bar, 200  $\mu$ m. **j** Western blot analysis of MyHC level in the hnRNPL knockdown cells. Data represent the average of three independent experiments  $\pm$  s.d. Statistical analysis was performed by Mann–Whitney non-parametric test (**i**) or two-tailed unpaired Student's t-test (**a**, **b**, **d**, **e**, **f**), n.s., not significant, \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001. Source data are provided as a Source Data file.

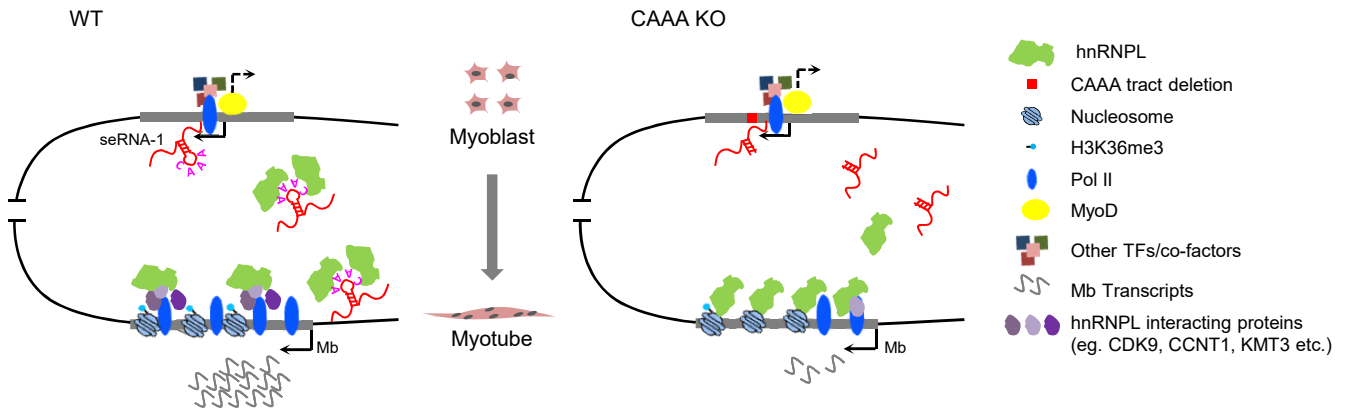

**Supplementary Figure 12. A schematic model of seRNA-1 function in transcriptional activation of target gene Mb.** Upon MB differentiation into MT, the master TF MyoD and co-activators activate MT enhancers and stimulate the transcription of MT eRNAs, among which seRNA-1 is highly induced. seRNA-1 plays an active role in promoting target Mb expression. Mechanistically, seRNA-1 interacts with hnRNPL via a CAAA tract to modulate hnRNPL, Pol II and H3K36me3 at Mb locus. Deletion of CAAA tract in the KO cells abolishes seRNA-1/hnRNPL interaction and leads to increase in hnRNPL but decrease in Pol II and H3K36me3 binding across Mb locus, which attenuates the expression of Mb.

## **Supplementary Note**

### **Supplementary Note 1 (From Results: Elucidation of enhancer transcription in muscle cells)**

Gene ontology (GO) analysis suggests the neighboring genes associated with up-regulated eRNAs are linked to muscle structure development, movement of cell or subcellular component, muscle cell differentiation and cell adhesion (Supplementary Figure 1f and Supplementary Data 1), while those associated with down-regulated are largely related to regulation of molecular function, regulation of cell proliferation, cellular response to stress and intracellular signal transduction (Supplementary Figure 1f and Supplementary Data 1).

To characterize distinct categories of eRNAs, we examined associated histone modifications, TF binding and Pol II deposition on the eRNA loci from MT. In particular, the Bi-stable and Uni-stable classes are enriched in chromatin signatures linked to enhancer activity (H3K27ac, monomethylation of histone H3 at lysine 4 (H3K4me1), acetylation of histone H3 at lysine 9 (H3K9ac) and acetylation of histone H4 at lysine 12 (H4K12ac)), active transcription initiation (trimethylation of histone H3 at lysine 4 (H3K4me3)) and active transcription elongation (dimethylation of histone H3 at lysine 79 (H3K79me2) and trimethylation of histone H3 at lysine 36 (H3K36me3)) (Supplementary Figure 2b). In contrast, unstable eRNAs bear repressive chromatin feature with a higher trimethylation of histone H3 at lysine 27 (H3K27me3) signal (Supplementary Figure 2b). In terms of TF binding, in general, stable eRNAs have a higher number of examined TFs compared with unstable ones (Supplementary Figure 2c). Consistently, increasing TF binding results in higher eRNAs expression (Supplementary Figure 2d). In addition, stable eRNAs are associated with higher local enrichment for MyoD, MyoG, TCF12 (Transcription factor 12), TCF3, PBX1 (Pre-B cell leukemia transcription factor) and FoxO3 (Forkhead box 3), all of which were previously shown to be key factors in enhancer assembly and activity (Supplementary Figure 2e). This pattern was also observed for EP300, C/EBP  $\beta$  and MEF2D but less significant for YY1 (Supplementary Figure 2e). When compared with other types of transcripts such as protein coding genes (PCGs) and lncRNAs, eRNAs in general were enriched for chromatin signatures linked to enhancer activity (H3K27ac, H3K4me1, H4K12ac) and associated with a higher number of TFs binding (Supplementary Figure 2b, c, e). In contrast, PCGs displayed comparable level of transcription with Bi-stable eRNAs (GRO-seq signal and Pol II binding) and markedly higher levels of chromatin marks (H3K4me3, H3K79me2, and H3k36me3) than eRNAs

and lncRNAs. In addition, lncRNAs were in general associated with comparable levels of GRO-seq signal, Pol II binding, H3K4me3, and H3K36me3 with unstable eRNAs but enriched for H3K79me2 (Supplementary Figure 2b, c, e). When analyzing eRNA loci from MB, the above described distinct features of Pol II binding, histone marks and TF binding were also found on the three subtypes of eRNAs (Supplementary Figure 2f-j).

To examine whether seRNAs show tissue/cell specificity, we calculated tissue specificity score using RNA-seq data from 18 tissues/cells<sup>1,2</sup> and found the seRNAs exhibited higher tissue specificity in MB or MT compared with teRNAs, PCGs or lncRNAs (Supplementary Figure 3e). Nevertheless, none of the above selected seRNAs were skeletal muscle specifically expressed by RNA-seq analysis (Supplementary Data 2). Consistently, by RT-PCR examination of their expressions in 9 types of tissues including limb, heart, liver, spleen, lung, kidney, brain, white adipose tissue (WAT), and brown adipose tissue (BAT), only two of 17 are highly enriched in limb across a wide range of mouse tissues (Supplementary Figure 3f).

#### **Supplementary Note 2 (From Results: seRNA-1 and seRNA-2 regulate target gene expression)**

The early induction of seRNA-1 and seRNA-2 during C2C12 and SC differentiation suggested to us that they may be pro-myogenic factors during MB differentiation. To test this notion, we knocked down seRNA-1 or -2 and luciferase reporter assays using Myogenin and MyHC promoter reporters consistently revealed inhibited activities with seRNA-1 or -2 reduction (Supplementary Figure 7a). In addition, a delayed differentiation was observed with seRNA-1 or -2 knockdown as assessed by RNA expression of several myogenic markers, Myogenin, Tnni2 and  $\alpha$ -Actin (Supplementary Figure 7b, e). Stable knockdown of seRNA-1 or seRNA-2 using short hairpin (sh) RNAs also delayed the myogenic program over a course of 6 days as assessed by protein levels of myogenic marker, MyHC (Supplementary Figure 7c, f) or immunofluorescence (IF) staining of MyHC-positive cells (Supplementary Figure 7d, g). These findings confirmed that seRNA-1 and seRNA-2 are pro-myogenic factors during C2C12 differentiation. Moreover, to extend the in vitro findings to in vivo, we dissected the functions of seRNA-1 and seRNA-2 in BaCl<sub>2</sub>-induced muscle regeneration. Treatment of regenerating muscles with siRNA oligos against seRNA-1 or seRNA-2, following the scheme in Supplementary Figure 7h, reduced the expression of their neighboring genes as well as

myogenic markers, Myogenin and embryonic-MyHC (e-MyHC, a marker for regenerating fibres) (Supplementary Figure 7i, j). In addition, the treatment of seRNA-1 also slightly reduced the number of newly formed fibres (Supplementary Figure 7k), and marginally increased adipose tissue deposition (Oil Red O staining, Supplementary Figure 7l), although no obvious effect on Collagen I staining (Supplementary Figure 7m). Knockdown of seRNA-2, on the other hand, reduced the number of newly formed fibers and increased adipose tissue deposition (Supplementary Figure 7k-m). The above results demonstrated seRNA-1 and seRNA-2 may be required for muscle regeneration process. Nevertheless, since the above siRNA injection strategy cannot specifically target seRNAs expressed in satellite cells, more solid genetic evidence is needed to confirm seRNA functionality in muscle regeneration in vivo.

Interestingly, over-expressing Mb or Apol6 into the above seRNA-1 knockdown cells did not rescue the delayed myogenic differentiation (Supplementary Figure 7n) probably because these proteins are associated with myotube structure and function<sup>3</sup> which have no impact on early differentiation. These findings suggested that additional mechanism may exist to mediate seRNA-1 regulation of differentiation program such as Myogenin expression.

### **Supplementary Note 3 (From Results: Mapping of transcriptome-wide binding of hnRNPL with eRNAs)**

Very intriguingly, seRNA-1 was not detected among the hnRNPL CLIP targets. We reason that the repeats eliminating step during data processing may have led to the elimination of seRNA-1 with 8 CAAA repeats. Indeed, ~ 1000 transcripts expressed in MT cells harboring the long CAAA repeats and a number of raw CLIP reads containing long CAAA repeats failed to uniquely align to the transcriptome (Supplementary Figure 9m). No CLIP tags were obtained for seRNA-2 either probably because the stringent condition used in CLIP procedure disrupted the relatively weaker interaction between seRNA-2 and hnRNPL. Nevertheless, hnRNPL CLIP-PCR revealed 7.13- and 5.23- fold enrichment for seRNA-1 and seRNA-2 respectively when compared to IgG control (Supplementary Figure 9n), further consolidating the interactions between hnRNPL and seRNA-1 or -2.

To further test whether the interaction between hnRNPL and eRNAs is a general paradigm beyond

myoblast cells, we analyzed the publically available hnRNPL CLIP-seq data from HeLa <sup>4</sup> and T cells <sup>5</sup>. Interestingly, there is a significant overlapping between the above identified hnRNAPL-bound RNA targets in MT cells with those identified in HeLa (3,579, ~ 72%) and T cells (1,447, ~ 30%) (Supplementary Figure 10a), suggesting hnRNPL-RNA interactome, to some degree, is conserved among distinct cell types. Similarly, the majority of hnRNPL-bound RNAs in HeLa cells are localized in genic region with a significant portion arising from enhancer regions (Supplementary Figure 10b). Again, hnRNPL CLIP positive sites in enhancers displayed much higher GRO-seq reads than those with no CLIP binding (Supplementary Figure 10c). Also, a higher enrichment of hnRNPL CLIP signals was detected in SEs compared to TEs (Supplementary Figure 10d) and the seRNA tags were more stable (Supplementary Figure 10e), all in agreement with the observations in the above MT cells. Lastly, in mESC cells, we were able to experimentally confirm hnRNPL binding to several seRNAs (Supplementary Figure 10f-h). Taken together, these data demonstrate that hnRNPL interaction with eRNAs may be a general phenomenon in cells.

#### **Supplementary Note 4 (From subsection: Discussion)**

Collectively our data led us to speculate that in MT the hnRNPL amount on the target promoter is critical to induce gene expression and seRNA-1 binding with hnRNPL functions to prevent the overloading of hnRNPL. Therefore, loss of seRNA-1 binding by knockdown or removing CAAA tract led to aberrant enrichment of hnRNPL on the target locus and inhibited the gene activation (Figs. 3f, 5d, 6f, 6g), which can be phenocopied by overexpressing hnRNPL in cells (Fig. 6g). Tethering a seRNA-1 also caused increased hnRNPL binding on the target locus thus similar transcriptional inhibition (Fig. 6i-k). The tight control is probably executed stochastically through the molecular ratio between seRNA-1 and hnRNPL binding. As determined in Supplementary Figure 5f, a relatively low number of seRNA-1 molecules were found in MT cells which can bind with a certain number of hnRNPL proteins on the target locus. More solid evidence on this can be obtained to support this in the future. Furthermore, we believe the transcriptional activating role of hnRNPL is mediated by its interaction with Pol II elongation machinery according to prior reports <sup>6, 7, 8</sup>. Indeed we showed that hnRNPL interacts with CDK9 and CCNT1 (Fig. 6d) and concordant enrichment of all three proteins were seen on the target promoter in myotube (Fig. 6c); interestingly, seRNA-1 knockdown led to increased binding of hnRNPL and CDK9 but decreased CCNT1 binding,

suggesting that the complex interaction of hnRNPL with transcriptional machinery needs to be further investigated. For example, it will be interesting to dissect whether hnRNPL, like other hnRNP proteins and RNA processing factors, may partake in releasing of core P-TEFb from the 7SK snRNP<sup>6, 9, 10</sup> and seRNA-1 transcript at Mb locus could interact with hnRNPL and modulate the release of hnRNPL and P-TEFb complex from 7SK sequestration<sup>6, 9, 10, 11</sup>. Lastly, it remains unclear how hnRNPL is recruited to the Mb target and how the selectivity is achieved. We believe this may not involve seRNA-1 as loss of seRNA-1 actually led to increased recruitment.

Some lines of evidence suggest that our model may very likely extend beyond seRNA-1. For example, we did observe higher CLIP-seq tags in eRNAs are associated with higher expression level of eRNAs neighboring genes (Supplementary Figure 9o) and neighboring genes with eRNAs binding are more vulnerable to hnRNPL knockdown (Supplementary Figure 9q). Nevertheless, it is intriguing that seRNA-2 binding with hnRNPL does not appear to imply regulatory function on its target genes. This could be due to a relative weaker interaction seRNA-2 with hnRNPL; indeed seRNA-2 has only one CACACA tract while seRNA-1 has eight repeats of CAAA tracts. Therefore, our proposed model needs to be validated on more examples of seRNAs in the future. Altogether our findings further underscore the function of hnRNPL in transcriptional regulation, expanding its traditional framework in RNA alternative splicing.

Lastly, our findings demonstrated a clear role for seRNA-1 and -2 in regulating myogenic differentiation. Knockdown of seRNA-1 or -2 decreased the levels of both MyoG and MyHC; the results from using MyoG or MyHC reporter (Supplementary Figure 7a) suggested that seRNA-1 and -2 appeared to work in trans to affect the activity of their promoters. Still, ChIRP-PCR showed no binding of seRNA-1 on MyoG and MyHC promoter was found (Supplementary Figure 11a). Therefore, it is currently unclear how seRNA-1 regulates MyoG or MyHC. Despite the solid evidence showing the activating role of seRNA-1 and -2 on their target loci, over-expressing Mb or Apol6 into C2C12 cells did not rescue the delayed myogenesis caused by seRNA-1 knockdown (Supplementary Figure 7n). We reason that these proteins are structural and functional proteins in myotubes thus may not have impact on myogenic differentiation. These data seems to suggest that additional mechanism may exist to mediate seRNA-1 regulation of myogenesis, which may not even

involve hnRNPL. Furthermore, our results revealed that hnRNPL represses myoblast differentiation, which is opposite to seRNA-1's pro-myogenic function (Supplementary Figure 11i, j). We reason that this may be caused by the pleiotropic roles of hnRNPL plays in gene regulation. In addition to regulating seRNA targets at a transcriptional level, it is widely known as a splicing regulator impacting many mRNAs. We thus believe the functional synergism between seRNA and hnRNPL should be dissected on their target genes using transcription as a read-out; this view is also consistent with prior reports on mechanistic studies of eRNA<sup>12</sup>.

### **Supplementary Methods**

**AAV9 DNA vector and virus production.** To generate the dual AAV9-sgRNA plasmids, the AAV:ITR-U6-sgRNA(backbone)-pCBh-Cre-WPRE-hGHpA-ITR (Addgene, 60229) was used as donor plasmid. Coding sequencing for DsRed was PCR-amplified and cloned into the donor plasmid through replacing the sequence encoding Cre using AgeI and EcoRI sites. To enhance DsRed expression, the pCBh promoter was substituted with CMV promoter. The first sgRNA of seRNA-1 was cloned into SapI site of the AAV9-sgRNA vector. For the second sgRNA, the U6-sgRNA(backbone) was PCR amplified from the plasmid with the inserted sgRNA and inserted into XbaI and KpnI sites of the AAV9-sgRNA vector. Sequences of all the gRNAs and genotyping PCR primers are provided in Table S6. AAV9 was produced following a previous protocol<sup>13</sup>. In brief, HEK293FT cells were transiently transfected with constructed AAV9-sgRNA vectors, AAV9 serotype plasmid, and pDF6 (adenovirus helper plasmid) at a ratio of 1:1:2 (5 µg of AAV9-sgRNA vectors, 5 µg of AAV9 serotype plasmid and 10 µg of pDF6) using polyethyleneimine (PEI) when the cells reached 80% ~ 90% confluent. At 72 hr post transfection, cells were harvested and then resuspended with 1.44 ml 100 mM sodium citrate (pH 8.05) and 2.25 ml sterile H<sub>2</sub>O. The AAV viruses were released through three sequential freeze–thaw cycles (liquid nitrogen/37°C) with vortex between each freeze-thaw cycle. The supernatant was added with MgCl<sub>2</sub> and treated with Benzonase (Sigma) at 37°C for 0.5 ~ 1 hr followed by addition of 3.06 ml 100 mM citric acid and 2.25 ml sterile H<sub>2</sub>O. Heavy flocculate was precipitated by centrifugation at 1,530 g for 10 minutes at room temperature and the supernatant was transferred to another 15 ml conical tube. Half volume of 1 M NaCl and 10% PEG8000 (w/v) were added to the supernatant and incubated at 4°C for overnight. After spinning the mixture at 120,000 g at 4°C for 30 minutes, the supernatant was discarded and the

pellet was resuspended with sterile PBS and then subjected to centrifugation at 3,000 g for 10 minutes. The supernatant was filtered by 0.22 µm sterile filter and passed through a 100 kDa MWCO (Millipore). The concentrated solution was washed with sterile PBS for three times. The titer of the AAV9 virus was determined by quantitative PCR using primers targeted to the CMV promoter.

**seRNA copy number quantification.** To quantify each RNA transcript, we purified the PCR products using the same qPCR primers for this transcript and standard curves were then generated by qPCR using these PCR products with known concentration. For example: for GAPDH, the number of ssDNA molecules from 1 µl of 20 ng µl<sup>-1</sup> PCR product of GAPDH fragment (228bp) with 70557.52 Da molecular weight is about  $2 \times (20 \times 10^{-9} \times 6.023 \times 10^{23}) / 70,557.52 = 3.41 \times 10^{11}$ . The number of ssDNA molecules from 1 µl of 20 ng µl<sup>-1</sup> PCR product of seRNA-1 fragment (148bp) with 45199.16 Da molecular weight is about  $2 \times (20 \times 10^{-9} \times 6.023 \times 10^{23}) / 45,199.16 = 5.33 \times 10^{11}$ . The number of ssDNA molecules from 1 µl of 20 ng µl<sup>-1</sup> PCR product of seRNA-2 fragment (233bp) with 71,937.55 Da molecular weight is about  $2 \times (20 \times 10^{-9} \times 6.023 \times 10^{23}) / 71,937.55 = 3.35 \times 10^{11}$ . For cDNA samples, 1 µg of total RNA (~cells in MB stage, and ~cells in MT stage) were reverse transcribed into 20 µl cDNA. We then used the established standard curve for each RNA transcript to quantify seRNAs copies from cDNA samples. Served as control, the copy number of Gapdh mRNA is consistent with previous report.

**RNA Fluorescence In Situ Hybridization (FISH).** Tiling oligonucleotides targeting seRNAs were designed using online software Stellaris Probe Designer (LGC Biosearch Technologies, Petaluma, CA, USA). We ordered all Stellaris™-type oligonucleotides from BGI with a Biotin-TEG modification at the 3' end. Cells were washed with PBS and then fixed in 3.7% formaldehyde in 1 × PBS for 10 min at room temperature. After fixation, cells were washed with 1 × PBS twice and then permeabilized in 70% ethanol overnight at 4°C. Prior to the hybridization, the cells were rehydrated with the wash buffer (10% formamide, 2 × sodium citrate buffer (SSC)) for 5 min. Then, the cells were hybridized in hybridization buffer (2 × SSC, 10% formamide, 2 mM VRC) with probe at a final concentration of 40 µM, and incubated for 20 min in a humid chamber at 37°C. After hybridization, the cells were washed three times in wash buffer at 37°C for 5 minutes. The cells were then incubated with Cy3-Streptavidin (diluted 1:1250 in 2 × SSC, 8% formamide, Jackson, 016160084) for 30 min at RT in the dark. After two times wash with 2 × SSC, 8% formamide for 15 min, Prolong Gold antifade reagent containing DAPI (P36935, Thermo Fisher Scientific) was

applied to mount the slides. Images were taken with a 100× NA 1.4 oil objective on a Leica inverted fluorescence microscope equipped with a cooled CCD camera. 26 optical slices were acquired at 0.25 μm intervals and images were processed to 2D data using maximum projection model.

**Image processing.** We modified the procedures described to analysis the RNA FISH images<sup>14, 15</sup>. Briefly, images for a specific RNA were parallelly converted to grayscale and conducted maximum projection operation. Later, the parameters of Laplacian of Gaussian (LoG) filter, i.e. hsize and sigma, were determined pursuing an equilibrium between genuine signal enhancement and noise removal. We used LoG with hsize equal to 10 and sigma equal to 3 for all images. Image opening operation using a disk structuring element of size 3 further helped to eliminate small noise and break narrow isthmuses. The normalized intensity thresholds for the distribution between image intensity and the number of spots identified were selected near a relatively plateau, also referring to the PCR quantification values. Considering signals in different layers can be projected into one enlarged but non-circular spot, we first identified circular spots with eccentricity less than 0.7 and area size larger than 1 on the filtered image, forming Circular Spot (CS) set with NCS spots. Area of every large (non-circular) spot was further divided by the mean area size of CS set and the rounded down value was added to NCS. After iterated all the non-circular spots, the final NCS values were recorded. For Malat1 control RNA, only spots falling into nucleus were quantified, while seRNA spots falling inside each nucleus or outside nucleus were quantified separately.

**Nuclear run-on.** About  $5 \times 10^6$  C2C12 cells were harvested and resuspended in cold swelling buffer (10 mM Tris-HCl pH7.5, 2 mM MgCl<sub>2</sub>, 3 mM CaCl<sub>2</sub>) on ice for 5 minutes and then lysed in lysis buffer (swelling buffer + 0.5% IGEPAL + 10% glycerol + 2 U ml<sup>-1</sup> SUPERase In, and cOmplete protease inhibitors) followed by gently pipetting up and down for 20 times. After centrifuge, nuclei were sequentially washed with lysis buffer and freezing buffer (50 mM Tris-HCl pH 8.3, 40% glycerol, 5 mM MgCl<sub>2</sub>, 0.1 mM EDTA) and finally resuspended in 100 μl of freezing buffer and stored at -80 °C. Nuclear run-on (NRO) assays were performed with biotin-11-UTP as previously reported. In brief, 2 × NRO master mix (10 mM Tris-HCl pH 8.0, 5 mM MgCl<sub>2</sub>, 1 mM DTT, 300 mM KCl, 1% Sarkosyl, 250 μM ATP, GTP, CTP, 50 μM biotin-11-UTP, and 0.8 U μl<sup>-1</sup> SUPERase In) was pre-equilibrated at 37 °C for 10 minutes. Then,  $5 \times 10^6$  cells/ 100 μl nuclei were added to the same volume 100 μl of 2 × NRO master mix and incubated at 37 °C for 30 minutes. The run-on RNA (NRO-RNA) was extracted with 2 ml of TRIzol reagent (Invitrogen) following the manufacturer's

instructions and incubated with 30  $\mu$ l of Dynabeads™ M-280 Streptavidin beads (Thermo Fisher Scientific) in binding buffer (10 mM Tris-HCl pH 7.4, 300 mM NaCl and 0.1% Triton X-100) for 20 minutes at room temperature while rotating. Then, the beads were sequentially washed two times with high-salt wash buffer (50 mM Tris-HCl pH 7.4, 2 M NaCl and 0.5% Triton X-100), two times with binding buffer, and one time with low-salt wash buffer (5 mM Tris-HCl pH 7.4, 0.1% Triton X-100). Then the run-on RNA (NRO-RNA) was extracted with 300  $\mu$ l of TRIzol reagent (Invitrogen) and finally resuspended in 20  $\mu$ l RNase-free water. RT-qPCR primers used to detect premature RNA are provided in Supplementary Data 6.

**HnRNPL CLIP-seq.** Differentiating C2C12 cells ( $2 \times 10^7$ ) were washed with PBS and crosslinked by irradiation one time at 254 nm for 400 mJ/cm<sup>2</sup> in Stratalinker UV crosslinker (Stratagene). The cells were then collected and flash-frozen in liquid nitrogen and stored at - 80°C. Cells were lysed in 1ml Lysis Buffer (100 mM KCl, 5 mM MgCl<sub>2</sub>, 10 mM HEPES-KOH pH 7.0, 0.5% NP-40) supplemented with 1 mM DTT, 40 U ml<sup>-1</sup> SUPERase In and cOmplete protease inhibitors for 15 min on ice with pipetting up and down for several times at intervals. Then, 2  $\mu$ l of Turbo DNase (AM2238, Thermo Fisher Scientific) was added and the reaction was incubated at 37°C for 5 min with rotating at 1000 rpm. Subsequently, 10  $\mu$ l of diluted RNase A (5  $\mu$ g ml<sup>-1</sup>, 12091021, Thermo Fisher Scientific) was applied and the reaction was further incubated at 37°C for 5 min with rotating at 1000 rpm. Cell lysate was cleared by centrifugation at 15,000 g for 20 min. Save 6  $\mu$ l of cleared samples as Input sample to later determine immunoprecipitation efficiency and divide the remaining samples into three aliquots. To prepare IP buffer, 2550  $\mu$ l of ice-cold lysis buffer was supplemented with 600 units SUPERase In, 30  $\mu$ l of 100 mM DTT and EDTA to 20 mM and 300  $\mu$ l of cleared cell lysate were then added to the IP buffer. Immunoprecipitations were then performed using 10  $\mu$ g anti-hnRNPL antibody (sc-28726, Santa Cruz), normal IgG control (sc-2027, Santa Cruz) and anti-HA tag (sc-805, Santa Cruz) respectively for overnight at 4°C with rotation. On the next day, 125  $\mu$ l washed Dynabeads Protein G was added to each reaction and incubated for another 4 hours with rotation. After incubation, 1/10 volume of beads were saved to determine immunoprecipitation efficiency. Beads were collected and washed twice with high salt wash buffer (300 mM KCl, 5 mM MgCl<sub>2</sub>, 10 mM HEPES-KOH pH 7.0, 0.5% NP-40) then PNK buffer (50 mM Tris-HCl pH 7.4, 10 mM MgCl<sub>2</sub>, 0.5% NP-40). Cross-linked RNA complexes were dephosphorylated by incubating with Alkaline Phosphatase (NEB) for 20 min at 37°C, followed by treatment with T4 PNK enzyme in acid

PNK buffer (70 mM Tris-HCl pH 6.5, 10 mM MgCl<sub>2</sub>) for 20 min at 37°C. Beads were washed with high salt wash buffer and PNK buffer. Protein-RNA complexes were then divided into two portions. 1/10 volume was subjected to RNA 3' end biotinylation (20160, Thermo Fisher Scientific) following the provider's procedure. Remaining 9/10 volume was used for on-bead 3' RNA linker ligation and incubated in a 30 µl reaction volume containing 50 pmol of 3' RNA adaptor (5'-p-rGrArUrCrGrUrCrGrGrArCrUrGrUrArGrArArCrUrCrUrGrArArC-/3'InvdT/) (IDT), 30 nmol of ATP, 30 unites of T4 RNA ligase I (NEB, Ipswich, MA), 20 unites RNase inhibitor and 10% PEG 8000 at 20°C for overnight, shaking at 1200 rpm. After extensive wash, beads (3' RNA adaptor ligated) were 5' ends phosphorylated with T4 polynucleotide kinase (PNK) followed by wash steps. The beads (biotin labeled or 3' RNA adaptor ligated) were then denatured in loading buffer and resolved on a Novex NuPAGE 10% Bis-Tris gel and then transferred to 0.45 µm nitrocellulose membranes for 2h at 60V. The biotin reaction group was then subjected to biotin detection using chemiluminescent nucleic acid detection Module (89880, Thermo Fihser Scientific) to indicate labeled RNA complexes. For western blot analysis to evaluate the IP efficiency, CLIP membranes were probed with anti-hnRNPL antibody for 16 hr overnight. For sequencing, labeled hnRNPL-RNA bands were excised from the membrane (50 - 20 kDa above the MW of hnRNPL) and eluted by incubating with PK buffer (100 mM Tris-HCl pH 7.4, 50 mM NaCl, 10 mM EDTA) and Proteinase K at 4 mg ml<sup>-1</sup> (Thermo Fisher Scientific) for 30 min at 37°C, then for another 30 min at 37°C with PK buffer, 3.5 M Urea and Proteinase K. RNA was subsequently purified using acidic phenol:chloroform (ThermoFisher) and ethanol precipitation. Then the RNA was ligated to 5' RNA adaptor (5'-rCrCrUrUrGrGrCrArCrCrCrGrArGrArArUrUrCrCrA-3') (IDT) in a 10 µl reaction volume containing 50 pmol of 5' RNA adaptor, 10 nmol of ATP, 10 unites of T4 RNA ligase I (NEB, Ipswich, MA), 40 unites RNase inhibitor and 10% PEG 8000 at 20°C for 6 hours. Following the ligation, ligated RNA was purified by the acidic phenol:chloroform (ThermoFisher) and ethanol precipitation. The resultant RNA was reverse transcribed with RP1 primer (5'-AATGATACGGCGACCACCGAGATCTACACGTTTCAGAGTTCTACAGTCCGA-3') using Superscript III RT enzyme (Thermo Fisher Scientific). A small portion of cDNA was serial diluted and subjected to test PCR amplification to determine optical PCR cycle. The full-scale PCR amplification was performed using Q5® High-Fidelity 2× Master Mix (NEB) with 12.5 pmol of RP1 primer and RPI-index primers (5'

-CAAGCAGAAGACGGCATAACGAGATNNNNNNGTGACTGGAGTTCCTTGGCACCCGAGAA TTCCA-3', in which 'NNNNNN' is an index sequence). The optimal PCR cycle for full-scale amplification is 17. PCR products were PAGE separated and DNA from 140 bp to 350 bp was eluted from PAGE gel. Then, the library was quantified and sequenced on the Illumina HiSeq 1500.

**Oil Red O staining.** In brief, the slides were fixed in 3.7% formaldehyde for 1h at room temperature. After brief washing with deionized water, the slides were then stained in Oil Red O working solution for 30 min at room temperature. Following that, the slides were rinsed in deionized water and then in running tap water for 5 min. The slides were then mounted and taken photos under microscope.

**MASS spectrometry (MS).** After RNA pull-down assays were performed, the retrieved proteins were then resolved on 10% SDS-PAGE gel followed by silver staining procedure according to the protocol compatible with MASS spectrometry analysis. The specific band present in the seRNA sense transcript lane was carefully cut out and sent out for Q exactive Mass Spectrometer analysis (Thermo Finnigan, San Jose, CA) provided by Shanghai Applied Protein Technology.

**CLIP-seq analysis.** Low-quality reads were filtered out and adaptor sequences were trimmed from raw reads using Trimmomatic-0.36<sup>16</sup>. The remaining reads were then aligned to the mouse genome (mm9) using Bowtie2 (version 2.2.4) with adapted parameters (--very-sensitive --rdg 5,2 --score-min L,-0.6,-0.7). If multiple reads were aligned to the same genomic position, only one read per position was kept for downstream analyses. Crosslinking-Induced Mutation Sites (CIMS) were identified following the published procedure<sup>17</sup>. Briefly, the overlapping CLIP reads were grouped to define CLIP clusters and mutations were called among those clusters; hnRNPL potential binding sites were called based on a permutation strategy, which can distinguish clustered versus randomly distributed mutations. Finally, a confident hnRNPL binding site was identified using FDR < 0.05 and supporting read count no less than 5 as the cutoff. For de novo motif analysis, DREME was used using 40 bp sequences centered on hnRNPL binding sites, and TOMTOM was then used to compare identified motif against a database of known motifs. The hnRNPL binding sites were annotated with the annotatePeaks module in HOMER (v4.4) against the mm9 mouse genome.

## Supplementary References

1. Cabili MN, *et al.* Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. *Genes & development* **25**, 1915-1927 (2011).
2. Sun K, Wang H, Sun H. mTFkb: a knowledgebase for fundamental annotation of mouse transcription factors. *Scientific reports* **7**, 3022 (2017).
3. Kanatous SB, *et al.* Hypoxia reprograms calcium signaling and regulates myoglobin expression. *American journal of physiology Cell physiology* **296**, C393-402 (2009).
4. Rossbach O, *et al.* Crosslinking-immunoprecipitation (iCLIP) analysis reveals global regulatory roles of hnRNP L. *RNA biology* **11**, 146-155 (2014).
5. Shankarling G, Cole BS, Mallory MJ, Lynch KW. Transcriptome-wide RNA interaction profiling reveals physical and functional targets of hnRNP L in human T cells. *Molecular and cellular biology* **34**, 71-83 (2014).
6. Giraud M, *et al.* An RNAi screen for Aire cofactors reveals a role for Hnrnp1 in polymerase release and Aire-activated ectopic transcription. *Proceedings of the National Academy of Sciences of the United States of America* **111**, 1491-1496 (2014).
7. Huang Y, *et al.* Mediator complex regulates alternative mRNA processing via the MED23 subunit. *Molecular cell* **45**, 459-469 (2012).
8. Yuan W, *et al.* Heterogeneous nuclear ribonucleoprotein L Is a subunit of human KMT3a/Set2 complex required for H3 Lys-36 trimethylation activity in vivo. *The Journal of biological chemistry* **284**, 15701-15707 (2009).
9. Barrandon C, Bonnet F, Nguyen VT, Labas V, Bensaude O. The transcription-dependent dissociation of P-TEFb-HEXIM1-7SK RNA relies upon formation of hnRNP-7SK RNA complexes. *Molecular and cellular biology* **27**, 6996-7006 (2007).
10. Van Herreweghe E, *et al.* Dynamic remodelling of human 7SK snRNP controls the nuclear level of active P-TEFb. *The EMBO journal* **26**, 3570-3580 (2007).
11. Ji X, *et al.* SR proteins collaborate with 7SK and promoter-associated nascent RNA to release paused polymerase. *Cell* **153**, 855-868 (2013).
12. Li W, *et al.* Functional roles of enhancer RNAs for oestrogen-dependent transcriptional activation. *Nature* **498**, 516-520 (2013).
13. Keller C, Hansen MS, Coffin CM, Capecchi MR. Pax3:Fkhr interferes with embryonic Pax3 and Pax7 function: implications for alveolar rhabdomyosarcoma cell of origin. *Genes & development* **18**, 2608-2613 (2004).
14. Raj A, van den Bogaard P, Rifkin SA, van Oudenaarden A, Tyagi S. Imaging individual mRNA molecules using multiple singly labeled probes. *Nature methods* **5**, 877-879 (2008).
15. Levesque MJ, Raj A. Single-chromosome transcriptional profiling reveals chromosomal gene expression regulation. *Nature methods* **10**, 246-248 (2013).
16. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014).
17. Moore MJ, Zhang C, Gantman EC, Mele A, Darnell JC, Darnell RB. Mapping Argonaute and conventional RNA-binding protein interactions with RNA at single-nucleotide resolution using HITS-CLIP and CIMS analysis. *Nature protocols* **9**, 263-293 (2014).

# Supplementary material for: MyoD induced enhancer RNA interacts with hnRNPL to activate target gene transcription during myogenic differentiation
**Source:** Nat Commun. 2019 Dec 19;10:5787. doi: 10.1038/s41467-019-13598-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Microscopy pictures were acquired with Leica microscope system DM 6000B; Victor X4 plate reader (Perkin Elmer) was used for luminescence assays; qPCR reactions were conducted using the Light-Cycler system (Roche Applied Science)

#### Data analysis

GraphPad Prism version 8.0  
Leica LAS AF software (LAS AF2.6.3)  
Microsoft Excel v14.0  
Image Pro Plus 6.0  
R v3.2.3  
heatmap.2 in R package

RNA-seq:  
Tophat version 2.0.13  
Cufflinks version 2.1.1

CLIP-seq:  
Trimmomatic-0.36  
Bowtie2 version 2.2.4

(parameters: --very-sensitive --rdg 5,2 --score-min L,-0.6,-0.7)  
 DREME in MEME suite version 4.10.0  
 TOMTOM in MEME suite version 4.10.0  
 HOMER version 4.4  
 CIMS (Moore et al. 2014 Nat Protocols 9:263-293)

ChIP-seq/GRO-seq:  
 Trimmomatic-0.36  
 Bowtie2 version 2.2.4 (default parameters)  
 MACS2 version 2.1.2  
 HOMER version 4.4  
 EdgeR version 3.7

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that data supporting the findings of this study are available within the article and Supplementary Information. GRO-seq, hnRNPL CLIP-seq and RNA-seq data reported in this paper were deposited in the Gene Expression Omnibus database under accession GSE114659.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

# Reporting for specific materials, systems and methods

## Materials & experimental systems

## Methods

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials All materials are available on reasonable request from HW ()

## Antibodies

### Antibodies used

Western blotting: anti-MyoG (1:2000, sc-576, Santa Cruz), anti-MyHC (1:2000, M4276, Sigma), anti-hnRNPL (1:5000, sc-28726, Santa Cruz), anti-hnRNPK (1:5000, 4675, Cell Signaling), anti-MED1 (1:5000, A300-793A, Bethyl Laboratories), anti-RAD21 (1:5000, A300-080A, Bethyl Laboratories), anti-RBBP5 (1:5000, A300-109A, Bethyl Laboratories), anti-YY1 (1:2000, sc-1703, Santa Cruz), anti-MyoD (1:2000, sc-760, Santa Cruz), anti- $\alpha$ -Tubulin (1:5000, sc-23948, Santa Cruz), and anti-H3K36me3 (1:5000, ab9050, Abcam); Immunofluorescence: anti-MyHC (1:350, M4276, Sigma); ChIP-PCR: MyoD (sc-304 X, Santa Cruz), hnRNPL (sc-28726, Santa Cruz), Pol II (sc-899, Santa Cruz), H3K36me3 (ab9050, abcam), CDK9 (sc-484, Santa Cruz), CCNT1 (sc-10750, Santa Cruz) or IgG control (sc-2027, Santa Cruz). For each IP reaction, 2  $\mu$ g of primary antibody was used for incubation with precleared nuclear extract; RIP-PCR: hnRNPL (sc-28726, Santa Cruz), hnRNPK (sc-25373, Santa Cruz) or IgG control (sc-2027, Santa Cruz). For each RIP reaction, 5  $\mu$ g of each antibody was used; CLIP-seq: anti-hnRNPL antibody (sc-28726, Santa Cruz), normal IgG control (sc-2027, Santa Cruz) or anti-HA tag (sc-805, Santa Cruz). For each CLIP-seq IP reaction, 10  $\mu$ g of each antibody was used; Co-IP: normal IgG control (sc-2027, Santa Cruz), hnRNPL (ARP40368\_P050, Aviva Systems Biology) or CCNT1 (sc-10750, Santa Cruz). For each IP reaction, 2  $\mu$ g of each antibody was used.

### Validation

All antibodies are commercially available and the applications have been tested by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

Mouse C2C12 myoblast cells (ATCC, CRL-1772), C3H/10T1/2 fibroblast cells (ATCC, CCL-226), 293T cells (ATCC, CRL-3216) were obtained from ATCC.

### Authentication

Gene expression by RT-qPCR was used to confirm the myogenic marker genes expression in differentiating C2C12 myoblast cells (Fig. 1j). As a control, none of these genes expressed in C3H/10T1/2 fibroblast cells (Fig. 2h). No other cell line authentication was performed.

### Mycoplasma contamination

No mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were involved in this study.

## Palaeontology

### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Human research participants

Policy information about [studies involving human research participants](#)

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

# Supplementary material for: MyoD induced enhancer RNA interacts with hnRNPL to activate target gene transcription during myogenic differentiation
**Source:** Nat Commun. 2019 Dec 19;10:5787. doi: 10.1038/s41467-019-13598-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: GRO-seq analysis in C2C12 MB vs MT cells.

File name: Supplementary Data 2

Description: seRNAs expression in mouse tissues.

File name: Supplementary Data 3

Description: GRO-seq analysis in WT vs MyoD^-/-^ cells.

File name: Supplementary Data 4

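The table's list of hnRNPL-bound eRNAs gives, for each of 134 eRNAs, its position in mm9, the genes within the window around it, the CLIP sites it holds, and for each gene an FPKM in si-NC and in si-hnRNPL with their log2 ratio. Of 595 genes that could be compared with the deposited tables, 3 had an FPKM within 1% in both samples. Over the 447 genes with an FPKM of at least 1 in both sources, the table's value was a median of 0.922 times the deposited one in si-NC and 0.932 times in si-hnRNPL. The log2 changes from the 2 sources had a Pearson r of 0.72 across genes, which are not independent replicates.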

Description: CLIP-seq analysis of hnRNPL RNA binding in MT cells.

File name: Supplementary Data 5

Description: RNA-seq analysis in si-NC vs si-hnRNPL cells.

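The table lists the genes called up- or down-regulated, each with its FPKM in si-NC and si-hnRNPL and a log2 fold change, and the GO terms of both lists. For 253 of its 256 genes, both FPKM values equal those deposited under the same sample name, and for 0 genes those of the other sample. An FPKM of 0 in the deposited tables is printed as 0.01, which applies to 10 up-regulated and 9 down-regulated genes. For 253 genes the printed fold change equals log2((FPKM + 1) in si-hnRNPL / (FPKM + 1) in si-NC), and the smallest absolute value in the table is 0.58. The pseudocount of 1 keeps genes with a low FPKM from reaching this value unless their FPKM changes by a large factor.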

File name: Supplementary Data 6

Description: Information of oligonucleotides and primers used in the study.

File name: Supplementary Data 7

Description: Information of publicly available datasets used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

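Total RNA-seq of MB and MT and polyA RNA-seq of MT transfected with si-hnRNPL or si-NC were used, with 1 library per condition and 4 libraries in all. The authors discarded reads shorter than 36 bp, mapped the rest to mm9 with TopHat 2.0.13, estimated abundance with Cufflinks 2.1.1 and deposited FPKM values, each with a 95% interval, a locus and a status. The total RNA-seq tables hold 61630 entries, of which 24850 carry a gene symbol and 36780 are assembled transcript units. The polyA tables hold 24992 entries with 24438 symbols.

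The interval of an FPKM implies an effective number of fragments, N = (2 x FPKM / (upper bound - FPKM)) squared. Over all entries this gave 59960176 fragments for MB, 54442423 for MT, 21341051 for si-NC and 14592480 for si-hnRNPL. Below 200 fragments it was a whole number for 92.3% of entries in MB, 92.2% in MT and 53.1% in each polyA library, so in the polyA libraries it is no count of reads and no count test was run. The paper's mappable fragments are 30553125 for si-NC and 18962076 for si-hnRNPL. The intervals cover counting and assignment error within a library only.

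Changes were computed as log2((FPKM + 1) ratio), with si-hnRNPL over si-NC and MT over MB, and an entry was counted as up or down at an absolute value of 0.58 or more. No p-value is given, since no difference has a replicate check. The median of a gene list was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and its percentile is a description of these libraries. Intervals of medians are 95% order-statistic intervals and intervals of shares are 95% Wilson intervals. The text names Hnrnpl, the genes that the paper names at its RNA-seq and neighboring-gene claims, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among those with an FPKM of at least 1 in both libraries. Some genes that this rule selects are not reported here.

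The eRNAs up-regulated in MT were taken from Supplementary Data 1 and the genes near eRNAs bound by hnRNPL from Supplementary Data 4. Other MT eRNAs were those up-regulated ones and the eRNAs that Supplementary Data 3 lists as down-regulated in MyoD knockout MT. An eRNA was counted as captured when an entry that is not a protein-coding gene, with an FPKM above 0.05, overlapped it by at least 1 bp, and 100 random placements of the eRNAs gave a background. Placements outside protein-coding genes and outside named genes were added after seeing the data. Exon lengths, GC contents and gene types came from the GENCODE annotation of mm9. To take out the dependence on exon length and GC content, the median log2 change in each of 20 bins of either property was subtracted in turn, over 3 rounds, and the median of all genes was added back, a step chosen after seeing the data.

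The comparisons, the rule for named genes and the alternatives were set before the data were examined, except where the text says that an alternative was chosen after seeing the data. The alternatives were other pseudocounts (0.1 and 0.01), other fold changes (1.5, 1.58 and 2), filters on FPKM, leaving out small RNA genes, centring on the median, summing entries with the same symbol, other random lists, wider windows and other rules of overlap.

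The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data with 200 changed genes, drawn from genes with 100 or more fragments and given a fold change of 2. Both simulated libraries had the depth of si-NC and counting error only. A difference in depth and a dependence on exon length or GC content were not simulated, so the test says nothing about them. All changed genes with an FPKM of at least 5 were recovered (100%), and 0 unchanged genes with 100 or more fragments were called. A list shifted by 0.1 stood at percentile 100, 5 of 100 unshifted lists lay outside the central 95%, and 94.2% of the intervals covered the true median. The filter of assembled units on coding potential, the classes of eRNA stability, and the GRO-seq, CLIP-seq and qRT-PCR measurements were not analysed here.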

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

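The tests of library depth, of library preparation and of the interval of the log2 change in this part were chosen only after the results they concern were seen, and the test of differentiation after the MB to MT changes of the genes up and down in si-hnRNPL had been seen. With 1 library per condition, none of the patterns has a replicate check.

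Small RNA genes, which a polyA library captures poorly and the paper does not discuss, made up 34 of the 172 entries that rose in si-hnRNPL. The number overstates the pattern: 10 of the 34 are loci of Rn4.5s with the same FPKM, so that the 34 hold 25 distinct values, and these 10 are also 10 of the 20 rRNA entries that rose. Of the 62 small RNA entries above 0, 42 rose and 17 fell. For 93.0% of the 43 small RNA entries that rose or fell by 0.58 the 95% interval of the log2 change included 0, against 23.2% of all 276 such entries. The intervals of the 2 libraries overlapped for 28.3% of the 276. Counting error therefore remains for nearly all of the small RNA genes, and not for most of the whole list. A gene length bias is a candidate explanation, since the log2 change fell with exon length across protein-coding genes (Spearman rho -0.41). Rn45s, which was not counted among the small RNA genes, rose as well, from an FPKM of 383 to 954 (log2 change 1.31). Its intervals correspond to 75679 fragments in si-NC and 121766 in si-hnRNPL, so few fragments do not explain the rise of this gene. No biological explanation was tested.

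Assembled transcript units rose more often than they fell, with 7295 higher in MT and 1138 lower. Over the listed entries, MT had 90.8% of the implied fragments of MB. For the median unit, however, 3 fragments correspond to a lower FPKM in MT (0.0582) than in MB (0.0615). These measures point in opposite directions, so which library was deeper is not settled. Units inside an expressed protein-coding gene rose by a median of 0.48 more than the gene around them, and 79.5% of 3393 units did so. Malat1, Xist and Neat1 rose as well (1.96, 1.40 and 1.70 on the log2 scale). This is consistent with a larger share of unspliced or nuclear RNA in the MT library. Units outside genes within 100 kb of an up-regulated eRNA had a median of 0.231, above random lists of other units outside genes (0.178, 95% of lists 0.170 to 0.184; percentile 100), so induction near eRNAs may contribute by a small amount. Both of these explanations remain, a difference in depth was not excluded, and the rise cannot be called biological.

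The knockdown log2 change followed gene structure, with a Spearman rho of 0.43 with GC content and -0.41 with exon length across protein-coding genes, which are not independent replicates. Between the genes poorest and richest in GC the median log2 change ran from -0.14 where the median GC content was 40.1% to 0.12 where it was 59.9%. Genes that change with differentiation do not account for it, since rho with GC content was 0.48 among 3147 genes with little change from MB to MT. A difference between the 2 library preparations may be the cause, but with 1 library per condition it cannot be told apart from an effect of the knockdown. When the dependence was taken out, a step chosen after seeing the data, 94 of 9827 genes changed by 0.58 or more, against 149 before, and 70 were in both.

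The 300 genes that rise most from MB to MT in total RNA-seq rose in si-hnRNPL, with a median log2 change of 0.22 (percentile 100 of matched lists). The 300 that fall most fell, with a median of -0.33 (percentile 0). This is what knockdown cells further along differentiation than the control cells would give, and only this list size was tried. The test of these lists relates the same comparisons as the observation that prompted it, so it is not independent of that observation. The genes up in si-hnRNPL had a median MB to MT change of 0.21 (-0.02 to 0.51, 168 entries), at percentile 100 of matched lists. With an FPKM of at least 1 required in both MB and MT, the 106 left did not stand apart (median -0.28, percentile 63.21). That filter leaves out genes with an FPKM below 1 in MB, however much they rose. The genes down in si-hnRNPL stood at percentile 0 without the filter (median -1.53) and with it (median -1.92). In si-hnRNPL the median of the 300 genes that rise most from MB to MT was 0.21 after the dependence on exon length was taken out. It was 0.20 after that on GC content and 0.19 after both (percentile 100), so these dependences do not account for all of the rise. They account for more in single genes, since taking out both lowered Acta1 from 0.61 to 0.41, Myog from 0.51 to 0.34 and Tnni2 from 0.55 to 0.36. Nor do all genes that rise from MB to MT rise in si-hnRNPL: among those the paper names, Mb, Myh1, Myh8, Myh4, Myh2 and Igsf3 rose from MB to MT (6.44, 5.20, 2.64, 1.86, 1.77 and 1.10), but in si-hnRNPL they changed by 0.05, -0.07, -0.0033, -0.12, 0.00077 and 0.05, with intervals that include 0. Of other genes that the paper names, Apol6 and Myh13 rose from MB to MT by 0.69 and 0.42. In si-hnRNPL they changed by 0.16 and 0.14, also with intervals that include 0. Myod1 rose from MB to MT by 0.83 and in si-hnRNPL by 0.17 (0.08 to 0.25). Across all 9767 genes the 2 changes had a Spearman rho of only 0.15. The paper states in Supplementary Note 4 that hnRNPL represses the differentiation of myoblasts, from myotube formation and MyHC after knockdown (Supplementary Fig. 11i, j). Those are other assays than this one, in which the interval of each of these Myh genes included 0. In these libraries the pattern is a hypothesis: a difference between the cultures in timing or density could give it without an effect of hnRNPL, and a difference between library preparations was not excluded.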

How the results depend on the processing

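No paired analysis was possible because each condition has 1 library. The alternative of counting overlaps on the same strand gave no value, since the tables give no strand. Of the alternatives, 70 values of the comparisons stayed within their limits, 34 moved and 3 reversed; among single genes 91 stayed, 72 moved and 1 reversed. The causes were not tested.

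The numbers of changed entries depended on the pseudocount and the fold change. With a pseudocount of 0.1, 829 entries rose and 639 fell in si-hnRNPL, and 3414 named genes were higher in MT. With 0.01 the numbers were 1738 and 1720 in si-hnRNPL, and 5066 and 5205 in MT. At a fold change of 1.58 or more, 114 rose and 51 fell in si-hnRNPL; at 2 or more, 38 and 17, and 931 were higher and 1571 lower in MT. With an FPKM of at least 1 in both libraries 1293 were higher in MT, and after centring on the median 3060 were higher and 2208 lower. The other settings set in advance kept these numbers within 1.5 times. Chosen after seeing the data, assembled units raised the number higher in MT to 9237, a restriction to protein-coding genes with known exon length and GC content left 76 that rose in si-hnRNPL, and taking out both dependences left 37 that rose and 57 that fell.

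For genes near bound eRNAs the median absolute log2 change was 0.170 with a pseudocount of 0.1, 0.127 with an FPKM of at least 1 in both libraries, 0.127 over protein-coding genes with known exon length and GC content (chosen after seeing the data) and 0.161 with the FPKM of Supplementary Data 4. Its place among random lists depended on the matching: percentile 24.8 when matched on expression and 99.65 when not. The signed median (0.0054) is not settled in sign. It was -0.0031 with an FPKM of at least 1 in both libraries and -0.0039 with the FPKM of Supplementary Data 4, both within its interval. Over the protein-coding genes with known exon length and GC content it was -0.0039 and, once both dependences were taken out of them, -0.038, both chosen after seeing the data.

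The median MT to MB change of genes near up-regulated eRNAs (0.020) was 0.080 with a pseudocount of 0.1, 0.247 after centring, 0.0091 within 150 kb and 0.086 for the nearest gene, and reversed to -0.11 with an FPKM of at least 1 in both libraries, while its percentile stayed at 100. That of genes up in si-hnRNPL (0.21, percentile 100) was 0.57 without small RNA genes (percentile 100). It reversed to -0.28 with an FPKM of at least 1 in both libraries (percentile 63.21). That of genes down in si-hnRNPL stayed between -1.92 and -1.30. With an FPKM of at least 1, 5026 units were detected in MB and 10343 in MT, and 2.28% of the eRNAs were captured in MT; with 50% of the eRNA covered 11.8% were captured, and with units outside named genes, chosen after seeing the data, 13.7%. Among single genes, Myod1 reversed to -0.0070 in si-hnRNPL when both dependences were taken out. Depth limits the small RNA genes most, which rest on few fragments.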

Differences from the paper's values

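The paper's 153 up-regulated and 103 down-regulated genes stand beside 172 and 104 entries here. With entries of the same symbol summed, an alternative set before the data were examined, the numbers were 156 and 103. Counting unique symbols, chosen after seeing the values, gave 155 and 104. Of the paper's down-regulated genes, 2 (Hba-a1 and Prr11) were not found among the entries that fell by 0.58. The legend of Supplementary Fig. 9p gives a fold change of at least 1.58, at which only 114 entries rose and 51 fell here. The Methods give a fold change above 1.5, at which 167 rose and 102 fell.

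The median absolute log2 change of genes near bound eRNAs is about 0.16 in Supplementary Fig. 9q, read by eye, and 0.114 here. With the FPKM of Supplementary Data 4 it was 0.161 and with a pseudocount of 0.1 it was 0.170, both set before the data were examined.

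The paper states that genes near bound eRNAs were altered more than genes near eRNAs that hnRNPL does not bind. Against genes near other MT eRNAs matched on expression, their median stood at percentile 46.34, and against all other genes matched on expression at percentile 24.8. Against all other genes without matching it stood at percentile 99.65. Against genes near other MT eRNAs without matching it stood at percentile 98.67, a comparison chosen after seeing the values. These other MT eRNAs were only those up-regulated in MT or listed as down-regulated in MyoD knockout MT. They are therefore not the paper's whole set of eRNAs without hnRNPL binding. Over 397 of the genes, set against other protein-coding genes matched on expression, it stood at percentile 50.91 before the dependence on exon length and GC content was taken out and at 99.9 after it, also chosen after seeing the values.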

Other observations

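The tests of counting error and of exchanged labels for Hnrnpl, of random windows for genes near bound eRNAs, and of the nearest genes for histone genes were chosen only after the results they concern were seen. No difference below has a replicate check.

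Hnrnpl mRNA in si-hnRNPL was at 90.4% of its level in si-NC. Counting error does not account for the fall, since 3.94 FPKM lie between the lower bound in si-NC and the upper bound in si-hnRNPL. Exchanged labels cannot be excluded: 0 of the 256 genes in Supplementary Data 5 carry the values of the other sample, but 253 carry the deposited values themselves, so the table says nothing about an exchange before it was made. An exchange would turn the small fall into a small rise and would not account for its size. Hnrnpl also fell from MB to MT in total RNA-seq, with a log2 change of -0.81 (-0.84 to -0.77). If the si-hnRNPL cells were further along differentiation, the small fall need not come from the siRNA. That was not tested, and neither was why the mRNA fell so little.

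After the dependence on exon length and GC content was taken out, 57.4% of the 397 genes near bound eRNAs fell, against 54.1% of other genes, and their median of -0.038, against -0.0039 before, lay below matched lists (-0.0097). An effect of the correction itself remains possible: with uncorrected values and lists matched on expression, GC content and exon length, the median stood at percentile 2.5, at the limit set for that test. The corrected median stood at percentile 0.11 among lists matched on the MB to MT change and 0.06 among lists from random windows. It stood at 0.01 among genes near other MT eRNAs, those up-regulated in MT or listed as down-regulated in MyoD knockout MT. That hnRNPL binding to eRNAs may raise the expression of nearby genes is therefore a hypothesis with a small effect, found under a correction chosen after seeing the data, and a difference between library preparations cannot be told apart from it.

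Replication-dependent histone genes, noticed first in the GO terms of Supplementary Data 5, rose in si-hnRNPL. Of 73 entries above 0 in both libraries, 60 rose, with a median log2 change of 0.29. By 0.58 or more 13 rose and 2 fell, and only 2 of the 13 had intervals apart. Hist2h3c1 changed by 1.17 and Hist2h3c2, which overlaps it, by -1.04, so fragments may have been divided differently between them. The short exons (median 538 bp) and high GC content (59.2%) of the histone genes cannot be excluded as the cause. The median stood at percentile 100 both of lists matched on exon length and of lists matched on exon length and GC content (medians 0.076 and 0.14), beyond the limit set before these tests, but these lists were not matched on expression, which was seen only afterwards. The 24 entries with an FPKM of at least 1 in both libraries had a median of 0.50. This was at percentile 100 of lists of the genes nearest in exon length, GC content and expression (median 0.10). But those genes were longer, with a median of 1220 bp against 528 bp. For 70 entries above 0 in both libraries the median was 0.30, also at percentile 100 of such lists (median 0.065). There too the nearest genes were longer, at 994 bp against 535.5 bp. In total RNA-seq the histone genes fell from MB to MT, in 66 of 67 entries, by a median log2 change of -2.15. That fall includes RNA without a polyA tail, while the rise was seen in polyA libraries. It therefore cannot exclude differentiation as the cause of the rise. Most histone mRNAs carry no polyA tail, so more RNA without a tail in the si-hnRNPL library may be the cause; this was not tested, and length bias, counting error and shared fragments between copies also remain.

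Genes within 100 kb of an eRNA up-regulated in MT had a median log2 change from MB to MT of 0.020 (0.011 to 0.028, 1845 entries), above matched lists (-0.021; percentile 100).

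The median FPKM of genes near eRNAs with 1, 2, 3 and more than 3 hnRNPL sites was 9.60, 6.14, 10.0 and 14.2 in si-NC, and 7.35, 13.0, 8.21 and 11.5 in MT total RNA-seq, and the 95% intervals of the classes overlapped in either library. The paper reports a positive correlation of expression with this number in MT (Supplementary Fig. 9o), without naming the library used.

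The primers of seRNA-1 lie on chromosome 15 of mm9 between 76809454 and 76809601, in an assembled unit (76807276 to 76810709) with an FPKM of 0 in MB and 1.40 (1.20 to 1.60) in MT. Those of seRNA-2 lie on chromosome 3 between 101338183 and 101338415, in a unit (101332580 to 101339210) with 0 in MB and 1.59 (1.48 to 1.70) in MT. From MB to MT, Mb changed by 6.44, Apol6 by 0.69 and Igsf3 by 1.10 on the log2 scale. Between si-hnRNPL and si-NC, Mb changed by 0.05 (-0.23 to 0.31), Apol6 by 0.16 (-0.13 to 0.43) and Igsf3 by 0.05 (-0.03 to 0.13). Each interval, which covers counting and assignment error only, included 0 and stayed within a change of 0.58 in either direction. By qRT-PCR after knockdown, the paper reports that Mb and Apol6 fell and that Igsf3 was unaffected (Fig. 4f). By nuclear run-on it reports less transcription of Mb (Fig. 4g). Those are different assays, and these libraries do not show the fall of Mb and Apol6.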
